# Disruption of tRNA threonylation triggers RIG-I mediated anti-tumour immune response

**DOI:** 10.1038/s41467-026-69964-2

**Published:** 2026-02-25

**Authors:** Cléa Dziagwa, Christian Seca, Coralie Capron, Chloe Maurizy, Ning An, Denis Heusdens, Timothy Budden, Lorena Martin-Morales, Miguel Susaeta Ruiz, Elodie Renaude, Najla El-Hachem, Raphael Vanleyssem, Marine Leclercq, Arnaud Blomme, Alain Chariot, Jochen Utikal, Amaya Viros, Francesca Rapino, Sylvain Delaunay, Pierre Close

**Keywords:** Melanoma, tRNAs

## Abstract

Tumour-induced mechanisms of immune evasion hinder immune response to cancer, particularly in melanoma. mRNA translation, by ensuring accurate protein synthesis, regulates cancer phenotypes and immune response, but the underlying mechanisms remain unclear. Here, we reveal how O-sialoglycoprotein endopeptidase (OSGEP), catalysing the tRNA modification N^6^-threonylcarbamoyladenosine (t^6^A), drives protein homeostasis in cancer cells to maintain T-cell exclusion and prevent anti-tumour immune response. t^6^A-deficient melanoma cells disrupt efficient cytoplasmic translation of ANN codons (trinucleotides with A in the first position and N = any nucleotide), causing specific protein aggregation and the formation of integrated stress response-dependent stress granules. We discovered that OSGEP loss triggers melanoma regression by relocating RIG-I to stress granules, leading to its pathway activation. As a result, T-cells are recruited to the tumour site and orchestrate an anti-tumour immune response. Finally, an OSGEP-driven gene signature in melanoma patients is associated with T-cell infiltration and improved overall survival. Together, our findings position t^6^A tRNA modification as a promising therapeutic target for melanoma treatment.

## Abstract (web summary)

RNA processing often regulates immune evasion in melanoma. This study reveals that OSGEP-driven t^6^A tRNA modification maintains T-cell exclusion, while its loss may reverse immunosuppression through RIG-I signaling, promoting melanoma regression.

## Introduction

Immune response in cancer is a multifaceted and dynamic process that plays a critical role in the development, progression, and treatment of various malignancies^1^. Immune surveillance allows for the recognition and eradication of tumour cells. However, cancers have evolved sophisticated strategies to evade immune detection, promoting tumour development and posing significant barriers to the efficacy of immunotherapies^2–4^. Specifically in melanoma, these immune evasion strategies are particularly pronounced due to a complex immunosuppressive tumour microenvironment (TME)^5,6^. T-cells are fundamental components of adaptive immunity, playing key roles in antigen recognition, coordination of immune responses, and modulation of immune tolerance across diverse physiological contexts. Their ability to recognize and eliminate cancer cells through cytotoxic activity positions them as critical mediators of tumorigenesis. The effectiveness of T cell-mediated responses is often hampered by the TME, which can inhibit T-cell recruitment and activation through various mechanisms (e.g. expression of inhibitory ligands or repression of cytokine secretion)^7,8^.

Proteostasis (i.e. protein homoeostasis) is crucial in modulating immune response in cancer^8–11^. Efficient mRNA translation ensures the production of correctly folded and functional proteins to adapt to changes in the TME^12^. For instance, MYC induces immune evasion in liver cancer by translationally upregulating programmed death-ligand 1 (PD-L1)^13^. However, disrupted translation can lead to the generation of misfolded proteins, which accumulate in aggregates^14^, ultimately affecting the tumour immunogenicity and the course of the disease^15^. Yet, the precise mechanisms through which tumour cells maintain proteostasis to evade immune response remain largely unknown.

Deposition of post-transcriptional modifications on tRNAs is critical for their stability and function, with modifications in the anticodon region being particularly important for the accuracy of protein synthesis^16–18^. The landscape of these modifications is frequently altered in cancer, as a mechanism to adapt to both global and specific changes in mRNA translation^19^. The N^6^-threonylcarbamoylation of adenosine at position 37 (t^6^A) is a universally conserved modification necessary for the efficient decoding of ANN-accepting tRNAs^20–23^. The t^6^A biosynthesis pathway involves the KEOPS protein complex (Kinase, Endopeptidase and Other Proteins of Small size), with OSGEP (O-sialoglycoprotein endopeptidase) serving as the catalytic subunit responsible for the transfer of the threonylcarbamoyl moiety^24^. Loss-of-function mutations in genes encoding KEOPS complex subunits, including OSGEP, have been linked to Galloway–Mowat syndrome (GAMOS), a rare neuro-renal disorder characterised by a combination of steroid-resistant nephrotic syndrome and microcephaly with neurological impairments^25–27^. The functions of the t^6^A tRNA modifications in cancer and immunity are currently largely unknown.

RIG-I (Retinoic acid-inducible gene I) is a crucial sensor of innate immune system, primarily known for its role in detecting viral RNA and initiating antiviral responses in infected cells^28–31^. Recent studies have demonstrated that RIG-I activation triggers a potent anti-tumour immune response^32,33^. Upon recognition of aberrant RNAs within tumour cells, RIG-I initiates a signalling cascade that leads to the production of type I interferons, pro-inflammatory cytokines, and chemokines. This immune response enhances the recruitment and activation of immune effector cells at the tumour site^34,35^. Consequently, RIG-I serves as a critical immune sensor for anti-tumour immunity and represents a promising target for the development of cancer immunotherapies.

Here, we reveal that OSGEP and t^6^A tRNA modification are essential for the maintenance of proteostasis and thereby regulate immune reaction in melanoma. We show that OSGEP depletion in cancer cells promotes T-cells recruitment and activation at the tumour site and effectively prevents tumour growth. Mechanistically, low levels of t^6^A compromise the efficient decoding of ANN codons during translation. OSGEP knockdown leads to the generation of protein aggregates and initiates the activation of the Integrated Stress Response (ISR) effector Heme-Regulated Inhibitor Kinase (HRI), driving stress granule formation. RIG-I is activated within these stress granules and orchestrates a robust T cell-dependent anti-tumour response. Together, our study establishes that the t^6^A tRNA modification plays a critical role in preventing RIG-I activation and mitigating the anti-tumoral immune response in melanoma.

## Results

### A targeted proteostasis screen identifies the essential role of OSGEP in tumour immune response

RNA modifications located at the anticodon loop of cytoplasmic tRNAs allow for the optimal decoding of mRNAs during translation and promote the maintenance of protein homoeostasis^16,17,36,37^. To identify anticodon tRNA modifying enzymes (tRME) required for proteostasis, we generated an esiRNA (i.e. *endoribonuclease-prepared siRNA, a pool of siRNAs targeting the same mRNA sequence)* screen library targeting the currently known tRMEs responsible for chemical deposition on the anticodon loop of cytoplasmic tRNAs (*n* = 45; Fig. 1a)^38^. 48h after transfection, the generation of protein aggregates was measured by flow cytometry as a readout of mistranslation in two patient-derived melanoma cell lines (i.e. MM117, MM011). The esiRNA targeting OSGEP led to the highest generation of aggregates in both patient-derived lines (Fig. 1b, and Supplementary Fig. 1a). Using specific shRNAs, we validated that OSGEP depletion induced an increase of protein aggregation propensity in both MM117 and MM011 patient-derived melanoma lines, as well as in two additional murine melanoma cell lines (i.e. M1014, B16F10; Fig. 1c, d). This enzyme is the catalytic subunit of the KEOPS complex, responsible for the modification t^6^A in position 37 of cytoplasmic tRNA^NNU^^24–26,39^ (Supplementary Fig. 1a).

**Fig. 1:**
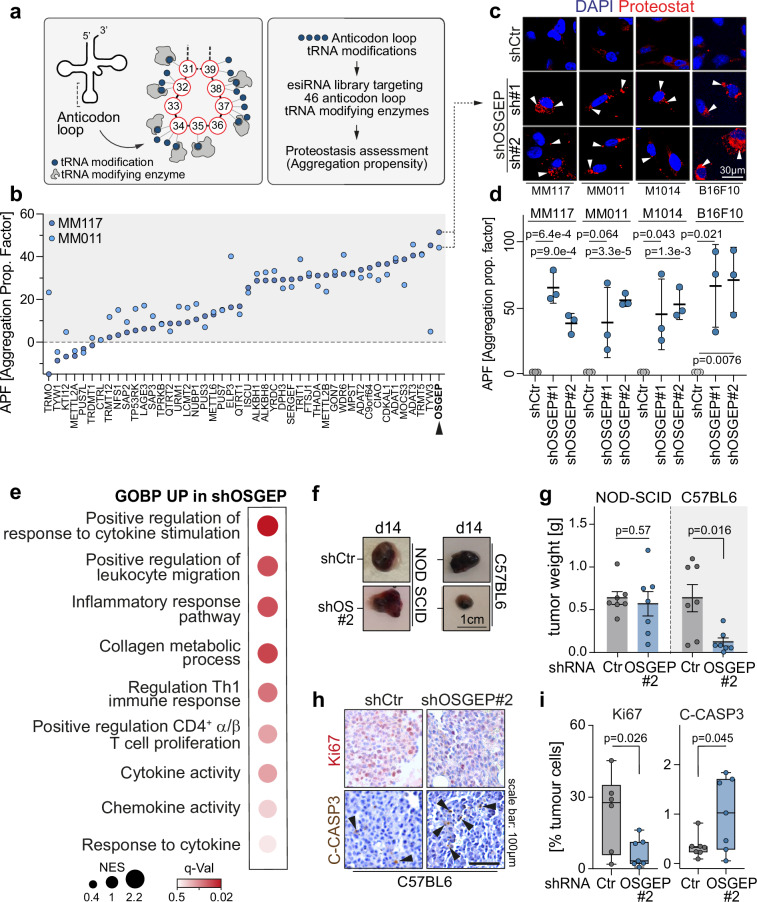
OSGEP is required to prevent immune response in melanoma. **a** Schematic overview of the proteostasis screen targeting anticodon-loop tRNA modifications. **b** Average aggregation propensity in MM117 and MM011 patient-derived melanoma cell lines, subjected to esiRNA non target, or targeting one of 45 tRNA modifying enzymes (esiRNA: *endoribonuclease-prepared siRNA, a pool of siRNAs targeting the same mRNA sequence)*. Immunofluorescence (**c**) and quantification (**d**) of aggregation propensity factor in MM117, MM011, B16F10 and M1014 cells infected with shCtr or shOSGEP stained for proteostat and DAPI as a nuclear counterstain (*n* = 3 independent experiments). **e** Gene set enrichment analysis (GSEA) from RNA-seq of the shCtr versus shOSGEP B16F10 cells (NES: normalized enrichment score; GOBP: gene ontology biological process). **f**, **g** Representative B16F10 tumours and quantification of tumour weight, 14 days after orthotopic subcutaneous transplantation in immunodeficient NOD SCID or immunocompetent C57BL/6 mice (*n* = 7 mice per condition). Tumours derived from B16F10 cells were infected with control (shCtr) or OSGEP (shOSGEP) shRNAs. Representative immunostainings (**h**) and quantification (**i**) of KI67 and Cleaved-CASPASE-3 (C-CASP3) staining in B16F10-derived tumours (day 14) infected with shRNAs Ctr or targeting OSGEP (*n* = 7 tumours per condition). Shown is mean +/− SD (**d**, **g**). Box plots in (**i**) show minimum value, first quartile, median, third quartile and maximum value. Unpaired two-tailed *t*-test (**d**, **i**). Paired two tailed *t*-test (**g**). Exact *p*-values are indicated. Source data are provided as a Source Data file.

B16F10 cells expressing or lacking OSGEP were then subjected to transcriptomics analyses. Interestingly, OSGEP depletion led to the activation of immune pathways, such as cytokine production, T cell-mediated immunity and immune system processes (Fig. 1e, Supplementary Fig. 1b–d, and Supplementary Datasets 1 and 2). We hypothesized that the t^6^A tRNA modification is necessary for tumour immune regulation by ensuring efficient mRNA translation and maintenance of proteostasis. To test this, we depleted OSGEP in B16F10 cells and implanted these cells into either immune-deficient (NOD-SCID) or immune-competent (syngeneic C57BL/6) mice. Its knockdown significantly reduced B16F10 and M1014 tumour size at day 14 in immune-competent mice but did not impact B16F10 tumour development in immune-deficient mice (Fig. 1f, g, and Supplementary Fig. 2a–d). OSGEP depletion greatly delayed melanoma development and extended survival of melanoma-bearing immune-competent individuals (Supplementary Fig. 2a–d). Further histological staining of tumours showed a decrease in proliferation (Ki67) and an increase of apoptosis (cleaved Caspase-3) in OSGEP-depleted tumours in immune-competent mice, while no difference was observed in immune-deficient mice (Fig. 1h–I, and Supplementary Fig. 2g,h). Finally, depletion of L antigen Family Member 3 (LAGE3), another member of the t^6^A KEOPS complex, led to a reduction of B16F10 tumour size in immuno-competent mice, without affecting tumour development in immuno-deficient mice (Supplementary Fig. 2e–f). Together, our data demonstrated that depletion of OSGEP, as part of the KEOPS complex, compromises cellular proteostasis and triggers an immune-mediated anti-tumoral response in melanoma.

### OSGEP prevents T-cell recruitment and activation in the primary tumour

To decipher how OSGEP expression controls the tumour-associated immune composition, we collected immune cells by flow cytometry from control and OSGEP-deficient tumours of immunocompetent recipients at 14 days post transplantation. In line with prior reports, B16F10 tumours were poorly infiltrated and ‘immune cold’ (Fig. 2a, b, and Supplementary Figs. 3a and 4a)^40,41^. However, tumours lacking OSGEP displayed robust infiltration of T cells, without affecting other immune cell types, such as B cells, macrophages or neutrophils (Fig. 2a, and Supplementary Figs. 3b–e and 4b–f). Consistently, immunofluorescence CD3 staining in tumours confirmed abundant T cell infiltration in OSGEP-deficient tumours (Fig. 2b). Further flow cytometry analysis also revealed that both CD4^+^ and CD8^+^ T cells were enriched in tumours lacking OSGEP and had significantly higher capacity to produce IFNγ and TNFα (features of activated CD4^+^ and CD8^+^ effector T cells) compared with control tumours (Fig. 2c, d). Finally, to confirm the functional importance of T cells in the anti-tumour response triggered in OSGEP-defective cells, we depleted CD8^+^ and CD4^+^ T cells (i.p. injection of monoclonal anti-CD8/anti-CD4 antibodies) in C57BL/6 mice before tumour inoculation (Fig. 2e, and Supplementary Fig. 5a). T cells depletion abolished the tumour growth defect seen upon OSGEP knockdown (Fig. 2f, g). Of note, NK cell depletion could not rescue the growth of OSGEP-deficient tumours (Supplementary Fig. 5b–d). Collectively, these data indicate that effector CD4^+^ and CD8^+^ T cells actuate the rejection of tumours lacking OSGEP.

**Fig. 2:**
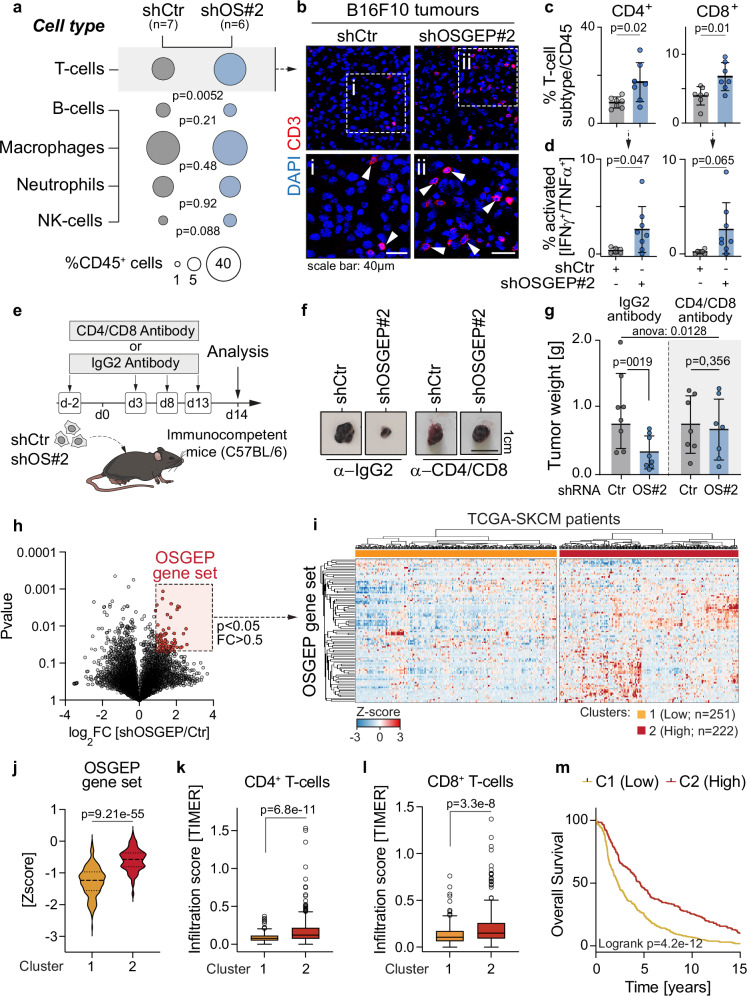
OSGEP depletion in tumours induces recruitment and activation of T-cells. **a** Bubble plot of the percentage of infiltrating T cells, B cells, macrophages, neutrophils and NK cell subpopulations normalised to CD45^+^ cells (average of *n* = 7 shCtr and *n* = 6 shOSGEP tumours). **b** Immunofluorescence of B16F10-derived tumours (day 14) infected with shCtr (left panels) or shOSGEP (right panels) stained for CD3 and DAPI as a nuclear counterstain. Representative staining of 3 tumours per condition. **c**, **d** Quantification of the percentage CD4^+^ (left) or CD8^+^ (right) T cells, and of activated CD4^+^ (left) or CD8^+^ (right) T cells IFNγ^+^/TNFα^+^ in B16F10 tumours, 14 days after transplantation in immunocompetent mice (shCtr *n* = 6; shOSGEP *n* = 8 mice). **e** Scheme of experimental procedure for the depletion of CD4 and CD8 cells in immunocompetent mice using control (IgG) or antibodies targeting CD4/CD8, starting 2 days before subcutaneous injection of melanoma cells. **f**, **g** Representative B16F10 tumours and quantification of tumour weight, 14 days after orthotopic subcutaneous transplantation into C57BL/6 mice treated with IgG2 (*n* = 8 mice per condition) or CD4/CD8 (*n* = 7 mice per condition) antibodies. Tumours derived from B16F10 cells were infected with control (shCtr) or OSGEP (shOSGEP) shRNAs. **h** Volcano plot of the expression of transcripts in shCtr versus shOSGEP B16F10 cells and generation the OSGEP gene set signature consisting of genes with Log2(shOSGEP/shCtr)>0.5 and *p*value < 0.05 and matched with the TCGA dataset (*n* = 94 genes). **i** Heatmap of unsupervised clustering identified 2 clusters of patients with SKCM (TGCA) according to the top 100 upregulated genes from the OSGEP gene set signature (cluster 1, *n* = 251; cluster 2, *n* = 222). Expression of the OSGEP gene set signature (**j**), level of infiltration of CD4^+^ (**k**) and CD8^+^ T cells (**l**) in SKCM-TCGA tumours in the clusters identified in **i**. **m** Survival analysis of the SKCM-TCGA patients in the clusters identified in **i**. Shown is mean +/− SD (**c**, **d**, **g**). Box plots in (**j**–**l**) show minimum value, first quartile, median, third quartile and maximum value. Two-way ANOVA (row factor variation; **g**); Unpaired two-tailed *t*-test (**a**, **c**, **d**, **g**, **h**, **k**, **l**). Paired two-tailed *t*-test (**g**, **j**). Exact *p*-values are indicated. Source data are provided as a Source Data file.

To define the clinical features of OSGEP-driven transcriptional profiles, we collected the upregulated by the depletion of OSGEP in B16F10 cells (i.e. *OSGEP* gene set, log2FC > 0.5 and *p*Value > 0.05; Fig. 2h; Supplementary Dataset 1). We performed an unsupervised clustering analysis which grouped melanoma patients from *The Cancer Genome Atlas* database (TCGA; *n* = 473) into two clusters, according to the *OSGEP* gene set (Fig. 2i, j, and Supplementary Fig. 6a, b). In line with our observations that OSGEP deficiency in melanoma tumours triggers an immune phenotype mainly resolved by CD3^+^ T cells (Fig. 2f, g), the infiltration of CD4^+^ and CD8^+^ T-cells progressively increased with our OSGEP gene set levels (Fig. 2k, l). Additionally, the overall survival of SKCM patients correlated with the expression of the *OSGEP* gene set (Fig. 2m, and Supplementary Fig. 5e). Notably, OSGEP protein levels were markedly increased in melanoma lesions compared to matched adjacent skin in human melanoma biopsies (Supplementary Fig. 5f, g).

As an orthogonal confirmation of our observation, we conducted a spatial transcriptomic analysis of melanoma samples from two patients (Supplementary Fig. 6c–f). Our analysis revealed that the level of T-cell infiltration, as assessed by the T-cell signature score, was significantly elevated in Patient_01, which was classified as immunologically ‘hot’. Additionally, this ‘hot’ tumour also exhibited high levels of the OSGEP gene set (Supplementary Fig. 6g, h). We further examined the heterogeneity in OSGEP gene set expression within the tumours and correlated its spatial expression with the proximity of T-cells. Notably, in Patient_01, which displayed high levels of T-cell infiltration, we observed a positive correlation between the expression of the OSGEP gene set and the proximity to T-cells. In contrast, this correlation was absent in Patient_02, which displayed low levels of T-cell infiltration (Supplementary Fig. 6i–k).

In summary, the *OSGEP* signature is prognostic for T-cell tumour infiltration and overall survival in SKCM (skin cutaneous melanoma) patients. Thus, we identified a transcriptome gene signature predicting tumour immune reaction and survival in melanoma.

### OSGEP supresses RIG-I signalling pathway

Changes in the TME by, for instance, the expression and secretion of cytokines and chemokines by tumour cells have been shown to modulate specific Tcell recruitment^42,43^. To assess whether knockdown of OSGEP in melanoma cells alone was sufficient to induce migration of T cells, we performed ex-vivo co-culture experiments. CD3^+^ T cells were isolated from the spleens of C57BL/6 mice and seeded in Transwell®, with the bottom chamber containing control or OSGEP-deficient B16F10 cells (Fig. 3a, and Supplementary Fig. 7a). We observed that knockdown of OSGEP strongly enhanced migration of naïve T cells ex-vivo, suggesting the loss of OSGEP in melanoma cells triggers the release of chemoattractants (Fig. 3b). To investigate this further, we profiled the cytokinome of the medium of B16F10 cells depleted for OSGEP. Overall, the cytokines secreted, including the ones specifically attracting T cells^44^, were increased in the absence of OSGEP (Fig. 3c, and Supplementary Fig. 7b, c). Interestingly, the transcriptome of OSGEP-depleted B16F10 cells also displayed upregulation of pathways related to type I Interferon (IFN-I), defence response to virus and retinoic acid-inducible gene I like receptor (RLR) signalling (Fig. 3d). The latter is a family of intracellular pattern recognition receptors involved in the detection of viral DNA and RNA^45^. This activation results in the production of IFN-I and other pro-inflammatory cytokines, critical for antiviral immune response^28^. To assess the influence of OSGEP loss on the activation of RLR receptors, we measured the protein levels of all members of the RLR family^46^. While Cyclic GMP-AMP synthase (cGAS) remained unchanged, and Melanoma differentiation-associated 5 (MDA-5) and Stimulator of interferon genes protein (STING) levels varied inconsistently among cell lines, retinoic acid-inducible gene I (RIG-I) was strongly and consistently upregulated by OSGEP or LAGE3 depletion in B16F10 and M1014 melanoma cells, or A475 human melanoma cell (Fig. 3e, and Supplementary Fig. 7d). Moreover, the pathway downstream of RIG-I was activated, with increased phosphorylation levels of TANK-binding kinase 1 (p-TBK1) and nuclear localization of Interferon regulatory factor 3 (IRF3; Fig. 3f–h, and Supplementary Fig. 7e–g)^47^. OSGEP-depleted tumours also upregulated RIG-I expression in vivo in melanoma tumours (Fig. 3i). Finally, RIG-I levels correlated with CD4^+^ and CD8^+^ Tcell infiltration in skin cutaneous melanoma tumours (Supplementary Fig. 7h–j). Together, our data reveal that OSGEP loss activates RIG-I signalling pathway.

**Fig. 3:**
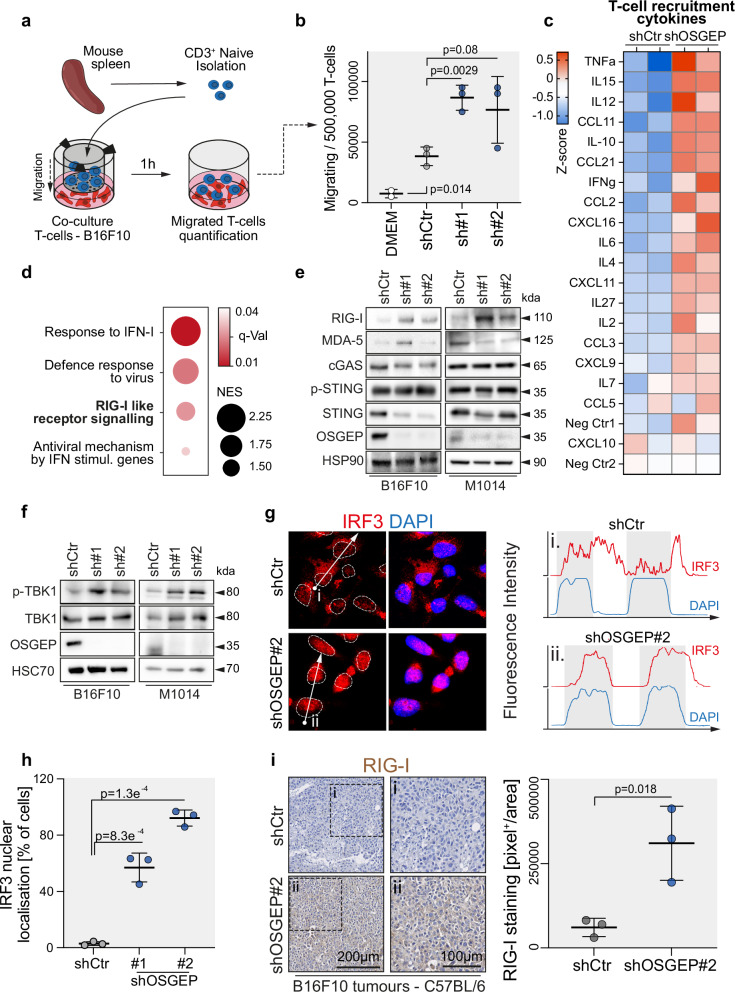
OSGEP loss leads to activation of the RIG-I-dependent pathway. **a** Scheme of experimental procedure of naïve T cells isolated from mouse spleen to perform a migration co-culture assay in Transwell® with B16F10 cells. **b** Quantification of the number of T cells migrating through Transwell® containing DMEM medium or shCtr or shOSGEP B16F10 cells (*n* = 3 Transwell® per condition). **c** Cytokinome profiling of DMEM medium collected after 48 h from B16F10 cells infected with shCtr or shOSGEP (*n* = 2 technical replicates per condition). **d** Gene set enrichment analysis (GSEA) of the shCtr versus shOSGEP B16F10 cells focusing on inflammatory pathways (NES: normalized enrichment score). **e** Western blot for RIG-I, MDA-5, cGAS, STING, p-STING and OSGEP in B16F10 cells infected with control (Ctr) and OSGEP shRNAs (#1, #2). HSP90: loading control. **f** Western blot for TBK1, p-TBK1 and OSGEP in B16F10 cells infected with control (Ctr) and OSGEP shRNAs (#1, #2). HSC70: loading control. **g** Immunostaining (left) and fluorescence intensity (right) of IRF3 and DAPI in the outlined area (dotted square) in B16F10 cells control (shCtr) or depleted for OSGEP (shOSGEP#2). **h** Quantification of the percentage of cells with nuclear localization of IRF3 staining (*n* = 3 independent experiments). **i** Representative immunostaining and quantification of RIG-I staining in B16F10-derived tumours (day 14) infected with shRNAs Ctr or targeting OSGEP (*n* = 3 tumours per condition). Shown is mean +/- SD (**b**, **h**, **i**). Unpaired two-tailed *t*-test (**b**, **h**, **i**). Exact *p*-values are indicated. Source data are provided as a Source Data file.

### t^6^A tRNA modification allows efficient decoding of ANN codons

Since t^6^A modification on tRNAs is required for decoding of ANN codons during mRNA translation (Fig. 4a), we asked whether the loss of OSGEP could lead to a disruption in protein synthesis. First, we assessed the level of the 52 most abundant cytoplasmic tRNA modifications by LC-MS. Knockdown of OSGEP in B16F10 cells led to a strong and specific reduction of t^6^A levels (Fig. 4b, and Supplementary Dataset 3). 2-methylthio-N6-threonylcarbamoyladenosine (ms^2^t^6^A) modification, the result of further thiomethylation of t^6^A sites by Cdk5 regulatory associated protein 1-like 1 (CDKAL1) on tRNA^UUU^^48,49^, was also sensitive to OSGEP depletion (Fig. 4b). Of note, the lack of t^6^A modification did not lead to changes in the tRNA pool in B16F10 cells, showing the deposition of t^6^A on tRNAs^NNU^ does not affect their stability (Supplementary Fig. 8a–d).

**Fig. 4:**
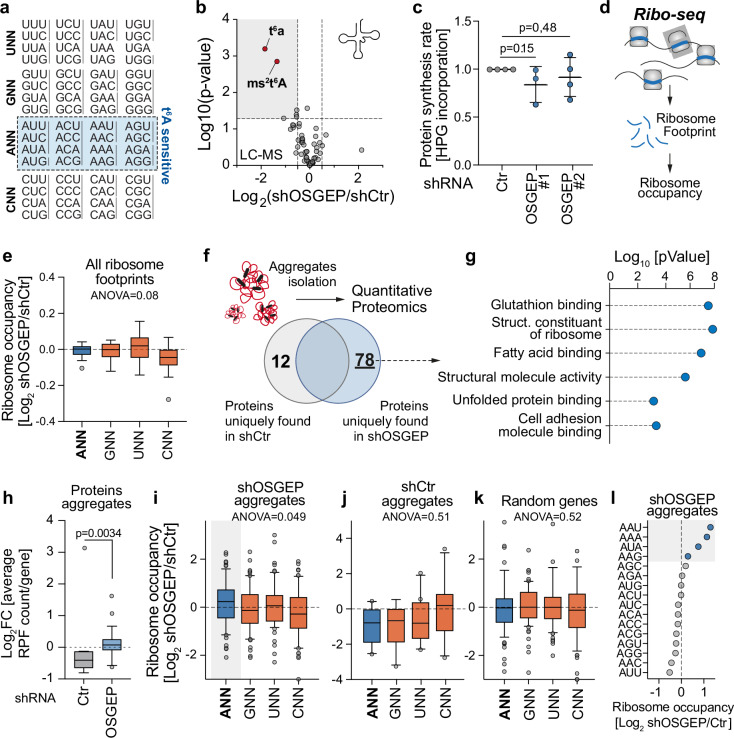
tRNA threonylation is required for efficient cytoplasmic translation. **a** Codon chart representation with identification of the codons sensitive to t^6^A modification (ANN). **b** Volcano plot of the 52 most abundant modifications from extracted tRNAs of B16F10 cells infected with shRNA control (shCtr) or targeting OSGEP (shOSGEP) by LC-MS. **c** Quantification of protein synthesis in cells infected with control (Ctr) or OSGEP shRNAs (#1, #2) in B16F10 cells. shCtrl *n* = 4, shOSGEP#2 *n* = 4, shOSGEP#1 *n* = 3 biological replicates from independent experiments. **d** Scheme of experimental procedure for ribosome profiling to determine ribosome occupancy on each transcript. **e** Quantification of fold change in A-site ribosome occupancy on ANN, GNN, UNN and CNN codons in B16F10 cells infected with shCTR or shOSGEP on 25547 genes detected. **f** Overlap and uniquely found proteins observed in aggregates of B16F10 cells infected with shRNA control (shCtr) or targeting OSGEP (shOSGEP). **g** Gene ontology analysis (ToppGene) of proteins uniquely found in aggregates of B16F10 cells infected with shRNA targeting OSGEP. **h** Ribosome stalling analysis performed with RiboDipa. Ribosome stalling (RPF count per gene) for each mRNA encoding proteins found in aggregates in shCtr (*n* = 12) and shOSGEP (*n* = 78) cells, expressed as log2FC (shOSGEP/ shCtrl) was calculated (*p*-value with Mann–Whitney test). Ribosomal occupancy on ANN, GNN, CNN, UNN codons of transcripts of corresponding proteins uniquely found in shOSGEP aggregates (**i**; *n* = 78), in shCtr (**j**; *n* = 12) and randomly selected transcripts (**k**; *n* = 78). **l** Ribosomal occupancy on the 16 ANN codons of transcripts of corresponding proteins uniquely found in shOSGEP aggregates. Box plots show 10th percentile, first quartile, median, third quartile, and 90th percentile (**e**, **i**–**k**). Shown is mean +/- SD (**c**). Unpaired two-tailed *t*-test (**b**, **c**, **g**), ANOVA Kruskal–Wallis test (**e**, **i**–**k**). Source data are provided as a Source Data file.

To determine the effect of OSGEP on global mRNA translation, we performed L-homopropargylglycine (HPG) incorporation in B16F10 cells lacking OSGEP^50^. Interestingly, depletion of OSGEP did not affect global protein synthesis, which was in line with previously described studies^21,51^ (Fig. 4c). To validate this finding, we assessed the polysome profile of control and OSGEP-depleted B16F10 cells. Here, again, OSGEP depletion did not impact the polysomal fraction (Supplementary Fig. 9a).

During translation, only three codons engage with tRNAs at the ribosome’s E-site, P-site, and A-site. Cognate aminoacyl-tRNAs enter the ribosome at the A-site, representing the site of specific codon-anticodon pairing, markedly affected by the presence of modifications at the tRNA anticodon loop. To assess the effect of OSGEP on codon decoding, we mapped the ribosome occupancy of each transcript by ribosome profiling (Fig. 4d, and Supplementary Fig. 9b–d). In line with the absence of global effect of the lack of tRNA t^6^A modification on protein synthesis (Fig. 4c, and Supplementary Fig. 9a), we did not observe global changes in ribosome occupancy of ANN codons, at the A-site (Fig. 4e, and Supplementary Fig. 9e).

Depletion of OSGEP led to marked protein aggregation in melanoma B16F10 cells, as a result of mistranslation (Fig. 1c, d). To evaluate the specific consequence of OSGEP loss on protein synthesis, we analysed the protein composition of purified aggregates by mass spectrometry (Fig. 4f, and Supplementary Dataset 4). Proteins detected in aggregates upon OSGEP depletion were involved in structural constituents of the ribosome, glutathione binding or unfolded protein binding, confirming that protein homeostasis was affected by the lack of t^6^A modification (Fig. 4g). Importantly, we calculated the average ribosome stalling (RPF count/gene) for each mRNA encoding proteins found in aggregates in control and OSGEP knockdown cells. This analysis revealed a significant increase in ribosome stalling values for OSGEP-depleted aggregate mRNAs compared to controls (Fig. 4h). Moreover, the mRNAs corresponding to proteins uniquely found in aggregates of OSGEP-deficient cells exhibited increased ribosomal occupancy on ANN codons, particularly at the A-site, when compared to the ones uniquely found in shCtr cells or a random list of mRNAs (Fig. 4i–k, Supplementary Fig. 10a–c, and Supplementary Dataset 5 and 6). Similar to previous studies, knockdown of OSGEP affected differently ANN codons (Fig. 4l)^21,22,27^. Together, our data indicate that the lack of t^6^A affects the decoding of ANN codons at the A-site.

### OSGEP restricts activation of RIG-I by HRI-induced stress granules

When exposed to stress, such as a temperature change and infection, cells can activate the integrated stress response pathway (ISR) to minimise cellular damage. However, the ISR pathway can also be activated by the accumulation of misfolded proteins through Heme-Regulated Inhibitor (HRI), as a result of altered translation^52–55^. Since loss of t^6^A is responsible for an increase in protein aggregates, we tested whether it induced the ISR pathway activation. Depletion of OSGEP in B16F10 or A375 cells was responsible for a strong induction of HRI protein expression (Fig. 5a, and Supplementary Fig. 11a). In line with this, we also observed an increase in the phosphorylation of the main target of HRI, alpha subunit of eukaryotic translation initiation factor 2 in both cell lines tested, despite the absence of measurable global translation repression, suggesting that the ISR induction observed is modest and selective (eIF2α; Fig. 5b, and Supplementary Fig. 11b). Similarly, depletion of LAGE3 in B16F10 cells lead to the induction of both HRI and pEIF2α (Supplementary Fig. 11c, d). Of note, HRI was not induced by proteasome inhibitors (i.e. MG132, Bortezomib) or untranslated protein response (UPR) activator (i.e. Tapsigargin) in B16F10 cells, indicating that KEOPS deficiency activates HRI independently of these pathways (Supplementary Fig. 11e, f).

**Fig. 5:**
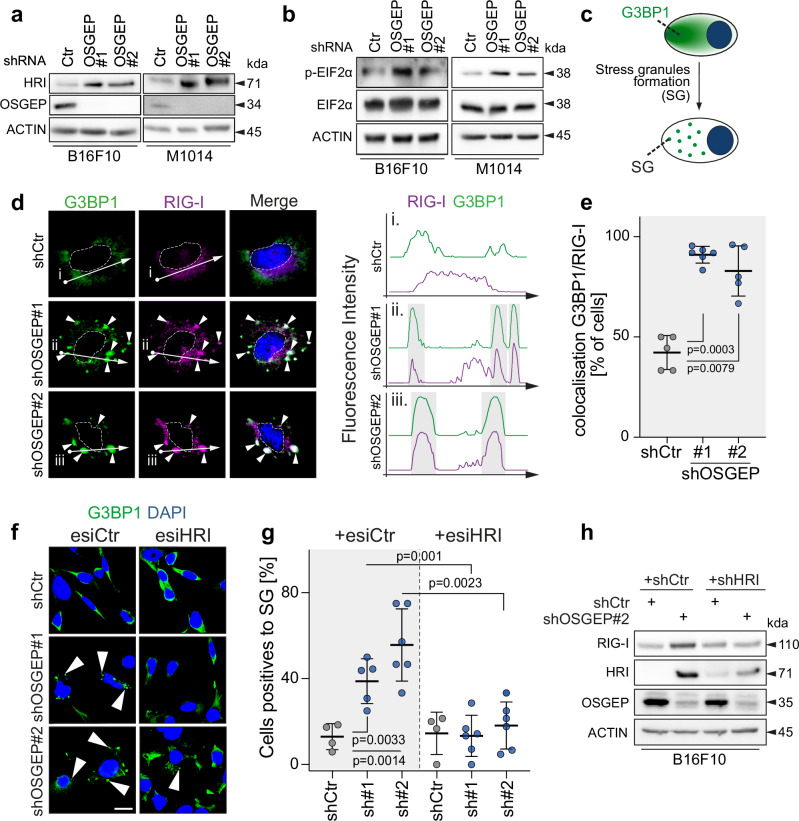
OSGEP depletion activates RIG-I pathway via HRI-induced stress granules. **a** Western blot for HRI in B16F10 cells infected with control (Ctr) and OSGEP shRNAs (#1, #2). ACTIN: loading control. **b** Western blot for p-EIF2α, EIF2α, in B16F10 and M1014 cells infected with control (Ctr) and OSGEP shRNAs (#1, #2). ACTIN: loading control **c** Scheme of cellular relocation of stress granule marker G3BP1 upon formation of stress granules. **d** Immunostaining (left) and fluorescence intensity (right) of G3BP1 and RIG-I in the outlined area (dotted arrow) in B16F10 cells control (shCtr) or depleted for OSGEP (shOSGEP#1, #2; DAPI is blue). **e** Quantification of the percentage of cells with colocalization of G3BP1 and RIG-I staining (*n* = 5 different experiments). Fluorescence (**f**) and quantification (**g**) of G3BP1 staining in B16F10 cells infected with shCtr or shOSGEP, and treated with esiCtr or esiRNA targeting HRI. *n* = 4 independent pictures were quantified for shCtr, *n* = 5 or *n* = 6 for shOSGEP. **h** Western blot for OSGEP, RIG-I and HRI in B16F10 cells infected with control (shCtr) and OSGEP shRNAs (#1, #2), and double-depleted for HRI with shHRI. ACTIN: loading control. Shown is mean +/− SD (**e**, **g**). Unpaired two-tailed *t*-test (**e**, **g**). Exact *p*-values are indicated. Source data are provided as a Source Data file.

The ISR pathway activation further leads to the assembly of cytoplasmic stress granule (SGs), which serve as a protective mechanism of the mRNA translation process until resolution of the stress^53,54^. These granules house mRNAs, small RNAs, RNA-binding proteins and other components of the translation machinery^56^. First, using Ras-GAP SH3-binding protein 1 (G3BP1) as a marker of SGs assembly^57^, we found that depletion of OSGEP in B16F10 cells triggered the formation of SGs (Fig. 5c, d, f, g). Second, in line with previous studies, we also found RIG-I colocalized in stress granules of cells lacking OSGEP^58–60^ (Fig. 5d, e). To test whether SGs play a central role in the activation of RIG-I pathway upon depletion of OSGEP, we generated B16F10 cells carrying the depletion of both OSGEP and HRI. Strikingly, the depletion of HRI abolished the formation of stress granules observed in OSGEP-deficient cells (Fig. 5f, g) and prevented RIG-I upregulation in OSGEP-deficient cells (Fig. 5h). As a confirmation, we also treated B16F10 cells with an inhibitor of EIF2α phosphorylation (ISRIB)^61^, which led to a decrease in stress granule formation in OSGEP-depleted cells (Supplementary Fig. 12a, b). Of note, staining of stress granules and protein aggregates in OSGEP-depleted B16F10 cells showed no colocalization (Supplementary Fig. 12c). Also, ISRIB treatment that blocks ISR activation and subsequent assembly of SGs failed to reduce protein aggregate formation, indicating that protein aggregates formed upon OSGEP loss precede the assembly of SGs (Supplementary Fig. 12d). Together, this reveals that loss of OSGEP drives stress granule formation and RIG-I activation via the activation of HRI pathway.

### t^6^A modification averts tRNA recognition by RIG-I

The major function of RIG-I in eukaryotic cells is to act as a sensor of viral infection and to activate the immune response. However, upon various cellular stresses, RIG-I can also recognise RNA from the host^62–64^. To assess which RNA ligand is responsible for RIG-I pathway activation following loss of OSGEP, we performed an RNA-immunoprecipitation (RIP) assay using a FLAG-tagged RIG-I construct in B16F10 cells depleted for OSGEP (Supplementary Fig. 13a). First, we isolated RNA bound to RIG-I in control or OSGEP-depleted B16F10 melanoma cells to transfect wild-type (WT) cells. RIG-I and TBK1 were activated in WT cells only upon transfection with RNA bound to RIG-I from OSGEP-depleted but not control cells, confirming the immunogenic potential of endogenous RNA resulting from OSGEP depletion (Fig. 6a). We subjected the immunoprecipitated RNA-RIG-I complex from shCtr or shOSGEP B16F10 melanoma cells to total RNA sequencing. 

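B16F10 is a mouse melanoma cell line. RNA recovered with FLAG-tagged RIG-I was extracted from cells expressing a control shRNA (shCtr) or 1 of 2 shRNAs against OSGEP (shOSGEP#1, shOSGEP#2), depleted of ribosomal RNA and sequenced. There were 3 replicates per group, from independent experiments, and 9 libraries in all. The share of a gene in these libraries is its share of the RNA recovered with RIG-I, and RNA of the whole lysate was not analysed here. The 9 libraries hold no control immunoprecipitation, so binding cannot be told apart from background or from the abundance of an mRNA in the cells. The authors trimmed the reads, aligned them to GRCm39 with STAR, quantified them with Salmon and deposited whole-number counts per gene, without normalization. The deposited counts cover 22396 genes, listed by Ensembl identifier. Of these, 15712 had at least 1 count in some library, 4151 had a count in every library and 6684 had none. Gene names and types were taken from GENCODE, which matched 22285 of the identifiers and annotates 21453 of them as protein-coding. At least 99.6% of the counts of each library fell on protein-coding genes, and the values are read here as mRNA recovered with RIG-I. This share follows in part from which genes the deposited counts list. A count on such a gene need not come from its mRNA, as for Ccnb1ip1, which overlaps a non-coding RNA gene. The tRNAs and the other RNA species of Fig. 6b were not analysed here.

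Total counts in replicates 1, 2 and 3 were 40333037, 47750758 and 41805753 in shCtr and 34551436, 50224299 and 30697653 in shOSGEP#1. In shOSGEP#2 they were 25460689, 568995 and 14914731. The paper's stated depth is 50 M fragments sequenced per sample, and the values here use the counts on genes. Mean log2 total counts fell by 0.20 in shOSGEP#1 against shCtr (two-sided exact permutation test, p = 0.5) and fell by 2.85 in shOSGEP#2 (p = 0.1 from the same exact test, the smallest that 3 libraries against 3 allow). After Benjamini-Hochberg adjustment over 12 such tests, the adjusted p of the permutation test for shOSGEP#2 was 0.357. The library of shOSGEP#2 replicate 2 contained counts for 4196 genes, while the other 8 libraries contained counts for 11733 to 13958 genes. The rank correlation of its gene counts with the other libraries had a median of 0.568 (Spearman, across genes, which are not independent replicates), and each pair among the other 8 libraries reached at least 0.947. With 3 counts as the floor, the smallest share that the depth can show was 0.000527% of the counts in shOSGEP#2 replicate 2 and at most 2.01e-05% in the other libraries. Counts were normalized with edgeR's TMM method, whose factor was 1.52 for shOSGEP#2 replicate 2 and 0.925 to 0.999 for the other libraries. Genes were then compared by edgeR's quasi-likelihood test over all 9 libraries, at the threshold of the methods (adjusted p under 0.01). The authors used DESeq2, which was run as an alternative. No library was left out of this comparison. Results without shOSGEP#2 replicate 2 are given beside it for the numbers of genes called, the median fold changes and the gene lists. They are also given for Osgep, Ddx58 and the other genes of the RIG-I, HRI and stress granule experiments.

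**Figure D1:**
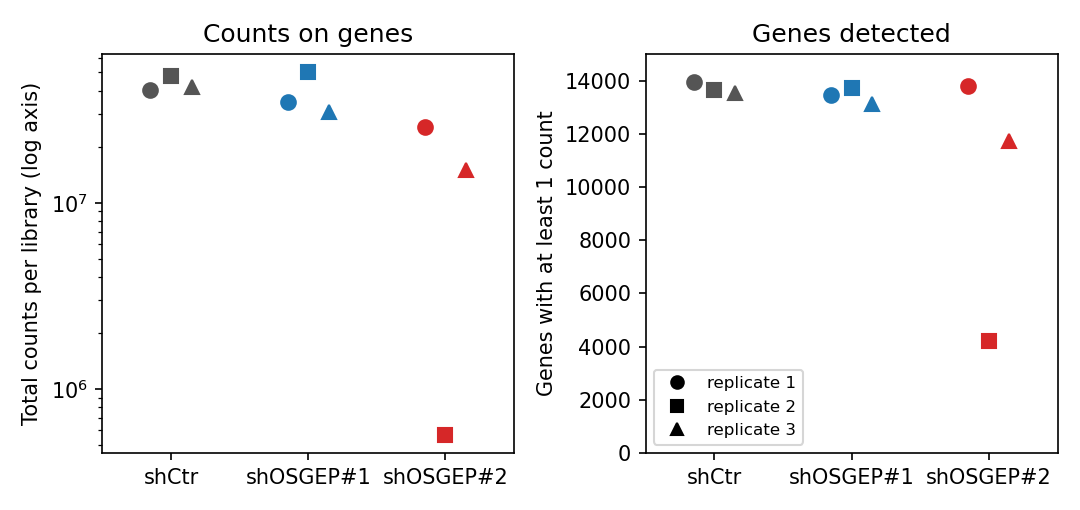
Total counts per library (left, log axis) and number of genes with at least 1 count per library (right), by group, with the replicate shown by the marker. The library of shOSGEP#2 replicate 2, with 568995 counts on 4196 genes, lies below the other 8 libraries in both plots.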

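Osgep (ENSMUSG00000006289), the gene targeted by both shRNAs, had 771, 949 and 649 counts in shCtr replicates 1, 2 and 3. It had 130, 58 and 47 counts in shOSGEP#1 and 2, 0 and 43 counts in shOSGEP#2. In CPM (the count scaled to the library's total counts), this was 18.2 ± 2.32 (SD, n = 3) in shCtr, 2.15 ± 1.41 (SD, n = 3) in shOSGEP#1 and 0.987 ± 1.64 (SD, n = 3) in shOSGEP#2. The 5 shOSGEP libraries other than shOSGEP#2 replicate 2 lay below all 3 shCtr libraries. The mean of shOSGEP#2 includes the 0 count of replicate 2, a library in which genes with many counts elsewhere also had 0. In shOSGEP#2 replicate 2 the floor of 3 counts corresponds to a CPM of 5.27, so the Osgep level of the shOSGEP#1 libraries would not have been detectable there. The log2 fold change against shCtr was −3.10 in shOSGEP#1 (standard error 1.06, adjusted p = 0.811 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12337 genes). In shOSGEP#2 it was −3.95 (standard error 1.17, adjusted p = 0.302 from the same edgeR test). With the replicate number as a block, the values were −3.17 and −4.55 (edgeR adjusted p = 1.00 and 0.719). Without shOSGEP#2 replicate 3, the remaining libraries of that group, with 2 and 0 counts, were all under the floor. Without shOSGEP#2 replicate 2, the 2 fold changes were −3.10 and −3.84 (edgeR adjusted p = 0.0128 and 0.0150). Ddx58 (ENSMUSG00000040296), which encodes RIG-I, had a CPM of 214 ± 55.5 (SD, n = 3) in shCtr and 258 ± 60.3 (SD, n = 3) in shOSGEP#1. The cells express a RIG-I construct, and the counts do not separate its reads from those of the endogenous gene. In shOSGEP#2, Ddx58 reached a CPM of 402, 0 and 429 in replicates 1, 2 and 3. From the other shOSGEP#2 libraries, 236 counts would be expected in replicate 2. The log2 fold change of Ddx58 was 0.25 in shOSGEP#1 (standard error 1.25) and 0.29 in shOSGEP#2 (standard error 1.25), with adjusted p = 1.00 and 0.940 from edgeR's quasi-likelihood test. Its direction in shOSGEP#2 turned with the replicate block (−0.19), in which the library with 0 counts is included. Without that library, the log2 fold change in shOSGEP#2 was 0.86 (standard error 0.23, edgeR adjusted p = 0.0239) and that in shOSGEP#1 was 0.26 (standard error 0.21, edgeR adjusted p = 0.427).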

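The RNA recovered with RIG-I was spread over many genes. The 10 genes with the most counts in a library held between 5.10% and 6.26% of its counts in 8 of the libraries, and 13.8% in shOSGEP#2 replicate 2 (95% Wilson interval 13.8% to 13.9%). The gene with the highest mean share over all libraries was Eef1a1 (ENSMUSG00000037742), which encodes a translation elongation factor, with 1.28% ± 0.0425 of the counts (SD, n = 3) in shCtr, 1.17% ± 0.0639 (SD, n = 3) in shOSGEP#1 and 0.507% ± 0.322 (SD, n = 3) in shOSGEP#2. Lars2 and Ccnb1ip1 came next, followed by Actb, Gapdh, Ftl1, Eef2, Ccnd2, Gpnmb and the mitochondrially encoded mt-Co1. The mean shares of Lars2 and Ccnb1ip1 include shOSGEP#2 replicate 2, where each had its highest share (6.79% and 3.38%). In shCtr and shOSGEP#1, Actb had a higher mean share than either (0.621% and 0.757%). These 10 genes were chosen by their mean share, after their values were seen. Lars2 (ENSMUSG00000035202) held 0.0239% ± 0.0113 (SD, n = 3) in shCtr, 0.0721% ± 0.0608 (SD, n = 3) in shOSGEP#1 and 2.72% ± 3.55 (SD, n = 3) in shOSGEP#2. The shOSGEP#2 replicates 1, 2 and 3 had 1.10%, 6.79% (95% Wilson interval 6.73% to 6.86%) and 0.264%. All 3 shOSGEP#2 libraries lay above the shCtr libraries for Lars2, with a difference in mean log2 share of 5.86 (two-sided exact permutation test, p = 0.1, the smallest possible, adjusted p = 0.357 over 12 tests). The source of the Lars2 counts was not tested, and they need not come from its mRNA. Ccnb1ip1 (ENSMUSG00000071470), whose exons overlap the non-coding RNA gene Rpph1 on the same strand, held 0.274% ± 0.156 (SD, n = 3), 0.554% ± 0.429 (SD, n = 3) and 1.64% ± 1.65 (SD, n = 3) in shCtr, shOSGEP#1 and shOSGEP#2. The groups overlapped for Ccnb1ip1 (exact permutation p = 0.5 and 0.4).

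The 13 mitochondrially encoded genes of the table together held 0.223%, 0.147% and 0.303% of the counts in shCtr replicates 1, 2 and 3. In shOSGEP#1 they held 0.347%, 0.445% and 2.96%, the last with a 95% Wilson interval of 2.95% to 2.97%. The shares in shOSGEP#2 were 0.211%, 0.633% and 0.268%, and the widest interval among the 9 libraries was that of its replicate 2 (0.613% to 0.654%). The difference in mean log2 share from shCtr was 1.84 in shOSGEP#1, with 3 of 3 libraries above the shCtr libraries (two-sided exact permutation p = 0.1, the smallest possible). In shOSGEP#2 it was 0.62, with 1 of 3 libraries above (exact permutation p = 0.5), and the adjusted p over the 12 tests was 0.357 and 0.500.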

In line with previous studies, RIG-I was observed to bind various types of endogenous RNA^65,66^. Strikingly, tRNAs were the most differentially enriched RNA species bound to RIG-I in response to OSGEP loss (Fig. 6b). 

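Among the mRNAs, which are 1 of the RNA species compared in Fig. 6b, 12337 genes had enough counts to be tested across all 9 libraries. At an adjusted p under 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 0 genes differed from shCtr in shOSGEP#1, in shOSGEP#2, or in the mean of both. At an unadjusted p under 0.05 there were 620, 1240 and 817 such genes. The smallest adjusted p of the edgeR test in these comparisons was 0.206, 0.0936 and 0.0711. Between the 2 shRNAs, 0 genes differed at the same threshold and 1325 at an unadjusted p under 0.05. The median log2 fold change over all tested genes was −0.01 for shOSGEP#1 and −0.37 for shOSGEP#2 after TMM normalization. It was −0.20 for shOSGEP#2 when only library totals were used. Without shOSGEP#2 replicate 2, the medians were 0.00211 for shOSGEP#1 and −0.0575 for shOSGEP#2. With the replicate number as a block, 0 genes were called in each comparison, with 407, 787 and 545 genes at an unadjusted p under 0.05 for shOSGEP#1, shOSGEP#2 and both. The deviations of same-numbered libraries from their group means had a mean correlation of 0.0310 across genes, against −0.0148 for libraries with different numbers. Because deviations within a group sum to 0, the second value is nearly set by the first and is no separate baseline.

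The count depended on the library of shOSGEP#2 replicate 2. Without it, edgeR's common dispersion, its estimate of the spread between replicates, was 0.0692 in place of 0.420, and 1232 genes were called for shOSGEP#1 and 1217 for shOSGEP#2 among 12744 tested. For both shRNAs together, 642 genes were higher and 544 lower than in shCtr, 1186 in all. These rest on the mean of the 2 shRNAs, so a gene changed by only 1 of them can be included. With the shOSGEP libraries as a single group, 89 genes were called. Between the 2 shRNAs, 1375 genes differed in that fit, more than between either shRNA and shCtr. Of the genes called for each shRNA, 325 were called for both, and 304 of these changed in the same direction with all shOSGEP libraries on the same side of all shCtr libraries. Among these 304, the largest mean increases were in Prss23 (log2 fold change 3.66 in shOSGEP#1 and 4.55 in shOSGEP#2), Myl9 (2.32 and 4.59), Thbs1 (2.95 and 3.52), Gpc4 (2.38 and 4.09) and Lhfp (2.36 and 3.85). The largest mean decreases were in Gm10639 (−2.34 and −4.90), Wipf3 (−2.98 and −3.89), Tyr (−2.59 and −3.83), Nr4a3 (−3.15 and −2.99) and Ntrk3 (−2.89 and −3.14). For Prss23 (ENSMUSG00000039405) the standard errors were 0.31 and 0.33 and the edgeR adjusted p was 9.38e-05 and 5.55e-05. For Tyr (ENSMUSG00000004651), which encodes tyrosinase, they were 0.32 and 0.41, with edgeR adjusted p of 0.000560 and 0.000213. Across the genes tested, the log2 fold changes of the 2 shRNAs had a Pearson correlation of 0.318. Both sets of fold changes use the same 3 shCtr libraries, which alone can make them correlate and share calls. The size of that effect was not computed, so the correlation and the shared calls do not measure agreement between the shRNAs. Part of the changes may follow mRNA abundance in the cells. Across 1963 genes with a whole-cell fold change from the paper at hand, Spearman rho was 0.207 for shOSGEP#1 and 0.527 for shOSGEP#2. That comparison was chosen after the result was seen. In a fit chosen after the data were seen, with the replicate block and without that library, 1380 and 1238 genes were called for shOSGEP#1 and shOSGEP#2. The mean correlation of same-numbered libraries was then 0.0809, against −0.0398 for different numbers, a value again nearly set by the first. With DESeq2 on all 9 libraries, 122 genes were called for shOSGEP#1 and 350 for shOSGEP#2.

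**Figure D2:**
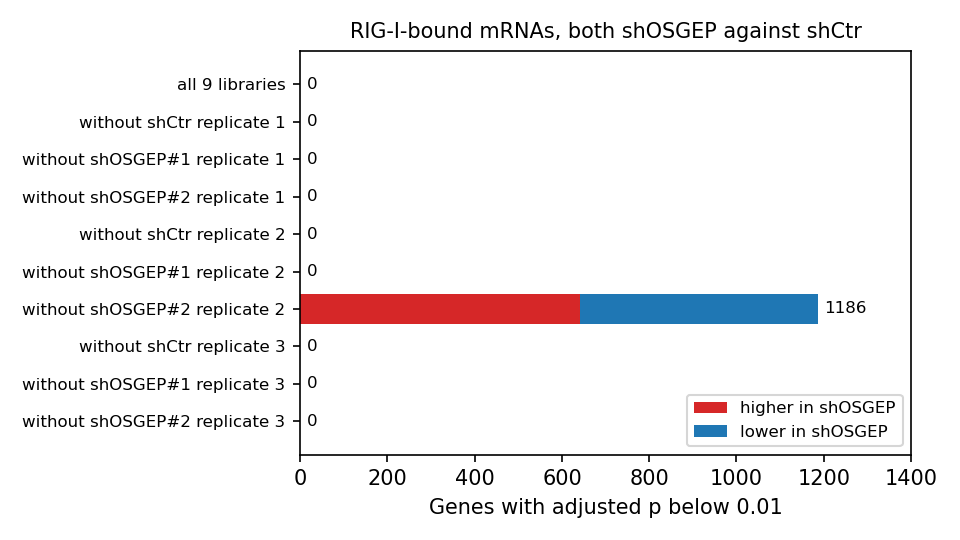
Number of genes with an adjusted p below 0.01 in edgeR's quasi-likelihood test of both shOSGEP groups against shCtr, with all 9 libraries and with each library left out in turn, split into genes higher and lower in shOSGEP. The bar without shOSGEP#2 replicate 2 reaches 1186 genes, and the other 9 settings give 0.

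Lists of genes fixed before the data were examined were compared by limma's fry test, for both shRNAs against shCtr. The medians given for the lists are relative to the median of all tested genes, while fry tests the fold changes without that subtraction. The 39 interferon-stimulated genes tested had a median log2 fold change of 0.28 (fry adjusted p = 0.987). The median was −0.10 for the 21 RIG-I pathway genes (fry adjusted p = 0.744) and 0.03 for the 19 stress granule genes (fry adjusted p = 0.744). For interferon-stimulated and stress granule genes the direction given by fry was down. Without the subtraction, their medians were 0.0960 and −0.156, so fry's direction was opposite to the median only for interferon-stimulated genes. The 81 genes of cytoplasmic ribosomal proteins had a median of −0.50 (fry adjusted p = 0.394) and the 13 mitochondrially encoded genes 3.73 (fry adjusted p = 0.522). With all 9 libraries, 0 genes of each list passed the threshold, whether p was adjusted over the list or over all genes, and 3, 1, 0, 8 and 7 genes, in the same order, had an unadjusted p under 0.05. With the replicate block, the fry adjusted p of the 5 lists lay between 0.397 and 0.902. Under limma's camera test, 2 of the lists passed the threshold, with an adjusted p of 1.74e-07 for ribosomal protein genes and 9.82e-06 for mitochondrially encoded genes. The median of RIG-I pathway genes turned to 0.20 without replicate 1, and that of stress granule genes to −0.0440 without replicate 3. Without the library of shOSGEP#2 replicate 2, the fry adjusted p was 0.0440 for RIG-I pathway genes (median −0.25) and 0.0114 for ribosomal protein genes (median −0.44), both lower in shOSGEP. It was 0.112 for interferon-stimulated genes (median 0.38), 0.243 for stress granule genes (median 0.0463) and 0.243 for mitochondrially encoded genes (median 2.95). In that fit, 5 interferon-stimulated genes, 1 RIG-I pathway gene and 4 ribosomal protein genes passed the threshold over all genes (8, 1 and 3 when adjusted over the list), and 0 in the other lists, where 5 stress granule genes and 10 mitochondrially encoded genes had an unadjusted p under 0.05. Among the genes that the paper names in the RIG-I, HRI and stress granule experiments, the log2 fold change for both shRNAs was 0.30 for Ifih1, −0.36 for Cgas, −0.39 for Tmem173 (STING), −0.74 for Tbk1, −0.10 for Irf3, −0.25 for Eif2ak1 (HRI), −0.38 for Eif2s1 (EIF2α), 0.02 for G3bp1 and −0.48 for Lage3. The adjusted p of edgeR's test was at least 0.997 for all 9. For most of these genes, and for RIG-I, the paper measured protein level, phosphorylation or location in the cell. The values here are mRNA recovered with RIG-I, so they neither back nor contradict those results. For Eif2s1 the shRNAs had opposite directions, 0.16 in shOSGEP#1 (edgeR adjusted p = 1.00) and −0.91 in shOSGEP#2 (edgeR adjusted p = 0.347). Without shOSGEP#2 replicate 2 the values were 0.17 (edgeR adjusted p = 0.439) and −0.73 (edgeR adjusted p = 0.0102). Directions were also opposite, in the same order of shRNAs, for Tmem173 (0.13 and −0.91), Irf3 (0.15 and −0.34) and Eif2ak1 (0.00132 and −0.51). Without that library they stayed opposite for Tmem173 (0.14 and −0.39), but not for Irf3 (0.15 and 0.19) or Eif2ak1 (0.0111 and 0.0469). Those of G3bp1 became opposite (0.0201 and −0.0381). Of the 9 genes, Cgas, Tmem173, Tbk1, Irf3, Eif2ak1 and Lage3 had 0 counts in shOSGEP#2 replicate 2. Without that library the fold changes for both shRNAs of Irf3, Eif2ak1 and G3bp1 changed sign, to 0.17, 0.0290 and −0.00900. The others kept their sign at smaller values. They were 0.22 for Ifih1, −0.13 for Cgas, −0.12 for Tmem173, −0.28 for Eif2s1 and −0.23 for Lage3. For Tbk1 the value was −0.47 (edgeR adjusted p = 0.0651). The paper sets mRNAs beside tRNAs and the other RNA species in Fig. 6b and states that tRNAs gained most. From the rise of tRNAs of all anticodon groups (Fig. 6c, d), it proposes that loss of OSGEP affects the recognition of tRNAs by RIG-I broadly.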

Interestingly, this enrichment included tRNAs from terminal base anticodon groups (NNU, NNA, NNC, NNG), which were uniformly upregulated, regardless of their status as targets of t^6^A modification (Fig. 6c, d, and Supplementary Fig. 13b–d). Together, this suggests that the loss of OSGEP broadly impacts the recognition of tRNAs by the RIG-I sensor.

**Fig. 6:**
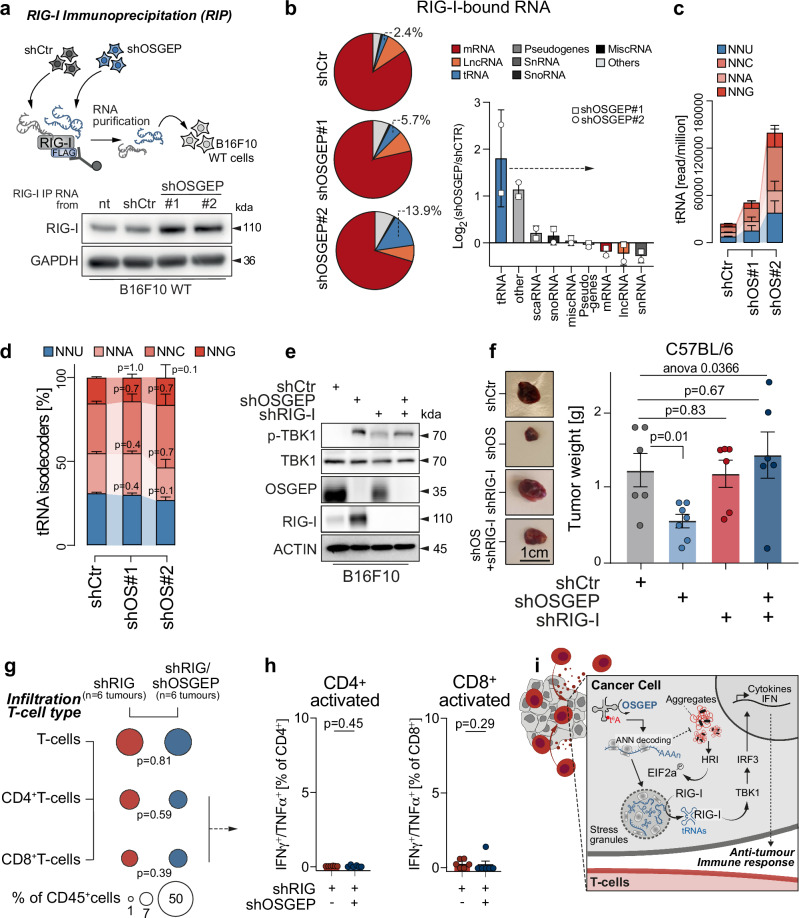
OSGEP loss prompts tRNA recognition by RIG-I. **a** FLAG-RIG-I was immunoprecipitated from control (shCtr) or OSGEP-depleted (shOSGEP) B16F10 cells and Flag-RIG-I bound RNAs were purified and transfected or not (nt) into wild-type B16F10 cells. RIG-I, TBK1 and p-TBK1 expression is detected by western blot and GAPDH used as loading control. Quantification of the percentage bound (**b**) and differential binding (**c**) of RNA species to RIG-I resulting from FLAG-RIG-I RIP-seq in B16F10 cells infected with control (Ctr) or OSGEP shRNAs (#1, #2) (*n* = 2 independent shRNAs from 3 biological replicates from independent experiments)**. d** Quantification of the differential binding of tRNA anticodon groups (NNU, NNA, NNG, NNC) to RIG-I by RIP-seq (*n* = 3 biological replicates from independent experiments)**. e** Western blot for OSGEP, RIG-I, p-TBK1 and TBK1 in B16F10 cells infected with control (shCtr), RIG-I (shRIG) and/or OSGEP shRNAs (#1, #2). ACTIN: loading control. **f** Representative B16F10 tumours and quantification of tumour weight, 14 days after subcutaneous transplantation (*n* = 6 C57BL/6 mice per condition). Tumours were derived from B16F10 cells infected with control (shCtr), RIG-I (shRIG) or OSGEP (shOSGEP) shRNAs. **g** Bubble plot of the percentage of infiltrating T cell subpopulations normalised to CD45^+^ cells (average of *n* = 6 shRIG and *n* = 6 shRIG/shOSGEP tumours). **h** Quantification of the percentage of CD4^+^ (left) or CD8^+^ (right) T cells IFNγ^+^/TNFα^+^ in B16F10 tumours, 14 days after transplantation in immunocompetent mice (shRIG *n* = 6; shRIG/shOSGEP *n* = 6 mice). **i** Proposed model. OSGEP facilitates the deposition of t6A on specific tRNAs and ensures accurate decoding of ANN codons. OSGEP loss triggers accumulation of protein aggregates and the activation of the HRI and EIF2α pathways, which drive SG assembly, RIG-I activation and an anti-tumoral T cell response in melanoma. Shown is mean +/− SD (**b**–**d**, **f**, **h**). Two-way ANOVA (interaction factor variation (**f**); Mann–Whitney test two-tailed (**d**, **g**, **h**); ANOVA Kruskal–Wallis two tailed test (**f**). Exact *p*-values are indicated. Source data are provided as a Source Data file.

To confirm the pivotal role of RIG-I in the OSGEP-induced immune response, we generated B16F10 cells carrying depletion for both OSGEP and RIG-I, effectively disabling the downstream pathway of the latter (Fig. 6e). We then transplanted the double knockdown cells into immunocompetent mice. RIG-I loss, alone, was sufficient to completely restore the growth deficit of OSGEP-depleted tumours (Fig. 6f). Moreover, the infiltration and activation of CD4^+^ and CD8^+^ T-cells were also eradicated in double knock down tumours (Fig. 6g, h, and Supplementary Fig. 14a–f). These data show that RIG-I activation is essential to promote the T cell-dependent anti-tumoral effect seen upon OSGEP depletion.

In summary, our data reveal that OSGEP, and by extension t^6^A tRNA modification, prevents T cell-mediated immune response in melanoma by maintaining ANN codon decoding translation, which avoids activation of RIG-I in stress granules by tRNAs, thereby allowing tumour growth (Fig. 6i).

## Discussion

Here, we show that OSGEP, responsible for the t^6^A modifications on cytoplasmic tRNAs, directly contributes to tumour malignancy by ensuring tumoral T cell exclusion. While mRNA translation is known to be rapidly and dynamically regulated by tumour cells to accommodate their gene expression needs, the consequences of inefficient translation on the gene expression program of tumour cells remain largely unexplored. For instance, eIF4F and eIF5B translation machinery factors are required for the expression of PD-L1 in tumour cells^8,9^. The mRNA m^6^A modification is required to reduce immune cell infiltration in colon cancer by directly affecting the transcript stability and expression of STAT1 and IRF1^67^. However, it has become increasingly clear that successful immune evasion requires efficient mRNA translation not only to produce pro-immunogenic effectors, but also to prevent their activation^9,14^. Depletion of m^6^A enzyme, METTL3, induces the formation of non-standard dsRNA and deleterious immune response during hematopoietic development^68^. Our work indicates that the lack of tRNA t^6^A modification is responsible for the accumulation of stress granules, which in turns activate RIG-I and initiate an anti-tumoral immune response in melanoma tumours.

A direct regulatory role for t^6^A tRNA modification in determining RIG-I activation was unexpected. RIG-I was originally identified as a viral short RNA sensor, which, upon activation, promotes the production of secreted type 1 interferon pro-inflammatory cytokines^28^. However, RIG-I was recently shown to also bind endogenous RNA upon cellular stress, such as ROS production, hypoxia, or heat shock^62–64^. Our data reveal that melanoma cells lacking t^6^A modification on tRNAs induce ribosomal pausing on ANN codons of specific transcripts. The altered proteostasis triggers the formation of stress granules, which in turn facilitates the activation of RIG-I by endogenous tRNA.

Disrupting codon-specific mRNA translation by depleting OSGEP leads to the generation of specific protein aggregates. HRI, one of the kinases of the ISR, is known to be activated upon proteotoxic stress^55^. Therefore, it is not surprising that HRI is activated and engages ISR activation and SG formation in cells lacking OSGEP. We show here that HRI is essential for RIG-I activation, through co-localization with stress granules. RIG-I exhibits a marked increase in its binding to tRNAs following OSGEP depletion. Of note, we did not find binding specificity towards tRNA targets of t^6^A modification. This indicates that RIG-I is likely binding tRNAs as result of mistranslation and accumulation of translation machinery in stress granules. Similar to our findings in melanoma, several studies have suggested stress granules as a described concentrator of RNAs, examined by RIG-I RNA sensor^59,60,69^. How and under which conditions does RIG-I bind tRNA molecules is an intriguing question that deserves further investigation.

Finally, we have uncovered the essential role of HRI in driving RIG-I activation. This highlights the potential of HRI modulators - originally associated with heme deficiency in erythroid cells - as promising strategies to enhance T cell recruitment and activity in cancer. By regulating RIG-I activity, these modulators may unlock unique clinical opportunities for cancer treatment.

We demonstrate that an OSGEP-driven transcriptome signature has predictive value in melanoma patients. Genes upregulated by OSGEP depletion, resulting in reduced t^6^A levels, correlate with T cell infiltration and poor overall survival. These findings suggest that t^6^A RNA modification regulators should be considered in the growing list of RNA-modifying anticancer drug targets.

However, the therapeutic strategy of inhibiting tRNA threonylation by targeting OSGEP may not be cancer-specific. Inhibiting the catalytic subunit of the KEOPS complex could also impact its other subunits, potentially causing broader effects. Long-term systemic inhibition may lead to side effects, as patients with loss-of-function mutations in KEOPS complex genes survive but exhibit combined neuronal and renal deficiencies^25,26^.

Targeting the immune system has emerged as a standard cancer therapy. Inducing primary tumour cells to recruit and activate immune cells offers a promising approach to halt tumour growth and prevent relapse. We propose that inhibiting t^6^A tRNA modification represents a therapeutic strategy to activate immune responses in ‘cold tumours’ and prevent cancer progression.

## Methods

### Ethics statement

Our research complies with all relevant ethical regulations. Our in vivo experiments are approved by the Ethical committee of the University of Liege (#2268). The study design followed the principles of the 3Rs (Replacement, Reduction, and Refinement) to ensure responsible animal use. The human study sample project was reviewed and approved by Research Ethics Committee and NHS Health Research Authority (IRAS project ID: 216310 REC reference: 16/LO/2098), sponsored by the University of Manchester

### Cell culture and reagents

All cells were cultured in a humidified incubator at 37 °C with 5% CO_2_. Melanoma cell line B16F10 (ATCC CRL-6475), A375 (ATCC CRL-1619) and Lenti-X293 T (Sigma-Aldrich) were grown in Dulbecco’s modified Eagle’s medium (DMEM, LONZA) supplemented with 1% glutamine and 1% penicillin-streptomycin and 10% FBS (GIBCO). M1014 were obtained from Lionel Larue (Curie Institute), MM117 and MM011 were provided by Pr. G. Ghanem (Institut J. Bordet, Université Libre de Bruxelles)^45^ and were grown in HAM’s medium supplemented with 10% FBS and 1% penicillin-streptomycin. All cells were routinely tested negative for mycoplasma contamination.

Cells were treated with 5 µM of MG132 (Enzo, #MG132-B12N), 15 µM of ISRIB compound (Sigma-Aldrich #SML843-5MG) for 24 h. Cells were treated with thapisgagin (Sigma-Aldrich #T9033) and bortezomib (medchemexpess#HY-10227) for 18 h. shRNA sequences, primers sequences and references for antibodies are provided in Supplementary Dataset 7. All shRNA plasmids were obtained from Vectorbuilder. For double knockdown, B16F10 cells were first transduced with lentiviral shRNA CTR and shRNA RIG-I according to manufacturer’s instructions. These cells were transduced again 3 days later with lentiviral shRNA CTR or OSGEP to achieve double knockdown. Knockdown efficiency was evaluated by RT-qPCR and/or by western blot analysis. For overexpression of RIG-I, lentivirus construct containing FLAG-tagged RIG-I was generated by VectorBuilder. All esiRNA sequences were purchased from Sigma-Aldrich/Merck. For transient transfections, a mix of 30 nM of esiRNA and DharmaFECT 2 transfection reagent (Horizon) were added to the medium for 6 h. Media were changed, and depletion was evaluated after 48 h by RT-qPCR. esiHRI transient transfection with pre-designed silencer (Invivogen #AM16708) was performed using the Lipofectamine®2000 reagent protocol.

### Lentiviral infections

Lenti-X 293T cells were transfected with 12 μg of the lentiviral construct of interest (shRNA or overexpressing plasmids), 5 μg of VSVG and 12 μg of pPsx2 using Mirus transfection reagent (Mirus ™ TransIT™-LT1 Transfection Reagent, MIR 2360, Fisher Scientific). All constructs are listed in Supplementary Dataset 7. After 48 h, the supernatant was collected, centrifuged to remove cell debris, filtered through a 0.45 μm filter and polybrene was added to the medium before transduction to target cells. The same procedure was repeated on the second day. Cells were then selected with puromycin (1 μg/ml) for 48 h. Knockdown or overexpression efficiency was confirmed by qPCR or western blot analysis. Three independent transductions were performed for all experiments.

### Mice and treatment

Female C57BL/6 and NOD-SCID N mice were obtained from Charles River. Female mice were 6–8 weeks old at the time of tumour inoculation due to ease of handling and housing logistics. No sex-stratified analyses were performed, as the primary focus of this study was the characterisation of tumour growth dynamics under the knockdown of our protein of interest. Future studies may explore potential sex-based differences in immune response to the lack of t^6^A. All mouse husbandry and experiments were carried out according to the local ethics committee ULiege under the terms and conditions of the animal licence #2268. Mice were maintained under controlled environmental conditions with a 12 h light/12 h dark cycle, temperature of 22 ± 2 °C and relative humidity of 40–60%, with free access to food and water.

1 × 10^6^ B16F10, M1014 cells resuspended in PBS were subcutaneously injected into the right flank of animals. Tumour size was measured once palpable by assessing the longest dimension (length) and the longest perpendicular (width). Tumour volume was estimated with the formula (*L*×*W*^2^)/2. The maximal tumour size permitted by the ethical committee (1 cm^3^) was not exceeded. For antibody treatments, antibodies were purchased from BioXcell: α-IgG (cat#BE0089) α-CD4 (cat#BE0119), α-CD8 (cat#BE0117), α-NK1.1 (cat#BE0036). Mice were treated with 500 µg, 2 days prior tumour inoculation, followed by 250 µg at days 3, 8 and 13 post-tumour injection via intraperitoneal injection.

### Tumour preparation for flow cytometry

Tumours were extracted on day 14 post injection and dissociated in digestion media (collagenase, FBS, DNAse) with GentleMACS using digestion tumour program mTDK2, 37 °C for 45 min. Staining was performed according to protocols of transcription factor, intracellular and cell surface staining from Milteny’s manufacturer. Briefly, tumours were filtered through 70 µM cell strainer and cells were counted. 1,000,000 tumour cells were stained with 7-AAD viability dye to exclude dead cells, washed and stained with cell surface antibodies. INFγ and TNFα staining was performed using Inside Stain kit (Miltenyi #130-090-47), according to manufacturer’s instructions. Briefly, cells were fixed and permeabilized with Fixation/Permeabilization solution during 30 min, and stained with the mix of antibodies for 30 min in the dark at 4 °C.

All cells were washed, resuspended in FACS staining buffer for analysis on BD FACSCanto™ II. Data were analysed using FlowJo Software (Version 10). Antibodies are listed in Supplementary Dataset 7.

### Migration assay

Spleen from 7 to 12-weeks old mice was taken and smashed manually, and T cells were isolated using Pan T Cell Isolation Kit II for mouse from Miltenyi. Briefly, splenocytes were incubated first with Biotin-Antibody cocktail for 5 min at 4 °C and then mixed with Anti-Biotin Microbeads for 10 min at 4 °C. Magnetic cell separation was performed, and negative selection containing T cells was collected. For the migration assay, 5 × 10^5^ T-cells in 300 µL of PBS were placed in the upper chamber of Transwell® Permeable support, 6.5 mm insert (24-well plate). In the lower chamber, 6 × 10^4^ B16F10 cells were seeded for 48 h in 500 µL of supplemented DMEM. After 1 h, Transwell® were carefully removed, and pictures of the lower part were taken using Leica DMIL microscope and LASV4.11 software. Counting was performed manually using Thoma cell counting chamber and final count was calculated using the formula: Cell count=Counted cells ×10^4^ cells/ml.

### Quantification of protein aggregates

Protein aggregation was monitored by FACS using the PROTEOSTAT Aggresome detection kit (ENZO ENZI-51035-K100), according to the manufacturer’s instructions. Briefly, cells were seeded in 6-well plates; MG132 treatment was used as positive control (5 µM, 18 h). Cells were then collected, fixed in 4% paraformaldehyde solution for 30 min, and permeabilized with 0.4% Triton X-100 for 20 min. Aggregation dye was added in 1:5000 dilution in the 1x Assay buffer for 30 min. Fluorescence was measured by BD FACSCantoII using L1 laser and the mean fluorescence intensity (MFI) was obtained. APF (Aggregation Propensity Factor) was calculated according to the formula APF = 100x(MFIko-MFIcontrol)/MFIko.

### Protein extraction and immunoblot assay

Cells were washed two times with PBS to ensure complete removal of media. On ice, cells were lysed with RIPA lysis buffer (25 mM Tris-HCl pH8.0, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) supplemented with Complete^TM^ proteinase inhibitor cocktail (ROCHE, cat#04693116001) and phosphatase inhibitor (Roche, cat#04906837001). Cell lysates were incubated on ice for 15 min before centrifuged at top-speed during 10 min at 4 °C. Protein determination was assessed using BCA (Bicinchoninic Acid) protein Assay Kit from ThermoFisher (cat#23227) and according to manufacturer’s instructions. Volume and quantity of proteins were adjusted and Laemmli buffer x5 was added, following boiling at 95 °C for 5 min. Samples were loaded on SDS-PAGE gels, followed by transfer on PVDF membranes (Milipore, cat#IPVH85R). Membranes were blocked in 5% milk at room temperature for 1 h and incubated overnight at 4 °C with the appropriate antibody. Next day, membranes were washed three times with TBST and incubated with mouse or rabbit secondary HRP antibodies in 5% milk at room temperature for 1 h. Membranes were washed three times with TBST, and ECL was applied to reveal them using Amersham ImageQuant 800. Pixel density was calculated using ImageJ measurement tool.

### Immunostaining

For staining of B16F10 cells in vitro, cells were fixed on a coverslip in 4% paraformaldehyde and permeabilized in PBS supplemented with 0.3% of Triton X-100. Blocking was done with 5% FBS for 1 h. Primary antibody was kept overnight at 4 °C in PBS supplemented with 0.3% Triton X-100 and 2% of FBS. Appropriate secondary antibody (dilution 1/1000) was added for 1 h and DAPI (1/10,000) for 15 min at room temperature in PBS with 0.3% Triton X-100 and 2% FBS. Images were acquired by confocal microscopy using Nikon A1R.

Extracted B16F10 subcutaneous tumours were fixed overnight with 4% paraformaldehyde, transferred to 70% EtOH and embedded in paraffin. Sections were deparaffinised and subjected to heat-induced antigen retrieval in 10 mM sodium citrate buffer (pH6). Then, slides were permeabilised for 10 min with PBS containing 0.3% Triton X-100 at room temperature and washed three times for 5 min in PBS. To block non-specific antibody binding, sections were incubated with blocking buffer comprising 2.5% goat serum (ImmPRESSTM kit, Vector Laboratories) in PBS with 0.1% Tween-20 (PBST) for 30 min. Tissue slides were incubated with primary antibodies overnight at 4 °C. To detect specific proteins of interest, slides were then incubated with primary antibodies diluted in 1% FBS in PBST at 4 °C overnight. Slides were then washed three times in PBS for 5 min each. To label the detected proteins, slides were incubated with the Alexa Fluor 488 and Alexa Fluor 568-secondary antibodies diluted in 1% BSA in PBST for 1 h at room temperature, protected from light (1:1000; ThermoFisher). Sections were washed as before and their nuclei counterstained with DAPI (1:10,000 in PBS; Sigma-Aldrich) for 10 min. Finally, sections were rinsed with PBS, and the glass coverslips mounted using fluorescence mounting medium (S302380-2; Agilent). The primary antibodies used were CD3 (1:200, #ab11089, abcam), RIG-I (1:100, #700366, Invitrogen), and IRF3 (1:100, #SC-9082, Santa Cruz), G3BP1 (1:250, # 66486-1-Ig, Proteintech).

For histological analysis on murine tissues, tissue sections (4 μm thick) were deparaffinized and rehydrated. For immunostaining, tissue sections were deparaffinized, rehydrated, and subsequently subjected to heat-induced antigen retrieval depending on the antibody. Endogenous peroxidase activity was inactivated with 3% H_2_O_2_. After blocking in 2.5% goat serum or BSA 3%, 0.01% Triton-X100 for 30 min at room temperature, tissue slides were incubated with primary antibodies overnight at 4 °C. Then, corresponding secondary antibody reagents directed against mouse or rabbit were used for detection. DAB (3,3-Diaminobenzidine) or AEC substrate was used as chromogen.

Whole slides were digitally scanned using a NanoZoomer 2.0 HT (Hamamatsu).

### Spatial transcriptomics

Indexed sequencing libraries were prepared from H&E-stained Visium Spatial Gene Expression Slides using the Visium Spatial for FFPE Gene Expression Kit, Human Transcriptome (10× Genomics, 1000338) according to the manufacturer’s protocol. Library quality was checked using the Fragment Analyser (Agilent). Libraries were quantified by qPCR using a KAPA Library Quantification Kit for Illumina (Roche, 07960336001). Paired-end sequencing with read lengths of 28 + 10 + 10 + 50 bp was performed on a NovaSeq 6000 sequencer (Illumina Inc.). Data was processed through the standard Space Ranger pipeline.

Deconvolution analysis for cell type signatures in tumours was performed with the STdeconvolve package (version 1.4.0) standard workflow in R (version 4.3.0). This package performs a reference-free cell type deconvolution analysis using latent Dirichlet allocation (LDA) modelling to determine the optimal number of cell signatures. For analysis, spots with fewer than 100 transcript counts were removed, and genes that are expressed in 100% of spots or present in fewer than 5% of spots were removed. To find the optimal number of cell type signatures (topics) for each sample, a range of LDA models were fitted with between 10 and 35 cell types. The optimal number of cell type signatures (k) were determined by the model with the lowest perplexity. Marker genes for each signature were determined as the top 20 genes with the highest log2-fold change compared to other signatures (Supplementary Fig. 6c, d).

The filtered Space Ranger output was further processed and analysed in the Seurat package (version 5.1) in R. All samples were analysed with the standard Seurat spatial transcriptomics workflow individually. Firstly, spots with fewer than 100 transcripts detected were removed from samples and cell type signature (topic) percentages from STdeconvolve analysis were added as to object metadata. Cell signatures of similar cell types were added together to form main tissue signatures (melanoma, immune, endothelial, stromal, hair follicle). Each sample was normalised with the SCTransform function. T-cell score and OSGEP gene signatures were calculated using the AddModuleScore function. To calculate the distance of each spot to T cell-enriched spots, the *x* and *y* co-ordinates were extracted with the GetTissueCoordinates function. For each sample, the T-cell score was grouped into quartiles, and the spots in the highest quartile were considered T-cell-enriched. For all spots, the minimum distance to any spot enriched for T-cells was calculated by computing the Euclidean distance from each spot to each T-cell spot and recording the smallest distance.

To directly compare T-cell and OSGEP signature expression between samples, the two samples were first normalised with SCTransform before merging together. PCA was performed on the merged object, and batch effects between samples were corrected using RunHarmony function in the harmony package (version 1.2.0). Dimensionality reduction and clustering were performed on the harmony reduction.

### Cytokinome analysis

Cytokine array was performed using Proteome Profiler Mouse XL (ARY028 R&D systems) and performed according to manufacturer’s instructions. In brief, cytokine membranes were activated using Array buffer. Cell supernatants were collected and incubated with cytokine membranes overnight at 4 °C on rocking platform. Membranes were washed 3 times, and Detection Antibody Cocktail was added for 1 h at room temperature. Membranes were washed 3 times and Streptavidin-HRP was added for 30 min at room temperature. Membranes were washed 3 times, Chemi Reagent Mix was added and followed by revelation using ImageQuant LAS4000mini. Dot intensities were analysed using the Protein Array Analyser plug-in for ImageJ and following manufacturer’s instructions.

### Protein synthesis rate quantification

Cells were plated into 6-well plates in complete DMEM media for 48 h. To assess translation activity, Click-IT Plus HPG Alexa Fluor 488 assay kit was used (#C10456, ThermoFisher). Briefly, L-homopropargylglycine was added to fresh media at 10 µM concentration for 30 min. Cells were trypsinised, washed with PBS and fixed with the Click-IT fixative. Pellets were resuspended with a mix of saponin-based permeabilization buffer and the Click-IT Plus reaction cocktail containing the fluorescent picolyl-azide dye, washed with the washing reagent and resuspended in the saponin-based permeabilization buffer. The analysis and quantification of the AlexaFluor 488 fluorescence intensity was performed on BD FACSCantoII.

### RNA sequencing

B16F10 cells were depleted for OSGEP using shRNA, with scramble shRNA serving as a control. Total RNA from three independent infections was extracted using TRIzol (Life Technologies) following the manufacturer’s protocol. RNA integrity was assessed on the Bioanalyzer 2100 with RNA 6000 Nano chips, and all samples had RIN scores greater than 9. Libraries were prepared from 500 ng of total RNA using the Illumina Truseq RNA Sample Preparation kit V2. PolyA RNA was purified with polyT-coated magnetic beads, chemically fragmented, and used as templates for cDNA synthesis with random hexamers. The cDNA ends were then end-blunted, adenylated at the 3′OH ends, and ligated to indexed adaptors. The adaptor-ligated library fragments were enriched by PCR according to Illumina’s protocol and purified. Libraries were validated on the Bioanalyzer DNA 1000 chip and quantified by qPCR using the KAPA library quantification kit. Sequencing was performed on a HiSeq2000 with a paired-end 2 ×100 base protocol. Sequencing data from total RNA sequencing were pre-processed and aligned using the nf-core/rnaseq workflow (v.3.0). Briefly, a quality trimming cutoff of 10 was applied and adapters were removed automatically using TrimGalore. Pre-processed reads were aligned to the *Mus musculus* (GRCm38) reference genome using STAR aligner (v.2.6.1 d) and quantification was performed by Salmon (v.1.4.0) [2] using the star_salmon option. Differential expression analysis was performed on the triplicates of two groups (shCTR and shOSGEP) using the packages edgeR (v.3.14) [3] and DESeq2 (v.1.30) [4] in the R environment. To identify the Differentially Expressed Genes (DEGs), the Log2 Fold-Change (log2FC) and *p*-values were calculated, shCTR was used as the reference. DEGs were considered up- or down-regulated according to the sign of the log2FC.

A Log2(foldchange) value superior to 0.5 and inferior to −0.5, and *p*-value < 0.05 were defined as thresholds to select differentially expressed genes for further gene ontology analysis, using Toppgene software.

### Protein aggregate proteomics

Cells were pelleted and washed two times with cold PBS. Pellets were lysed using cytoplasmic buffer solution (340 mM sucrose, 3 mM of CaCl2, 0.1 mM of EDTA, 2 mM MgCl_2_, 1 mM DTT, 0.5% NP-40 and protease inhibitor in Tris-HCl pH8) and incubated 10 min on ice. Lysates were centrifuged at 4 °C, 15 min at 1300 × *g* and the collected supernatants were again centrifuged at 4 °C, 10 min at 20,000 × *g*. Supernatant of this fraction contains the cytoplasmic fraction and is stored at −80 °C. Pellets were washed with wash buffer (Na-phosphate pH6.8, PMSF 1 mM, 2% of NP-40 and protease inhibitor in distilled water).

After aggregates isolation, pellets were resuspended in 50 mM Tris buffer containing 8 M urea, reduced, alkylated and digested using Lys-C/Trypsin mix (Promega) for 4 h at 37 °C, then the urea concentration was lowered to 1 M by dilution with 50 mM Tris buffer and digested overnight. The digestion was stopped by adding trifluoroacetic acid and half of the protein digest was purified using Pierce C18 Tip 10 µL bed (Thermo Scientific) and dried. Peptides were suspended in 0.1% TFA and spiked with a commercial mixture of protein digest standards originated from non-human biological material: the MassPREP™ Digestion Standards (Waters), at 50 fmol of ADH per injection. This commercial standard consists of two standard mixtures (MPDS Mix 1 and MPDS Mix 2) containing protein digests of Yeast Alcohol Dehydrogenase (ADH), Rabbit Glycogen Phosphorylase b, Bovine Serum Albumin, and Yeast Enolase, present at known protein ratios, allowing for the relative quantitation of the spiked samples. Peptides were independently analysed by LC-ESI-MS/MS on an Acquity M-Class UPLC (Waters), hyphenated to a Q Exactive Plus (Thermo Scientific), in nanoelectrospray positive ion mode. The trap and analytical columns were respectively Symmetry C18 5 µm (180 µm × 20 mm) and HSS T3 C18 1.8 µm (75 µm × 250 mm; both Waters). The samples were loaded at 20 µL/min on the trap column in 98/2 water 0.1% formic acid (A)/acetonitrile 0.1% formic acid (B) during 3 min and subsequently separated on the analytical column at a flow rate of 600 nL/min with a linear gradient of 150 min (0 min, 98/2 A/B v/v; 5 min, 93/7; 135 min, 70/30; 150 min, 60/40). The total run time was 180 min. TopN-MSMS method, where *N* was set to 12 was employed with resolution of 70,000 in MS, AGC target of 1e6 or maximum injection time of 50 ms and a mass range from 400 to 1600 *m*/*z*. The parameters for MS2 spectrum acquisition were resolution of 17,500 with AGC target of 1e5 or Maximum injection time of 50 ms and isolation Window of 2.0 *m*/*z* with collision energy (NCE) of 28.

MaxQuant v 1.6.17.0 was used to perform peptide and protein identification against the SwissProt database limited to Mus Musculus taxonomy (17038 sequences, June 2020) and relative quantification using LFQ normalization [J. Cox, M.Y. Hein, C.A. Luber, I. Paron, N. Nagaraj, M. Mann, Mol. Cell. Proteomics: MCP, 13 (2014), pp. 2513–2526]. Oxidation of methionine and deamidation of glutamine and asparagine were set as variable modifications, carbamidomethylation of the cysteines as fixed modification, peptide spectrum match and protein false discovery rates (FDR) were both set at 0.01.

### Small RNA sequencing

For small RNA sequencing, cells were pelleted, and RNA was isolated using TRIzol Reagent according manufacturer’s instruction. RNA was sent to ArrayStar for isolation, sequencing and analysis. Briefly, RNA samples were quality controlled for quantity by NanoDrop ND-1000 spectrophotometer and for RNA integrity by Bioanalyzer 2100 or gel electrophoresis. For each sample, 100 ng of total RNA was firstly dephosphorylated to form the 3-OH end. The 3-OH-ended RNA was then denatured by DMSO and enzymatically labelled with Cy3. The labelled RNA was hybridized onto Arraystar Mouse small RNA Microarray (8x15K, Arraystar) and the array was scanned by an Agilent Scanner G2505C. Agilent Feature Extraction software (version 11.0.1.1) was used to analyse acquired array images. Quantile normalization and subsequent data processing were performed using GeneSpring GX v12.1 software package (Agilent Technologies). After normalization, the probe signals having Present (P) or Marginal (M) QC flags in at least 1 out of 6 samples were retained. Multiple probes from the same small RNA (miRNA/tsRNA (tRF&tiRNA)/pre-miRNA/tRNA/snoRNA) were combined into one RNA level. Differentially expressed small RNAs between two comparison groups were identified by fold change (FC) and statistical significance (*p*-value) thresholds. Hierarchical Clustering heatmaps, scatter plots and volcano plots were plotted to display small RNA expression patterns among samples by R software.

### RNA modifications quantification (LC-MS)

For LC-MS-based tRNA modification analysis, cell pellets were sent to ArrayStar for tRNA isolation and sequencing. Briefly, tRNAs were isolated from total RNA checked for quality control by Urea-PAGE electrophoresis. 60–90 nt bands of tRNAs were excised and purified by ethanol precipitation. Purified tRNAs were quantified using Qubit RNA HS Assay kit (ThermoFisher, Q32855). tRNAs were hydrolysed to single nucleosides, and then nucleosides were dephosphorylated by enzyme mix. Pretreated nucleoside solution was deproteinized using Sartorius 10,000-Da MWCO spin filter. Analysis of nucleoside mixtures was performed on Agilent 6460 QQQ mass spectrometer with an Agilent 1260 HPLC system. Multi-reaction monitoring (MRM) mode was performed. LC-MS data was acquired using Agilent Qualitative Analysis software. MRM peaks for each modified nucleoside were extracted and normalized to the quantity of purified tRNAs.

### Ribosome profiling

Ribosome profiling was performed using Immagina Biotechnology’s RiboLace kit for ribosome pulldown and LACEseq kit for library preparation. Briefly, B16F10 cells depleted or not for OSGEP were grown to confluence in a 10 cm dish and treated with 10 µg/mL cycloheximide (CHX) for 5 min at 37 °C to arrest translation, followed by cell lysis and RNA digestion. Active ribosomes were then pulled down using a puromycin analogue (RiboLace probe) and magnetic beads, with two pulldowns performed for each sample. RNA was subsequently extracted with the acid phenol-chloroform method, followed by size selection of 25–35 bp fragments in a 15% TBE-urea PAGE gel using Immagina’s PAGExt gel extraction system. RPFs were quantified with the Qubit™ microRNA Assay Kit before proceeding with the library preparation.

RPF library preparation with LACEseq involved sequential 5′ phosphorylation, ligation, and circularization steps, with small RNA purification after each step using the RNA Clean & Concentrator™−5 kit from Zymo Research. Reverse transcription and an initial PCR amplification were then performed, followed by cleanup of the PCR product using AMPure XP beads. A second PCR amplification was carried out to incorporate unique dual indexes using Immagina’s iUDI Plate. Final cleanup of the indexed library was done using the NucleoSpin Gel and PCR Clean-Up kit followed by size selection in a 10% TBE PAGE gel with PAGExt gel extraction. Library quality and size were confirmed on a Bioanalyzer 2100, and sequencing was conducted on a NovaSeq 6000 (Illumina) at the NGS platform of the GIGA Institute, with 70 million reads per sample. Sequencing data from ribosome profiling were pre-processed by trimming the LACE-seq 3′-end linker, trailing 5′ (NNNNT) and 3′-end (NNNN) degenerated sequences using Cutadapt [1] (Trim Galore wrapper v.0.6.6). Reads within a 27–33 nucleotide range (estimated by Immagina) were selected using SeqKit tool (v.2.1.0) and aligned to the Mus musculus coding transcriptome (GRCm38 - v41) using STAR aligner (v.2.7.9a). Only reads with a perfect match were kept for further analysis. On average, 3.8 million reads per sample were mapped uniquely.

The optimal offset P site was determined from the 5′-ends of the selected reads and deduced from the location of the translation initiation site. The P site offset is defined specifically by looking at the global distribution of CDS start codon position (Methionine – AUG) and taking the most frequent position. We therefore selected reads with 0 and −1 frames of coding sequences and used a deduced offset P site of 15nt from the 5′-end of the reads (methodology from ref. ^36^).

After identifying the three ribosomal sites positions in the reads, the 5′-end has been trimmed to keep only the E, P, A sites (also known as Ribosome Protected Fragments) and 3′-end flanking regions of the reads. Flanking regions are the three non-tRNA binding codons downstream of the A site, used as non-translated control regions for the codon occupancy calculation.

To assess the ribosome occupancy, the frequency of each of the codons in the ribosomal sites and flanking regions was calculated. The ribosome occupancy metric is the result of the division of the frequency of the codons in the given ribosomal site by the average frequency in the flanking regions. The average ribosome occupancy by codon or of codons by transcripts subpools was extracted.

The ribosome stalling analysis has been performed using the R package RiboDiPA on the ribo-seq triplicates of the two conditions (shCtr and shOSGEP)^70^. Transcripts were divided into genomic locations bins. To obtain the genomic locations of the ribo-seq data, we re-mapped the RPFs data to the *Mus musculus* (GRCm38) reference genome using STAR aligner (v.2.6.1d) and used mapped reads BAM files for the analysis. In the context of this study, we assessed, for each gene of interest, the ribosome stalling (number of reads mapping) at each location and calculated an average gene ribosome stalling by pooling altogether these locations values. To identify a change in the ribosome stalling, the Log2 Fold-Change was calculated for each gene, shCtr being used as the reference.

All the steps described to perform the ribosome occupancy calculations were implemented in custom python (v.3.8.1) and bash scripts.

### Polysome profiling

B16F10 melanoma cells, depleted or not for OSGEP were gently scraped in phosphate-buffered saline containing 100 µg /ml cycloheximide on ice. After centrifugation at 200 × *g* for 5 min at 4 °C, the cells were lysed in hypotonic buffer containing 2.5 mM MgCl2, 5 mM Tris pH 7.5, 1.5 mM KCl and 1× protease inhibitors. Subsequently, CHX, dithiothreitol, RNAse inhibitor and Triton X-100 followed by sodium deoxycholate were sequentially added to solubilize cytosolic and endoplasmic reticulum-associated ribosomes. The lysates were then centrifuged at 16,000 × *g* for 7 min. The cytosolic lysates were loaded onto a non-linear sucrose gradient (from 5% to 34% to 55%) and ultracentrifuged at 220,000 × *g* for 2 h at 4 °C, using the SW60 rotor in an Optima XPN-80 ultracentrifuge. RNA abundance was measured throughout the polysome gradient using a UV detector (Teledyne Isco), with detection at 254 nm.

### RIG-I/RNA complex immunoprecipitation

B16F10 cells with stable expression of FLAG-tagged RIG-I and of shRNA Ctr, OSGEP#1 or OSGEP#2 were grown on 100 mm culture dishes at 80% confluency. Cells were washed three times with cold PBS (Phosphate-Buffered Saline) and lysed in RIP buffer (150 mM KCl, 25 mM Tris pH 7.4, 5 mM EDTA, 0.5 mM DTT, 0.5% NP40) supplemented with protease inhibitors for 30 min at 4 °C. Lysates were cleared by centrifugation at 10,000 × *g* for 15 min at 4 °C. 1 mg of lysates was mixed with anti-FLAG, anti-A/G protein-conjugated magnetic beads (MedeChemExpress, #HY-K0207, #HY-K0202 respectively) according manufacturer’s instruction. The binding reaction was incubated on rotation overnight at 4 °C. Beads were washed 4 times with RIP buffer and elution was completed with buffer elution A (0.15 M glycine, pH3). After 10 min, neutralization buffer (1 M Tris-HCl pH 8.0) was added, followed by incubation with 10 mg/ml of proteinase K (FischerScientific, #10103533) at 55 °C for 1 h. The RNA bound to FLAG-RIG-I was extracted using TRIzol protocol (Invitrogen). 1 µg/mL of RNA extracted from shCtr or shOSGEP depleted cells was transfected back on wild-type B16F10 using the lipofectamine 2000, according to manufacturer’s protocol.

Library preparation was performed using 10 ng of total RNA following the Illumina Stranded Total RNA Ligation with Ribo-Zero Plus protocol (Illumina). The final library profiles were assessed using the QIAxcel Advanced System (Qiagen), and concentrations were measured by qPCR using the SYBR Fast KAPA Kit. Indexed Libraries were pooled in equimolar ratios, and the pooled library was sequenced on the NovaSeq 6000 platform using an S2 flow cell with paired-end 150 bp reads, with 50 million fragments sequenced per sample.

Raw reads were demultiplexed and adapter-trimmed using Illumina bcl2fastq conversion software v2.20. They were processed within our custom NextFlow RNAseq pipeline inspired from nf-core/rnaseq. We used TrimGalore (v0.6.7) to trim a single base at the 5′ and 3′ ends of each read and to perform a quality-based trimming after removing poly-G tails. Then, we did the STAR (v2.6.1d) alignment and Salmon quantification with the Mouse GRCm39 reference genome and the annotations from Ensembl release 112. Quality was assessed by MultiQC (v1.9) report. Raw counts were analysed using the DESeq2 package (v1.44.0) in R environment (v4.4.2), with the default methodology. Differential expression analysis was conducted, and pairwise comparisons were made between experimental conditions (e.g. shCtr vs. shOSGEP1). Results were filtered for adjusted *p*-values < 0.01. Gene biotypes were annotated using Ensembl’s BioMart database. Statistical tests and results were conducted using the build-in DESeq2 functions.

Unmapped sequences from RNA sequencing were mapped to the *Mus musculus* mature tRNA reference genome (GRCm39) obtained from the Genomic tRNA database (GtRNAdb 2.0). Due to computing limitations, each sample was randomly subsampled to one million sequences using the sample function of the Seqtk tool (v.1.2). The mapping on the tRNAs has been performed using the STAR tool (v.2.7.10a), following Alex Dobin’s recommendations regarding tRNA alignment. Identification of the mapped tRNA isodecoders mapped was done with a custom Python script (v.3.10.13) using the Pysam (v.0.22.0) library. Briefly, after retrieving the *Mus musculus* tRNA isodecoder set from GtRNAdb, every mapped was recognized and counted. To homogenize the results, the percentage of tRNA isodecoders per sample was calculated from the counts.

### In silico analyses using TCGA-HNSC datasets

RNA expression levels, clinical as well as follow-up data were downloaded from the TCGA-SKCM (*n* = 473) cohort (https://portal.gdc.cancer.gov/) in November 2019. For clustering analysis, expression values of the top 100 differentially expressed genes from RNA-seq of shCtr and shOSGEP B16F10 cells were ln(x+1) transformed and clustering of TCGA patients was performed using Euclidean distance and Ward (unsquared distances) linkage using Clustvis 2.0. Heatmaps with hierarchical trees were generated by the web tool ClustVis^58^. The infiltration score of CD4^+^ and CD8^+^ cells in SKCM-TCGA tumours was obtained from the TIMER score database (http://timer.cistrome.org).

### Sample sizing and collection

Graphs were generated using Prism 10 (GraphPad) or R studio (2023.09.1 + 494). No statistical methods were used to predetermine sample size, but at least three samples were used per experimental group and condition. Data distribution was tested for normality before using parametric tests. The number of samples is represented in the graphs as one dot per sample. If no individual samples are shown more than 5 samples per condition were used. Samples and experimental animals were randomly assigned to experimental groups. Sample collection was also assigned randomly. Sample collection and data analysis were performed blindly whenever possible. Whenever possible, automated quantifications were performed using the appropriate software. All statistical tests were performed using Excel 2016 or Prism 10. The statistical analyses performed for each experiment are indicated in figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Reporting Summary

Transparent Peer Review file

## Source data

Source data

## Data Availability

RNA sequencing data using B16F10 cells are available under the accession number GSE286709. Quantitative proteomics data on protein aggregates are available on PRIDE under the number PXD059835 (https://www.ebi.ac.uk/pride/). Spatial transcriptomics dataset is available under the accession number GSE316760. All other sequencing data are deposited on GEO under the accession number GSE286704 for the ribosome profiling and GSE286715 for the RNAseq after Flag-RIG-IP (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE286715). Results are in part based on TCGA-SKCM data generated by the TCGA Research Network (http://cancergenome.nih.gov/). Source data are provided as a Source Data file. All other data supporting the findings of this study are available from the corresponding author on reasonable request (). Source data are provided with this paper.

# Supplementary material for: Disruption of tRNA threonylation triggers RIG-I mediated anti-tumour immune response
**Source:** Nat Commun. 2026 Feb 25;17:3145. doi: 10.1038/s41467-026-69964-2

## Supplementary Information

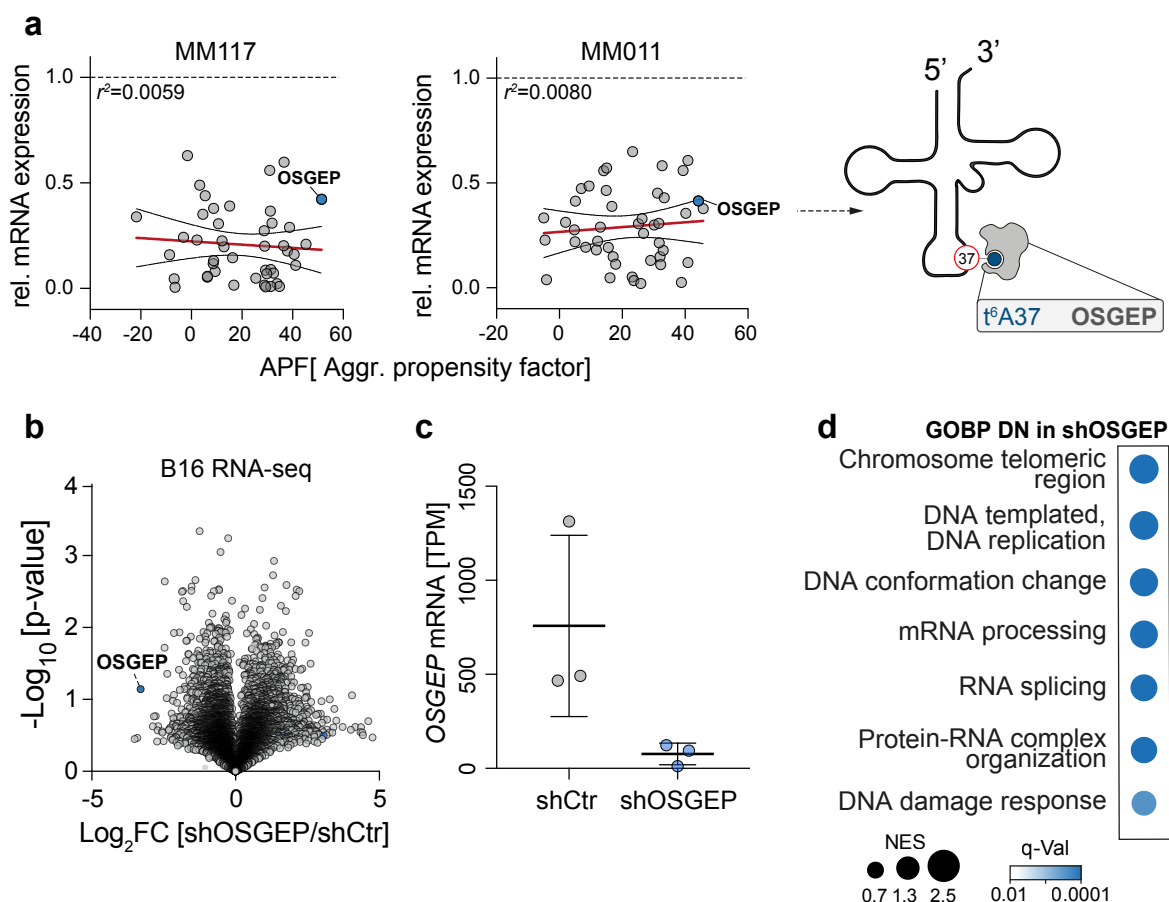

### Supplementary Figure 1: Loss of OSGEP compromises proteostasis and delays tumor growth in melanoma.

**a.** Correlation plot between mRNA expression of 4 tRNA modification enzymes after esiRNA depletion and protein aggregation level (APF) in MM117 and MM011 human melanoma cell line. The data show no correlation between the levels of enzyme depletion and APF in the two lines. **b.** Volcano plot of differential RNA expression in RNA-seq experiments in B16F10 shCTR or depleted of OSGEP (shOSGEP). **c.** Quantification of OSGEP expression in shCtr or shOSGEP B16F10 from the RNA-seq data. **d.** Gene set enrichment analysis (GSEA) using RNA-seq data from shCtr versus shOSGEP B16F10 cells (NES: normalized enrichment score; GOBP: gene ontology biological process; down-regulated pathways (DN)). Source data are provided as a Source Data file.

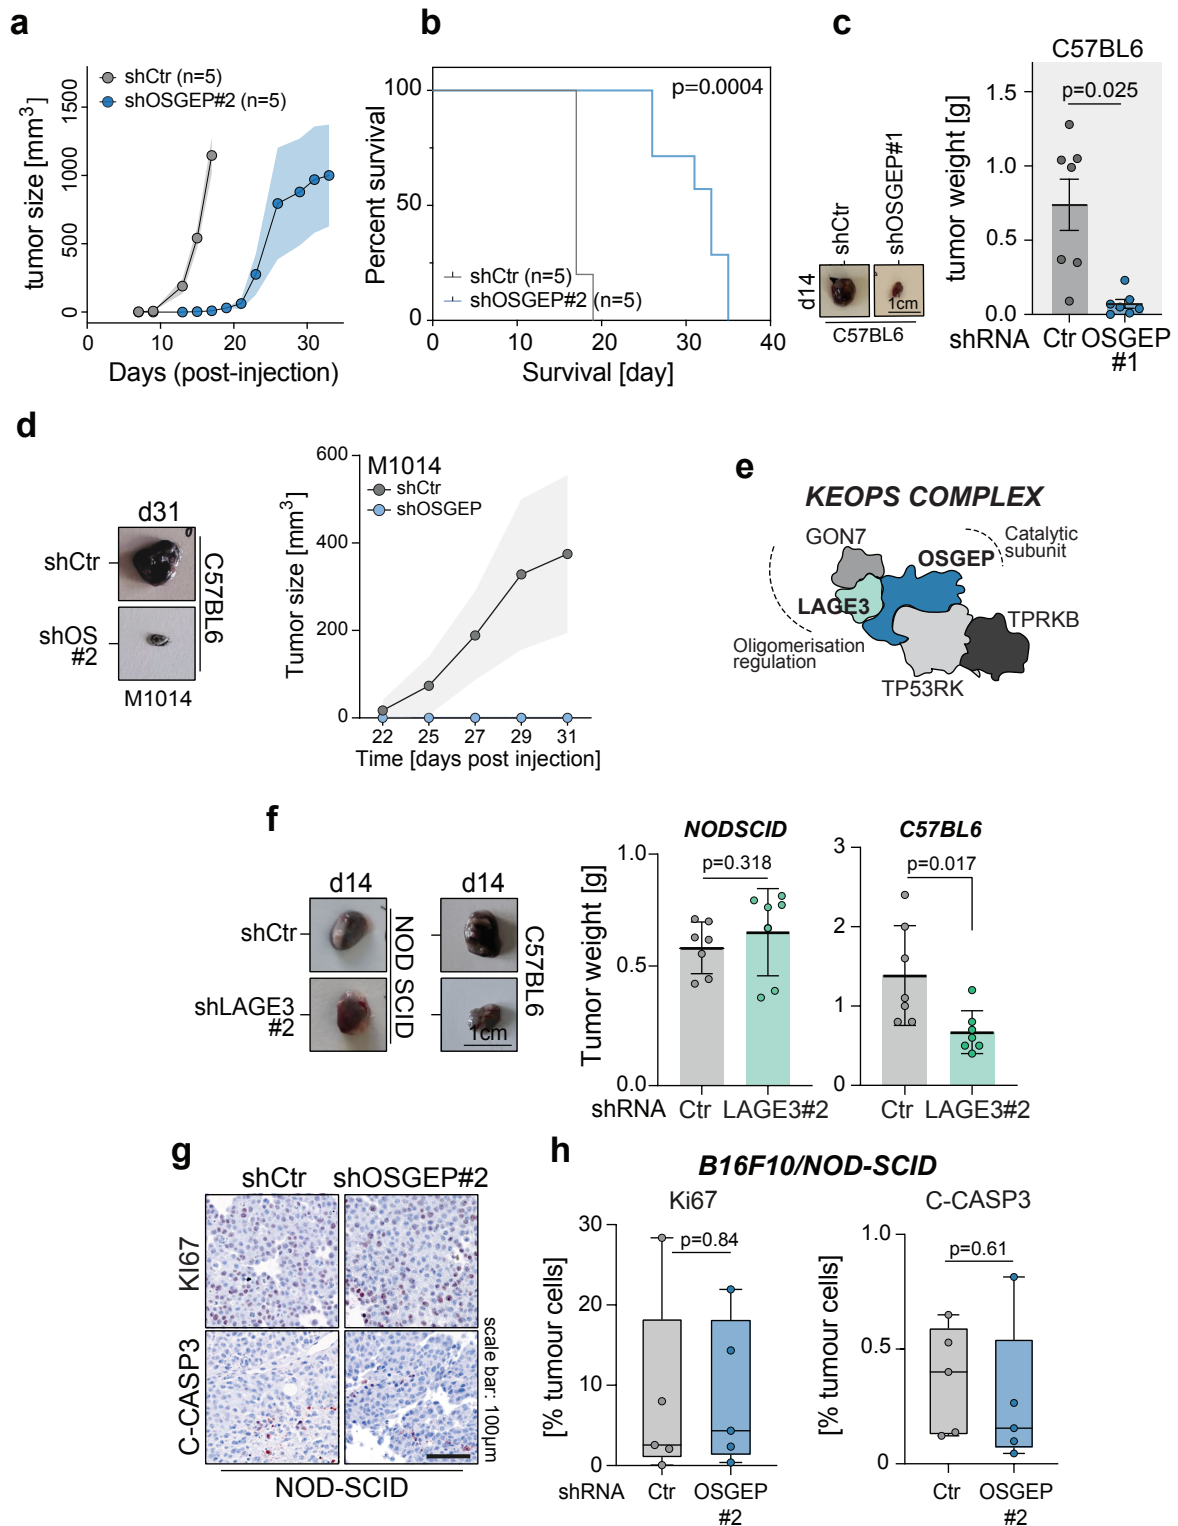

## Supplementary Figure 2: KEOPS complex leads to melanoma growth defect.

**a-b.** Growth curve and survival curve of C57BL/6 mice bearing B16F10 tumours depleted for shCtr or shOSGEP. **c.** Representative B16F10 tumours and quantification of tumour weight 14 days after subcutaneous transplantation in C57BL/6 mice (n=7 mice per condition). Tumours derived from B16F10 cells were infected with shRNA control (shCtr) or OSGEP

(shOSGEP#1). **d.** Tumour growth of M1014 murine melanoma cell line depleted for shRNA control or OSGEP. **e.** schematic representation of KEOPS complex. **f.** Representative B16F10 tumours and quantification of tumour weight 14 days after subcutaneous transplantation in NOD SCID mice and C57BL/6 mice (n=7 mice per condition). Tumours derived from B16F10 cells were infected with shRNA control or LAGE3. **g-h.** Representative immunostainings (**g**) and quantification (**h**) of Ki67 and CASPASE-3 (CASP3) staining in B16F10-derived tumours (day 14) infected with shRNAs Ctr or targeting OSGEP (n=5 tumours per condition) from NOD SCID mice. Shown is mean  $\pm$  SD (**c, f**). Mantel-cox test (**b**), Mann Whitney test (**f** for nod scid; **h** for ki67), Unpaired two-tailed t-test (**c,f,h**). Exact p-values are indicated. Source data are provided as a Source Data file.

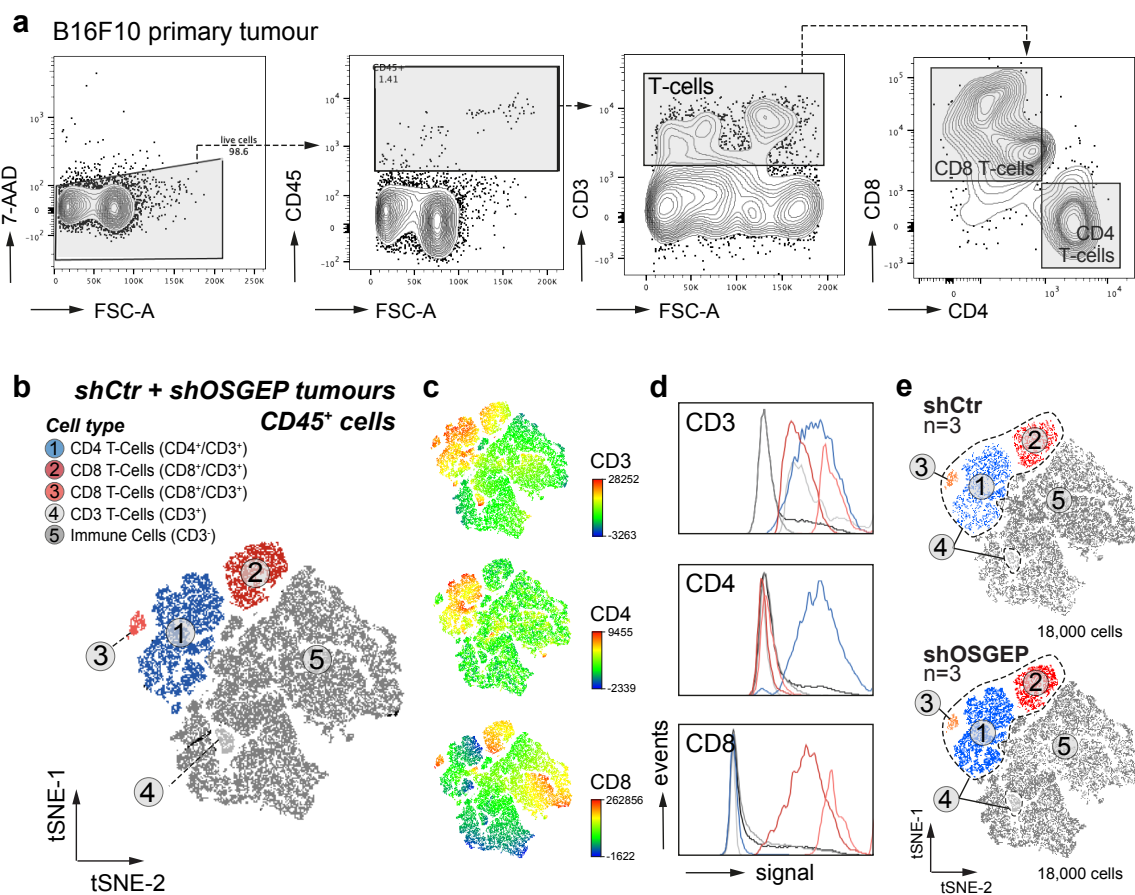

### Supplementary Figure 3: OSGEP depletion leads to tumoral T-cells infiltration.

**a.** Gating strategy and representative plots of FACS analysis of T cell immune population from B16F10 tumours. **b-e.** t-Distributed stochastic neighbor embedding (SNE) representation of T cell population infiltration in *shCtrl* and *ShOSGEP* tumours (n=3; 18,000 cells).

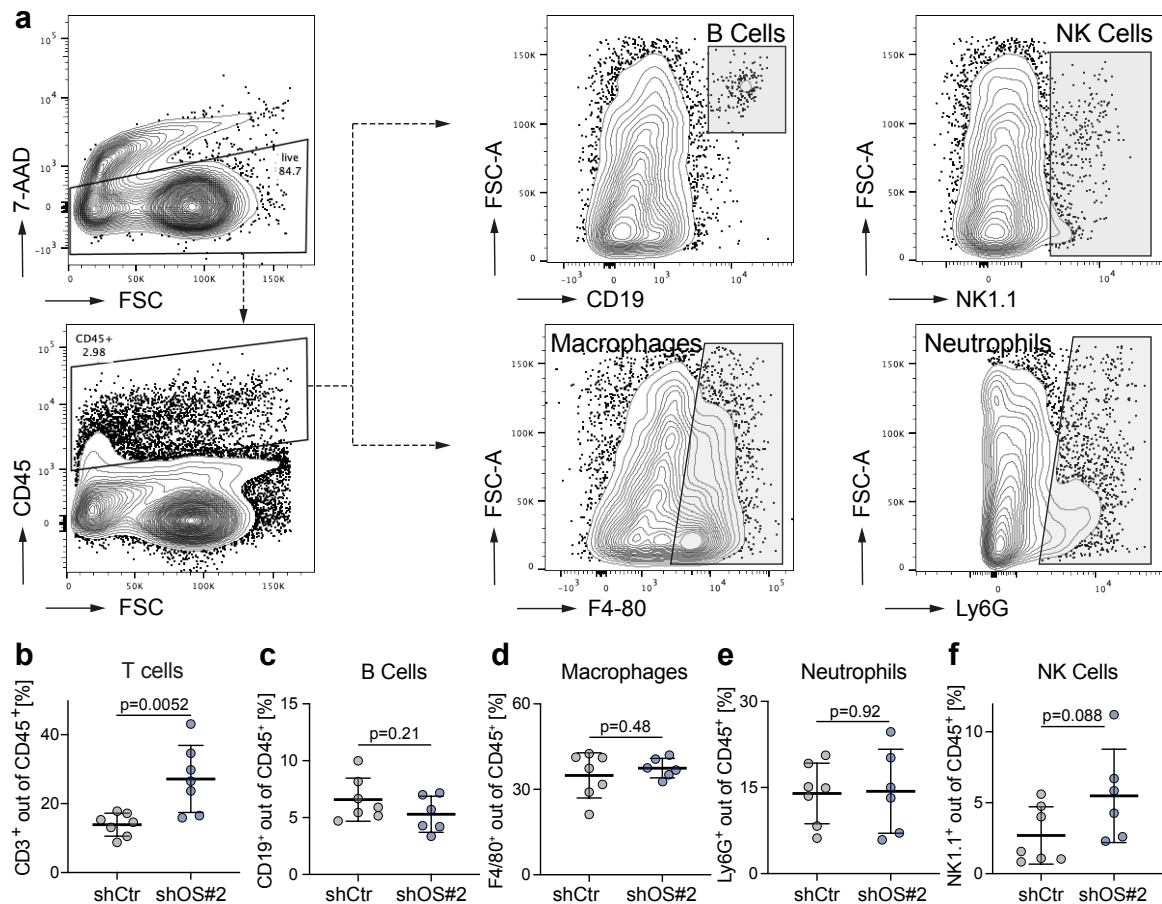

**Supplementary Figure 4. Measurement of immune cells infiltration in OSGEP depleted tumor.**

**a.** Gating strategy and representative plots of FACS analysis of indicated immune cell populations from B16F10 tumours. **b-f.** Quantification of the indicated immune cell subtypes in control (n=7) or shOSGEP#2 (n=6) depleted tumours. Shown is mean  $\pm$  SD. Unpaired two-tailed t-test. Exact p-values are indicated. Source data are provided as a Source Data file.

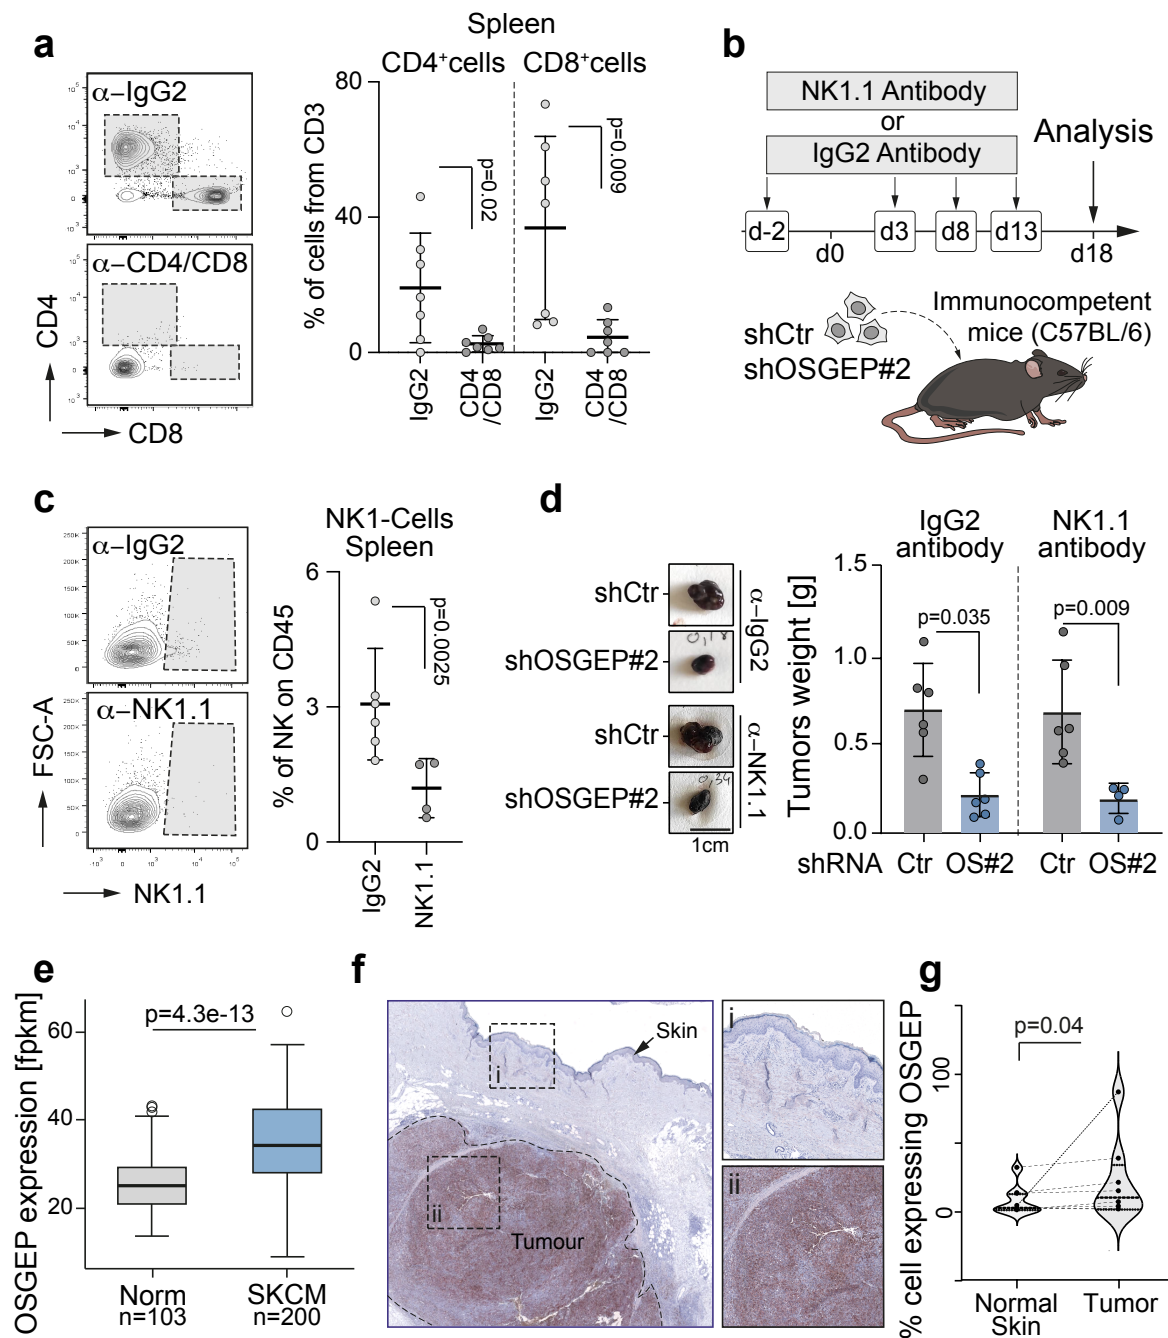

**Supplementary Figure 5. In vivo depletion of immune cells.**

**a.** FACS analysis of CD4<sup>+</sup> and CD8<sup>+</sup> T cell levels in spleen at end point (day 14) of mice injected with IgG2 or with  $\alpha$ -CD4/ $\alpha$ -CD8 antibodies. **b.** Scheme of experimental procedure for the depletion of NK cells in immunocompetent mice using control (IgG2) or antibodies targeting NK cells (NK1.1), starting 2 days before subcutaneous injection of melanoma cells. **c.** Measurement of NK cells abundance by FACS analysis in the spleen at the end point mice from **b**. **d.** Representative B16F10 tumours and quantification of tumour weight, 1 days after subcutaneous transplantation into C57BL/6 mice treated with IgG2 (n=6 mice per condition) or NK1.1 (n=6 mice per condition) antibodies (scheme in **b**). Tumours derived from B16F10 cells

were infected control (shCtr) or OSGEP (shOSGEP) shRNAs. **e.** Expression of OSGEP mRNA in SKCM-TCGA (n=200) patients and normal skin tissue (n=103), extracted from the oncoDB website. **f.** Representative picture of tumours and skin delimitation in patient biopsies. OSGEP staining is in red. **g.** Violin plot of OSGEP expression in normal tissues versus tumours in patient biopsies Shown is mean  $\pm$  SD (a,c,d). Unpaired two-tailed t-test (a,c,e), Paired two-tailed t-test (d) Wilcoxon matched-pairs test (g). Exact p-values are indicated. Source data are provided as a Source Data file.

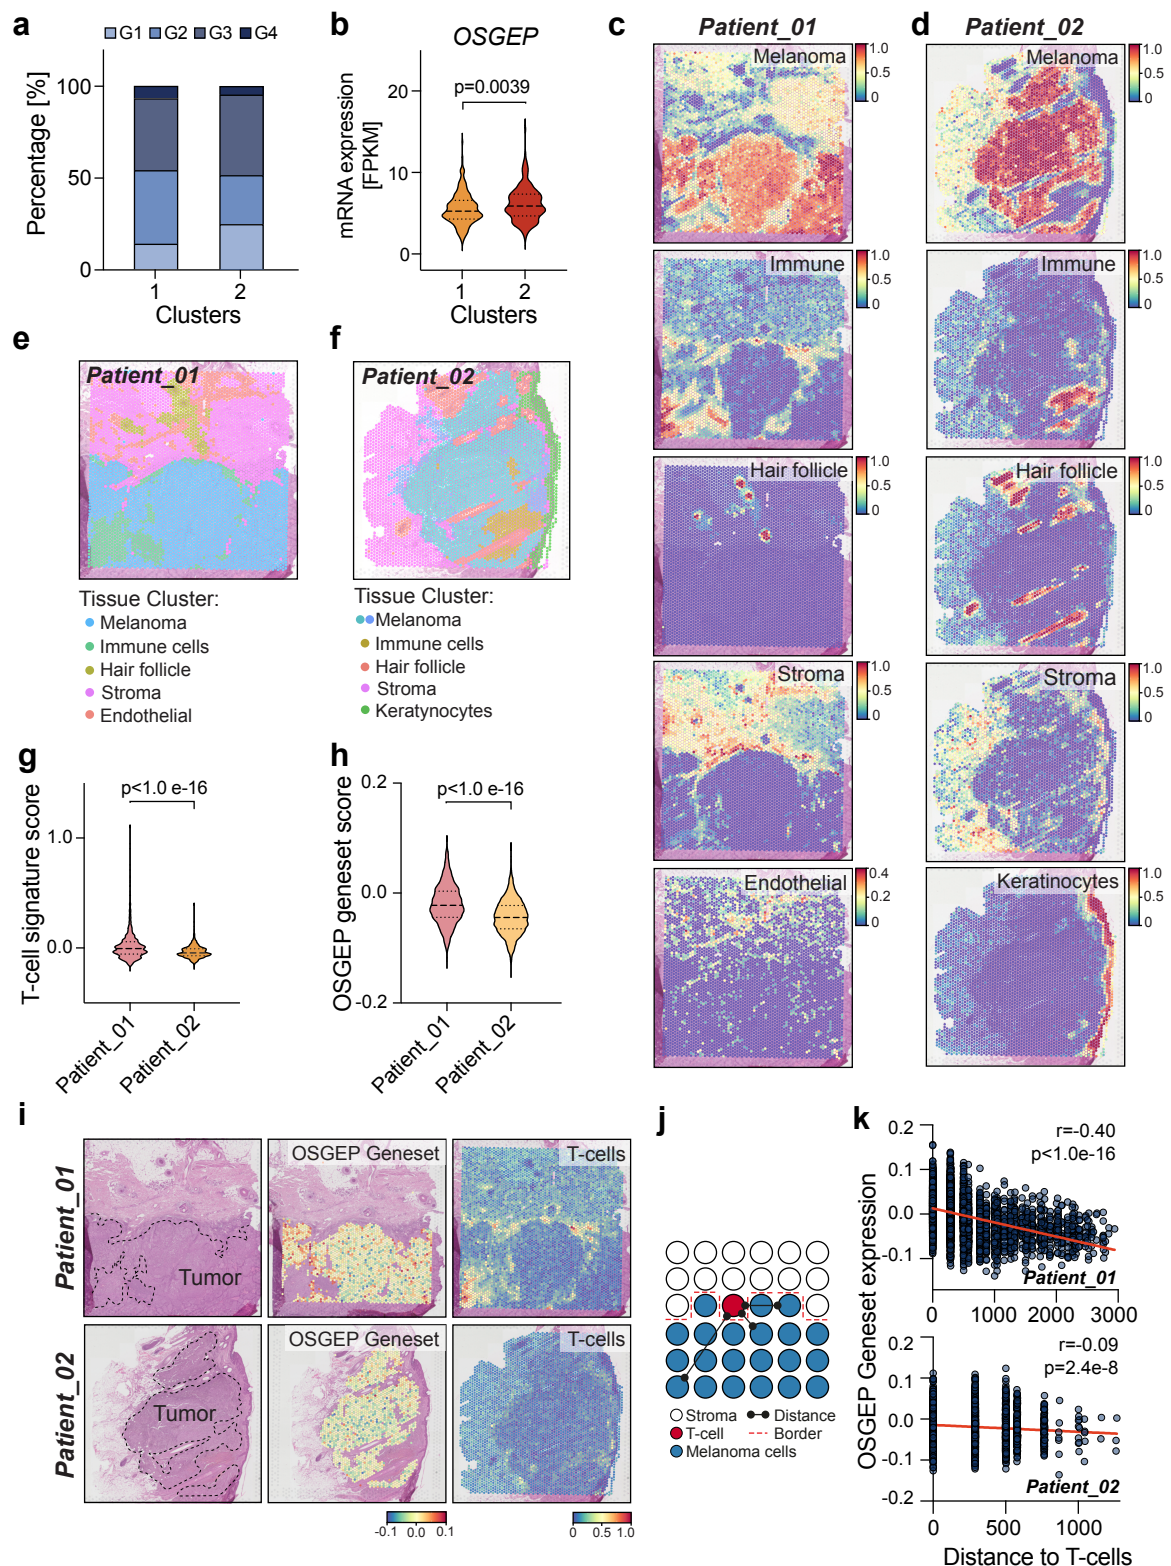

**Supplementary Figure 6. OSGEP signature correlate with infiltration of T-cells in spatial transcriptomic human biopsies.**

**a.** Frequency of the indicated pathological stages in clusters identified in (Fig. 2i) from SKCM-TCGA database. **b.** OSGEP expression in TCGA patient cluster by low or high OSGEP signature expression. **c.** Deconvolution of spatial transcriptomic on Patient\_01 showing

melanoma signature, immune signature, hair follicle, stroma and endothelial cells. **d.** Deconvolution spatial transcriptomic on Patient\_02 showing melanoma signature, immune signature, hair follicle, stroma and endothelial cells. **e.** Merged signatures of melanoma, immune, hair, stroma and endothelial marker clustering region in Patient\_01. **f.** Merged signatures of melanoma, immune, hair, stroma and endothelial marker clustering region in Patient\_02. **g.** Violin plot showing T cell signature score of Patient\_01 and Patient\_02. **h.** Violin plot representing OSGEP signature expression in Patient\_01 and Patient\_02. **i.** Representation of OSGEP signature expression and T cell infiltration in tumours of Patient\_01 and\_02. **j.** Schematic representation of T cell distance calculation. **k.** Correlation between OSGEP signature expression and T cell distance in Patient\_001 and Patient\_02. Source data are provided as a Source Data file.

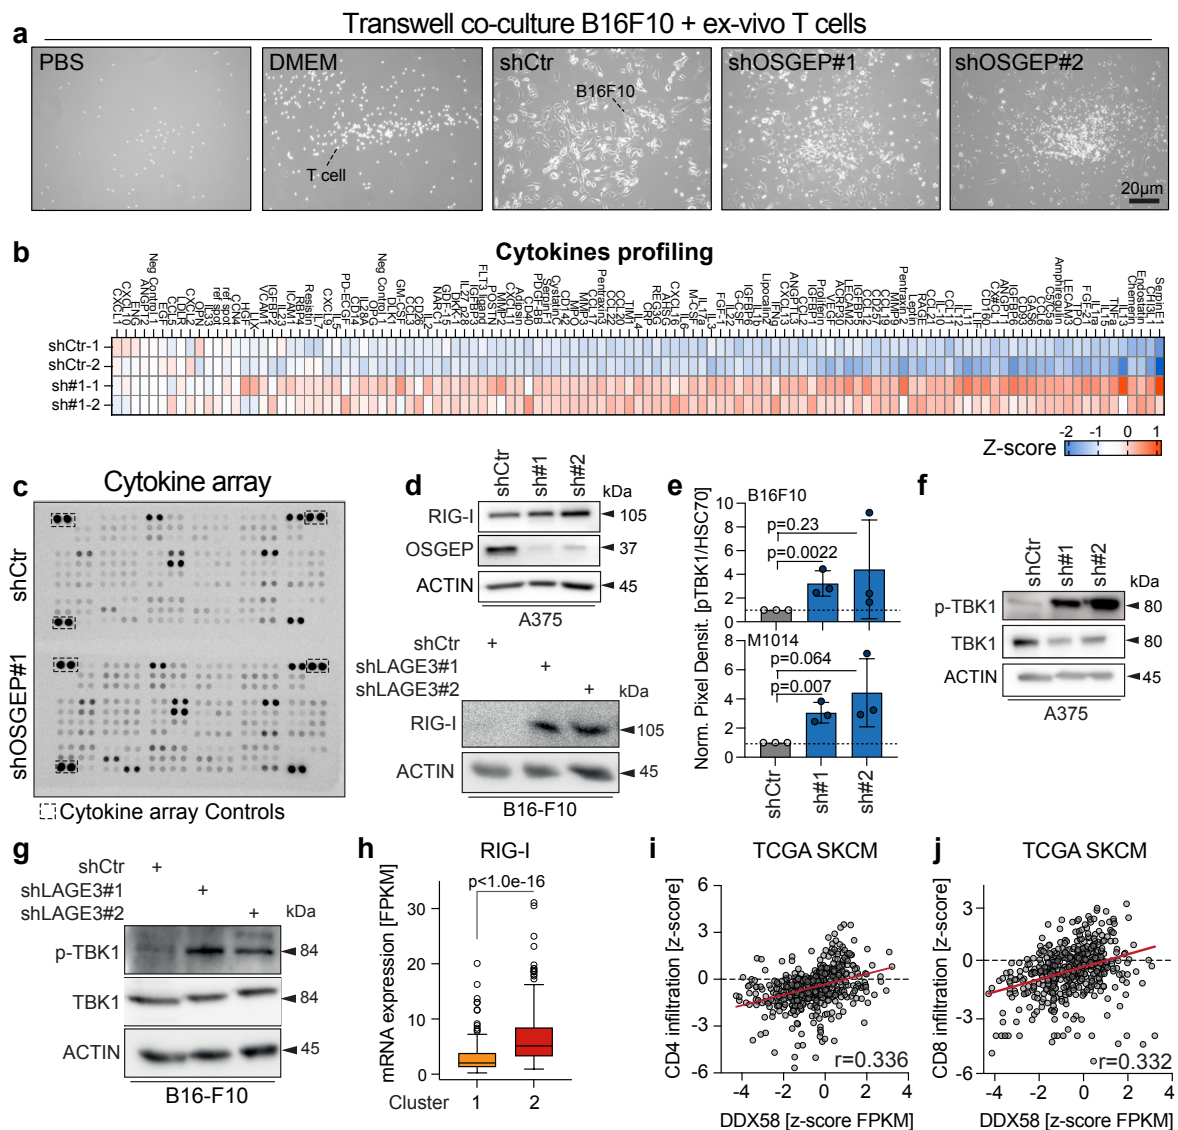

**Supplementary Figure 7. OSGEP loss leads to increased cytokine production.**

**a.** Representative images of CD3 T cell passed through Transwell© (1h) in lower chamber with or without B16F10, transduced with shRNACtrl or shOSGEP (#1,#2). **b.** Heat map of 111 cytokines detected by the cytokine array. Each square represents a pixel intensity of the dot. **c.** Membranes of the cytokine array. Each dots represent a duplicate cytokine. Three housekeeping controls were found in the upper corners and left lower corners. **d.** Densitometry calculated for p-TBK1 on housekeeping gene, in M1014 and B16F10 cells depleted for OSGEP. **e.** Western blot of RIG-I, p-TBK1 and TBK1 in human A375 melanoma cells depleted with shRNA control or OSGEP. **f.** Western blot of RIG-I in B16F10 cell depleted with shRNA control or LAGE3. **g.** Western blot of p-TBK1 and TBK1 in B16F10 cell depleted with shRNA control or LAGE3. **h.** RIG-I mRNA expression in cluster 1 and 2 (cfr Fig. 2i). **i-j.** Correlation plot between RIG-I mRNA expression and CD4<sup>+</sup> (i) or CD8<sup>+</sup> (j) infiltration score in TCGA\_SKCM patient database. Data are reported as mean  $\pm$  SD (d,h). Unpaired two-tailed t-test (d,h). Exact p-value is indicated. Source data are provided as a Source Data file.

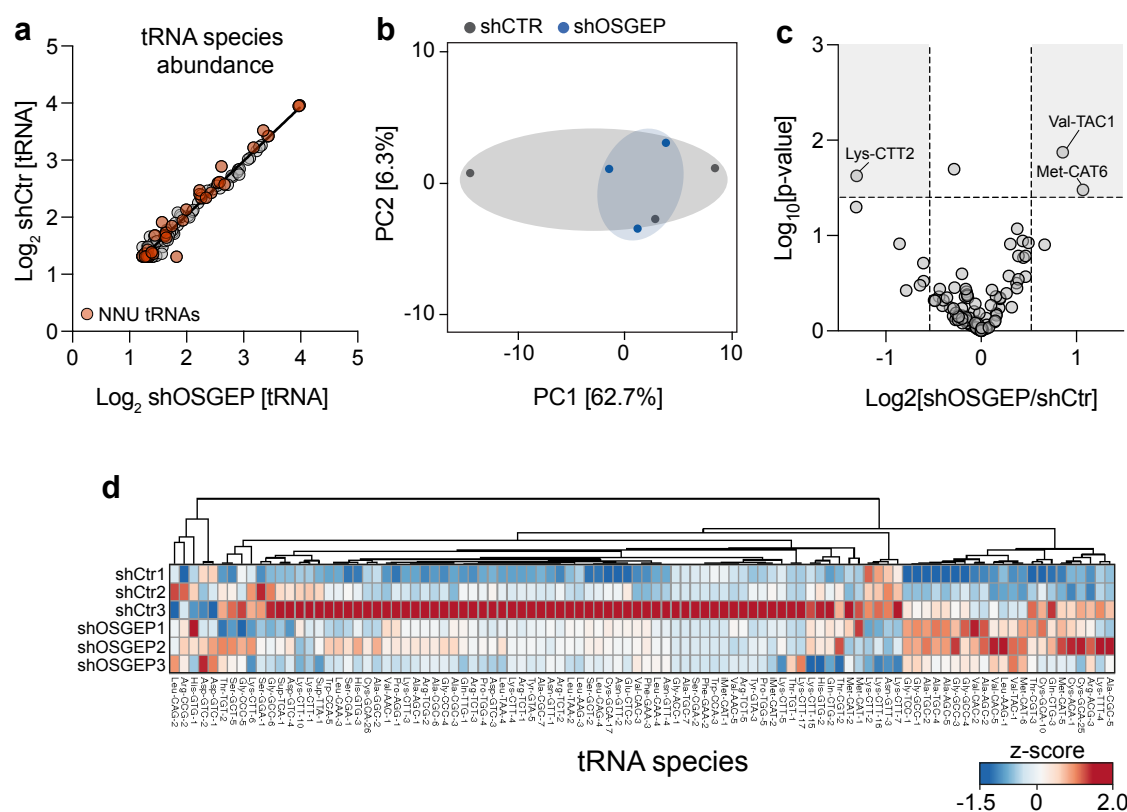

**Supplementary Figure 8. Loss of t<sup>6</sup>A does not affect tRNA pool.**

**a.** Linear regression representation of tRNA sequencing on B16F10 cells depleted for Ctrl or OSGEP. **b.** Principal Component Analysis ((PCA) plot showing similarities between shCtrl and shOSGEP B16F10 analyzed by tRNA sequencing. **c.** Volcano plot representing tRNA

sequencing from OSGEP or control depleted B16F10. Log2 fold change of OSGEP vs ctrl is shown. **d.** Heatmap representing each tRNA sequenced in each replicate of shCtr or shOSGEP B16F10. Source data are provided as a Source Data file.

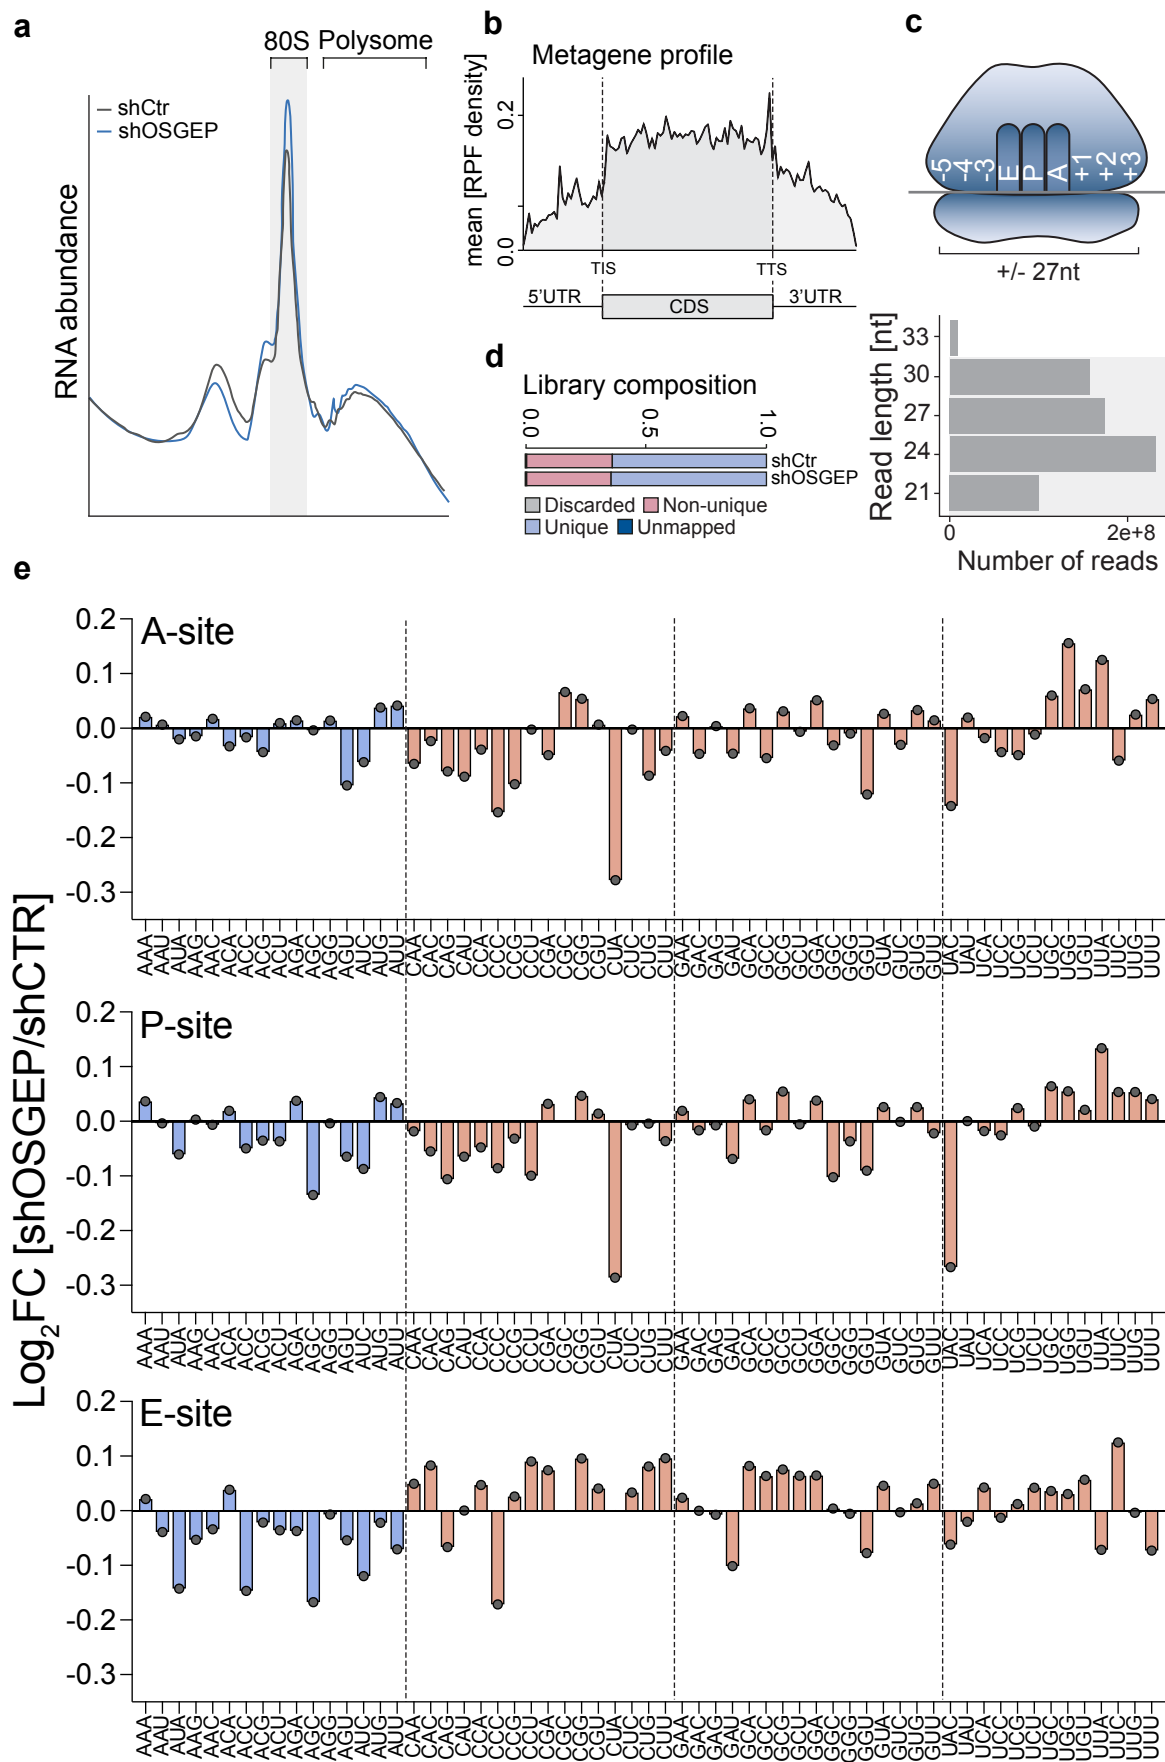

**Supplementary Figure 9. Loss of t<sup>6</sup>A does not affect global protein synthesis**

**a.** Polysome profiling experiments of control or OSGEP depleted B16F10. **b.** Metagene plot providing profiles of the ribosome density average on transcripts. **c.** Schematic representation of mRNA transcript covered by a ribosome. **d.** Library composition and average read length of transcript analyzed by RNA sequencing. **e.** Bar plot representing the  $\log_2$  Fold Change of the Ribosome Foot Print (RPFs) density at each codons on A, P, E sites in B16F10 shCtrl and shOSGEP. Source data are provided as a Source Data file.

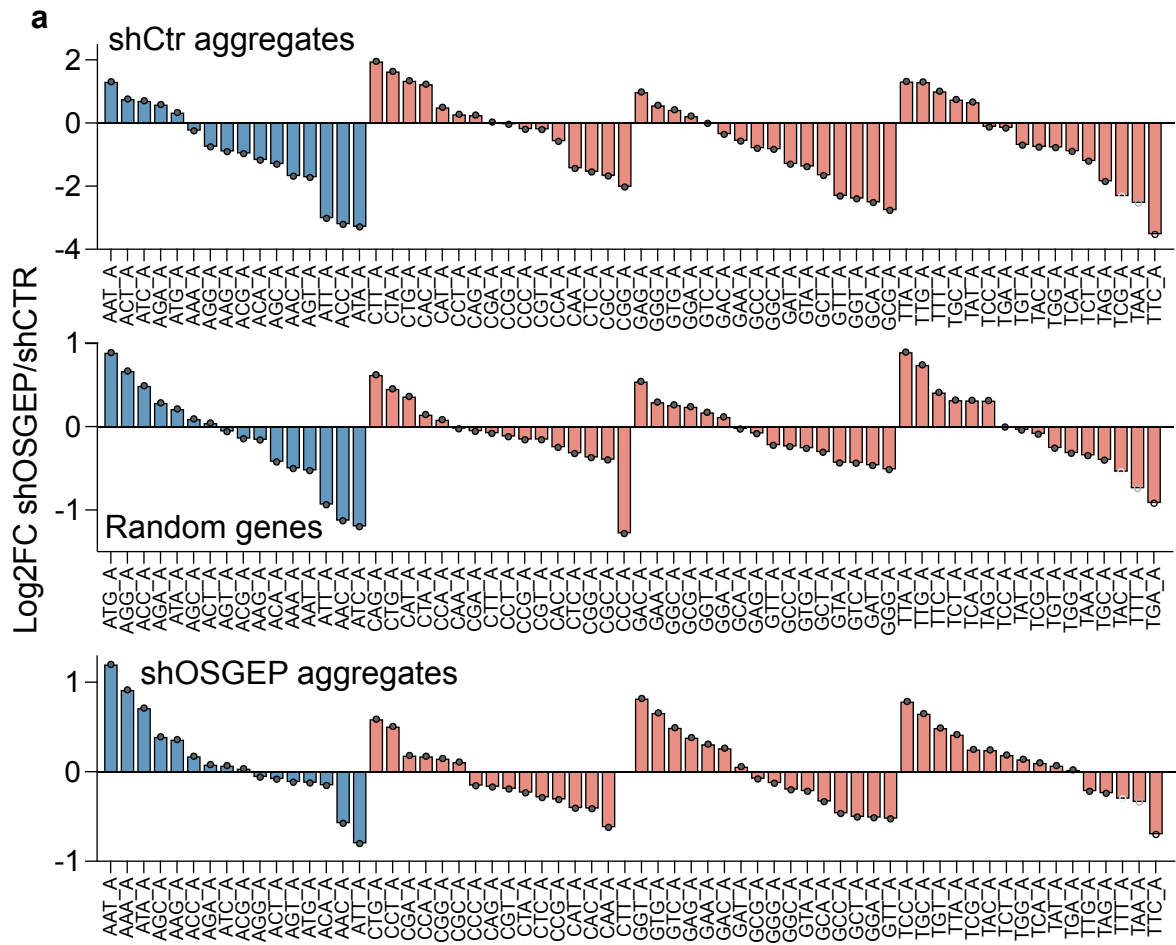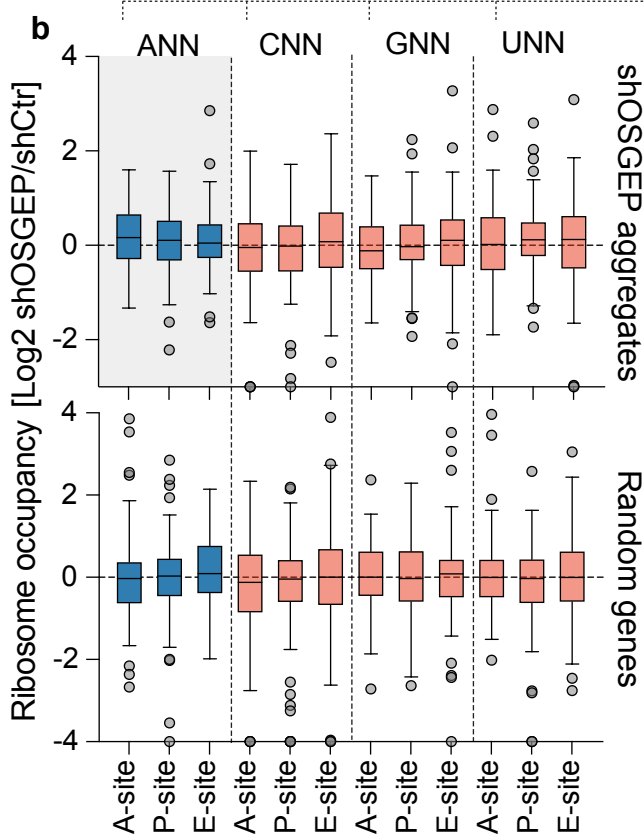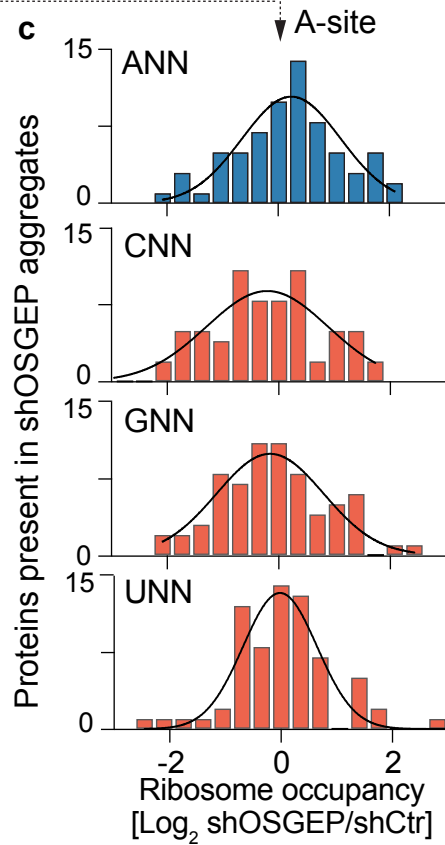

**Supplementary figure 10: ANN decoding is affected in OSGEP protein aggregates**

**a.** Bar plot of Ribosome occupancy for each codon in aggregates from control, OSGEP depleted cells or random genes. **b.** Box plot representing the log<sub>2</sub>Fold Change of RPFs density at all codons starting with A, C, G or T (ANN, CNN, GNN, TNN) in the 78 transcripts forming aggregates in OSGEP or 78 random transcripts. **b.** Bar plot analysis Log<sub>2</sub>FC of the RPFs distribution on ANN, CNN, GNN, TNN on transcripts corresponding to OSGEP protein aggregates. Source data are provided as a Source Data file.

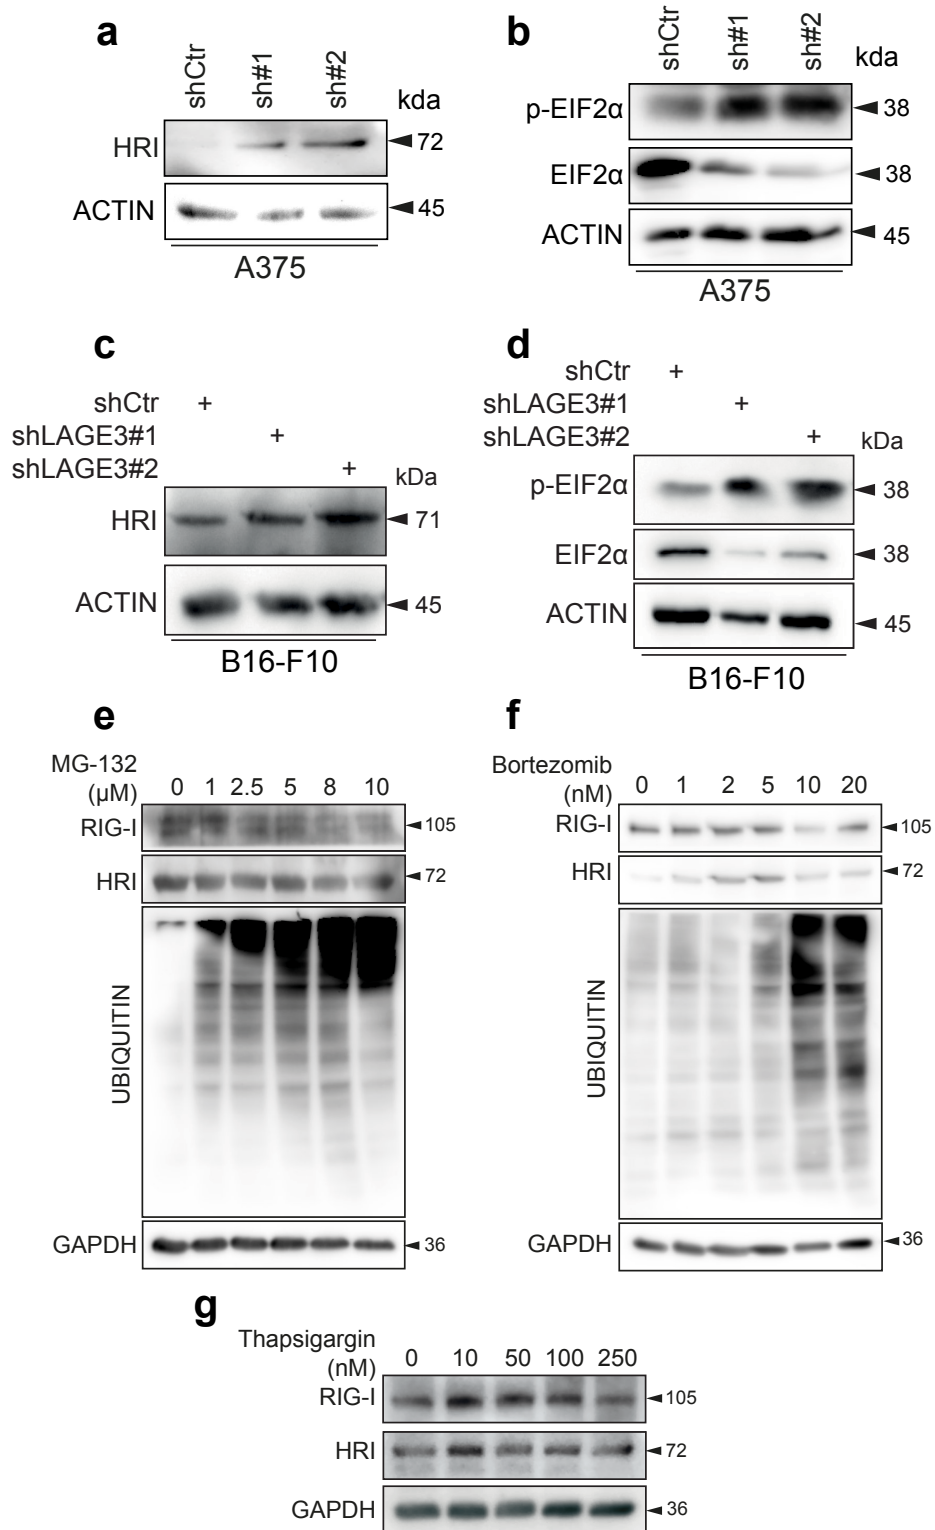

**Supplementary figure 11: Loss of OSGEP in human melanoma cell lines or LAGE3 in B16F10 murine melanoma cell line recapitulate HRI activation.**

**a.** Western blot of HRI in control or OSGEP depleted human melanoma cell line A375. **b.** Western blot of p-eIF2 $\alpha$  and eIF2 $\alpha$  in control or OSGEP depleted human melanoma cell line A375. **c.** Western blot of HRI in B16F10 cell depleted with shRNA control or LAGE3. **d.**

Western blot of p-eIF2 $\alpha$  and eIF2 $\alpha$  in B16F10 cell depleted with shRNA control or LAGE3. **e.** Western blot of RIG-I and HRI in B16F10 cells treated with indicated concentration of MG-132 for 4 hours. Ubiquitin is used to assess treatment efficacy. **f.** Western blot of RIG-I and HRI in B16F10 cells treated with indicated concentration of Bortezomib for 16 hours. Ubiquitin is used to assess treatment efficacy. **g.** Western blot of RIG-I and HRI in B16F10 cells treated with indicated concentration of Thapsigargin for 16 hours. Source data are provided as a Source Data file.

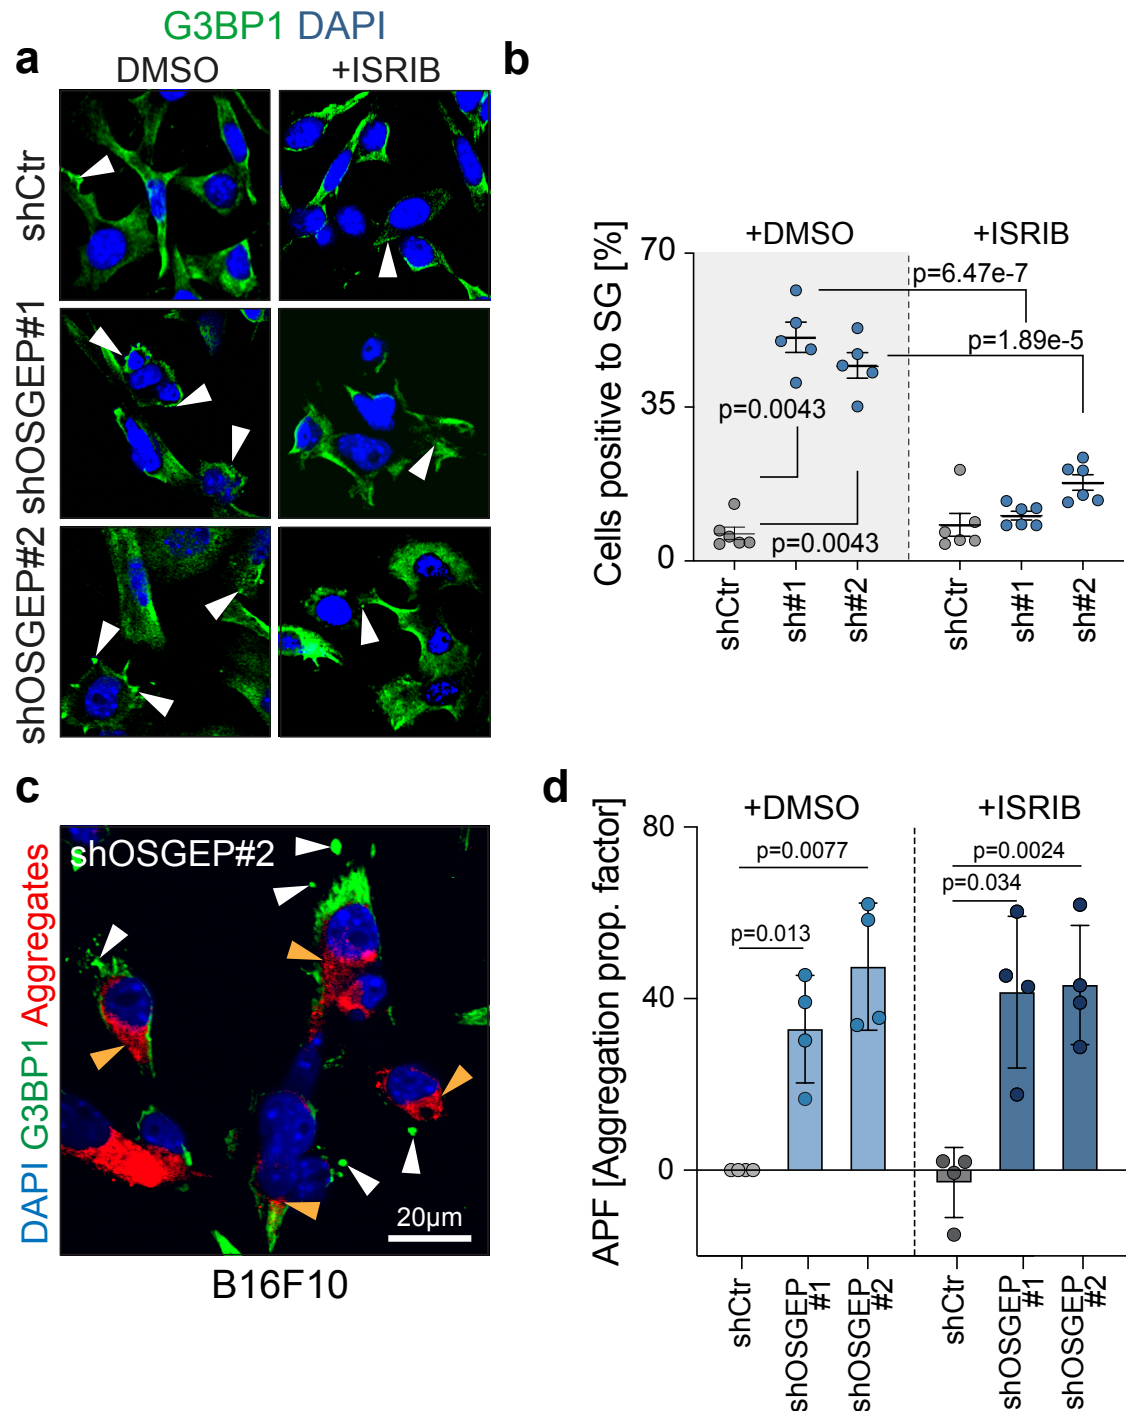

**Supplementary figure 12: Protein aggregation and Stress Granules formation are two distinct translation mechanism defects**

**a.** Representative immunofluorescence images of control or OSGEP depleted B16F10 treated with ISRIB (15µM) or DMSO. Stress granules (G3BP1) are shown in green and nuclei (DAPI) in blue. **b.** quantification of cells positive to G3BP1 puncta. At least 5 images per conditions were analyzed. **c.** Representative immunofluorescence image of shOSGEP B16F10 showing nuclei (DAPI) in blue, Stress Granule (G3BP1) in green and protein aggregates in red. **d.**

Quantification of protein aggregation (APF) in control or OSGEP depleted B16F10 treated with ISRIB (15 $\mu$ M) or DMSO. Data are reported as mean  $\pm$  SD (b,d)). Mann Whitney test (b,d). Exact p-values are indicated. Source data are provided as a Source Data file.

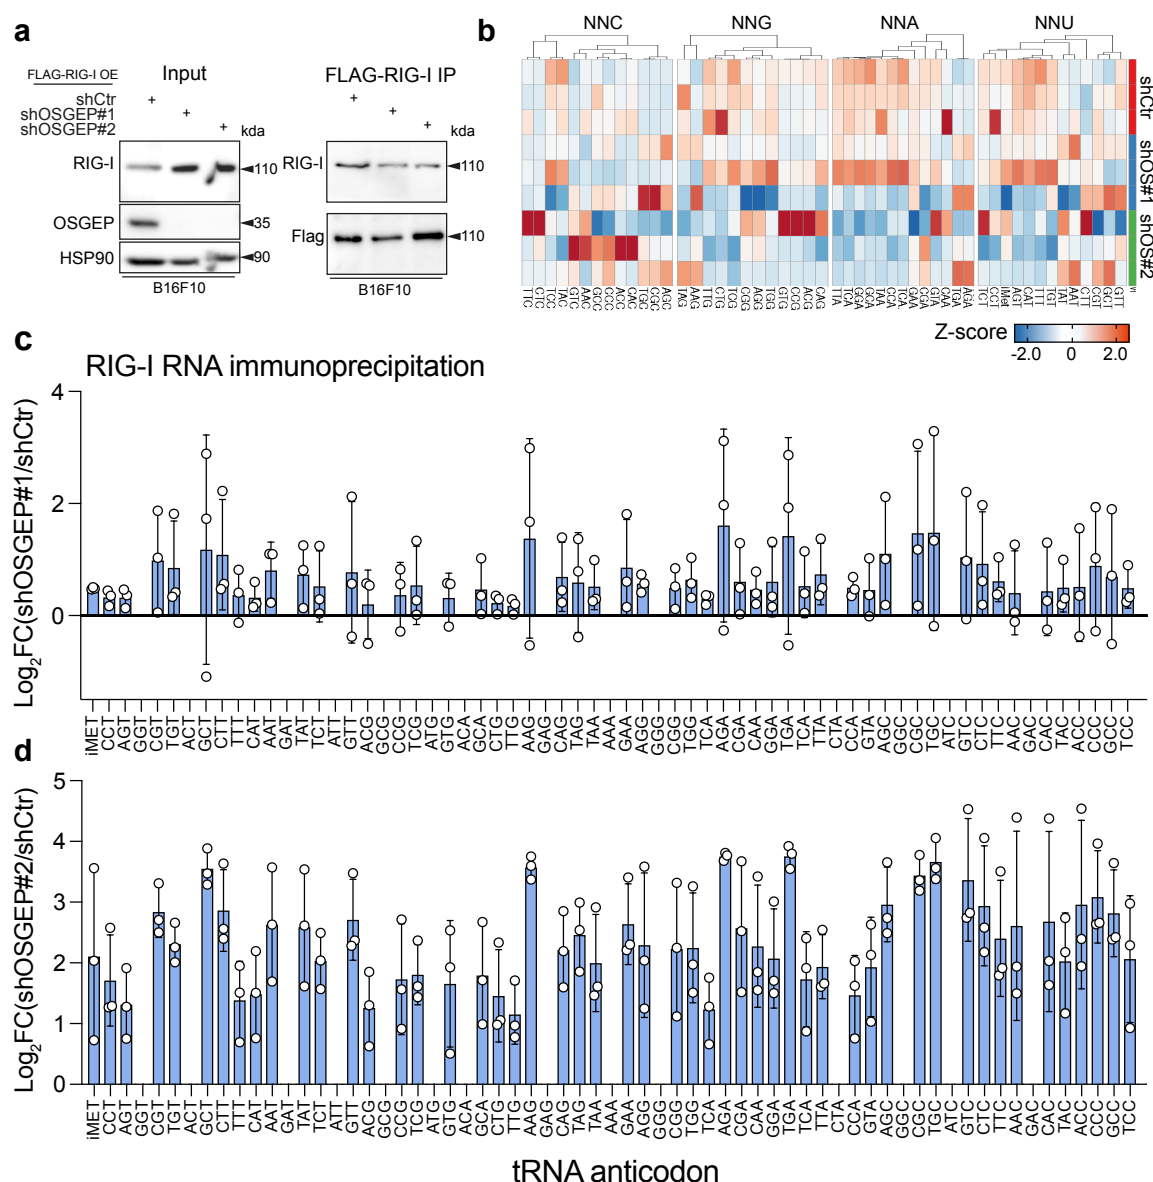

### Supplementary figure 13: Analysis of the FLAG-RIG-I RNA immunoprecipitate

**a.** Western blot from input or FLAG-RIG-I immunoprecipitate for OSGEP, FLAG and RIG-I in B16F10 cells infected with control (Ctr) or OSGEP shRNAs (#1, #2). 

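The tRNA values of Supplementary Fig. 13 were made in another way than the gene counts of the same libraries. As the methods describe, reads that had not aligned to the mouse genome were subsampled to the same number in each sample and aligned with STAR to the mature tRNA sequences of the Genomic tRNA database. Each aligned read was then assigned to an isodecoder, that is, a tRNA that shares its anticodon with others but differs from them in the rest of its sequence, and counted. The counts were then turned into percentages for each sample, and the methods do not name the total that the percentages refer to. If that total is the tRNA counts of the sample, a percentage gives the composition of the tRNA pool recovered with RIG-I. With another total it would also reflect the amount of tRNA. The comparison of tRNA with the other RNA species is given separately in Fig. 6b and c. The tRNA counts were not analysed here.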

HSP90 is used loading control. **b-c.** heatmap (a) and Log 2-fold change (b) of tRNAs differentially bound to RIG-I upon depletion of OSGEP using shRNAs (shOS#1, shOS#2), compared to shRNA control (shCtrl) (n=3 independent experiments). Source data are provided as a Source Data file.

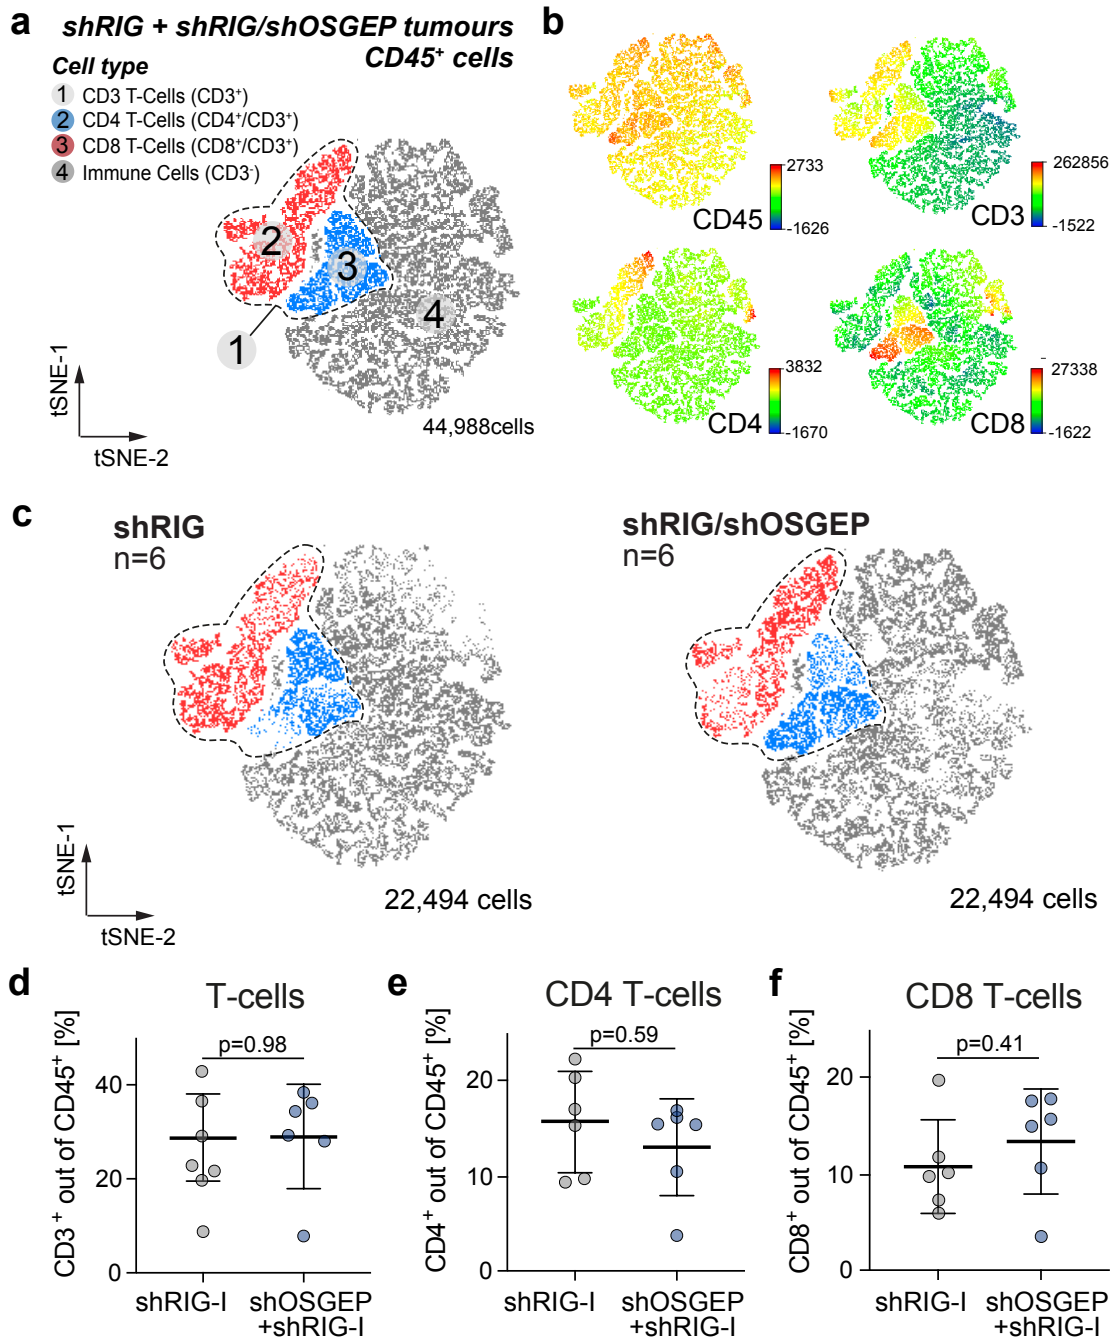

**Supplementary figure 14: RIG-I is necessary for T-cell immune infiltration in OSGEP depleted tumours.**

**a.** t-Distributed stochastic neighbor embedding (SNE) representation of T cell population infiltration from 44,988 cells isolated from shRIG and ShRIG/OSGEP tumours (n=3). **b.** t-SNE representation of CD45, CD3, CD4 and CD8 population in B16F10 tumours depleted for shRIG or shRIG/OSGEP. **c.** as in a, but shRIG and shRIG/shOSGEP conditions shown independently (22,494 cells each). **d.** Quantification of FACS analysis of CD3<sup>+</sup> T cells in

B16F10 shOSGEP and shRIG/OSGEP tumours. **e.** Quantification of FACS analysis of CD4<sup>+</sup> T cells in B16F10 shOSGEP and shRIG/OSGEP tumours. **f.** Quantification of FACS analysis of CD8<sup>+</sup> T cell in B16F10 shOSGEP and shRIG/OSGEP tumours. Data are reported as mean +/- SD (d,e,f). Unpaired two-tailed t-test (d,f). Mann Whitney test (e). Exact p-values are indicated. Source data are provided as a Source Data file.

## Uncropped Western Blots of Supplementary Figures

### Supplementary figure 7d

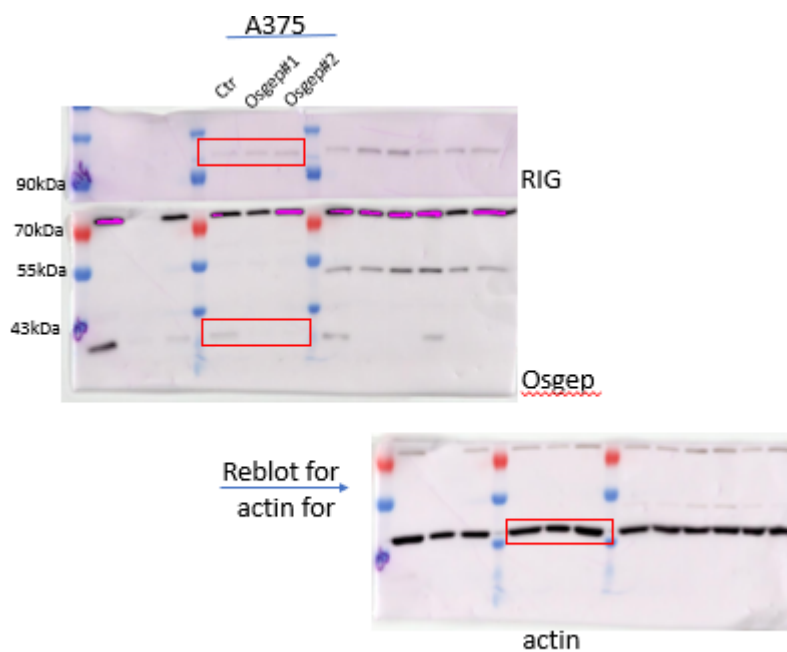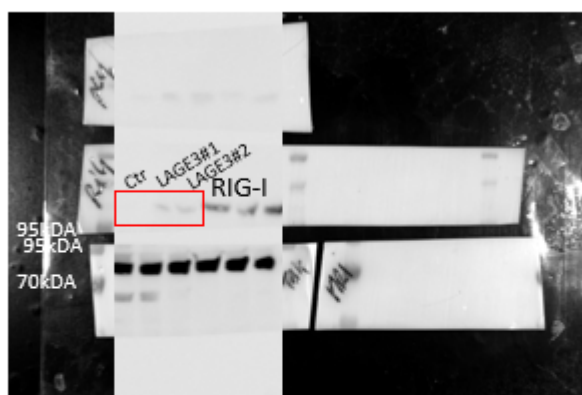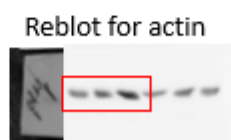

## Supplementary figure 7f

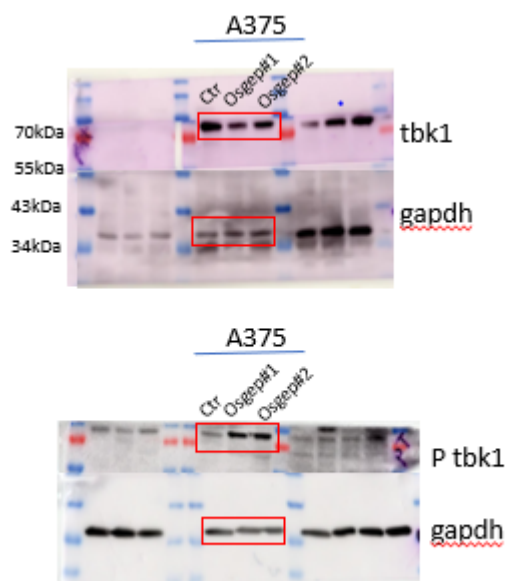

## Supplementary figure 7g

7g

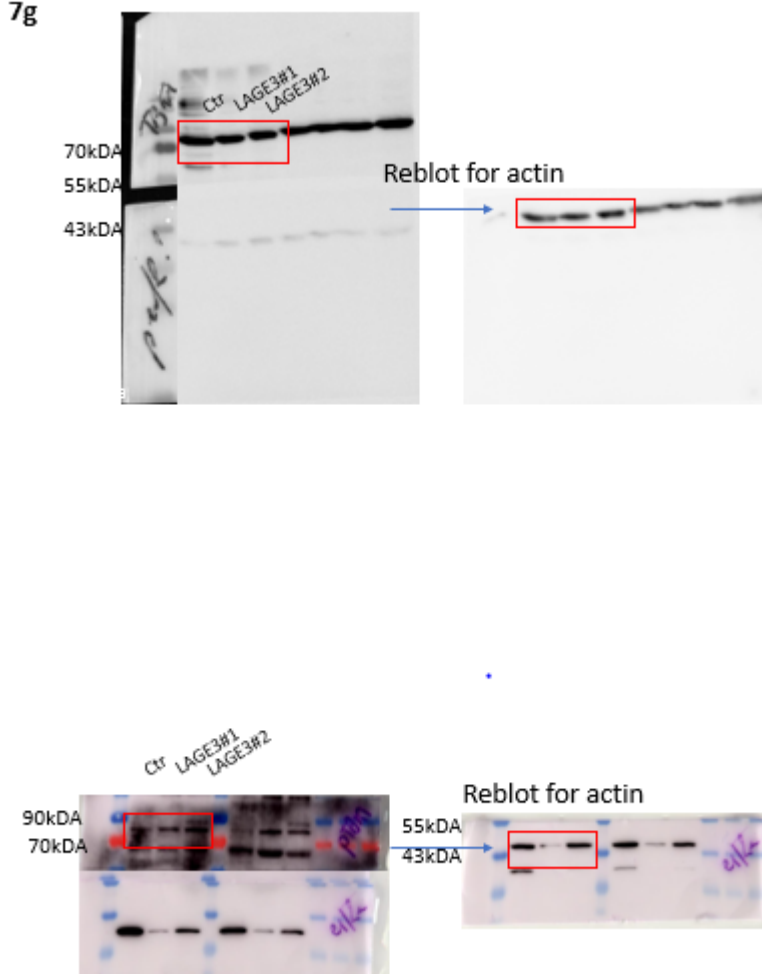

Supplementary figure 11a

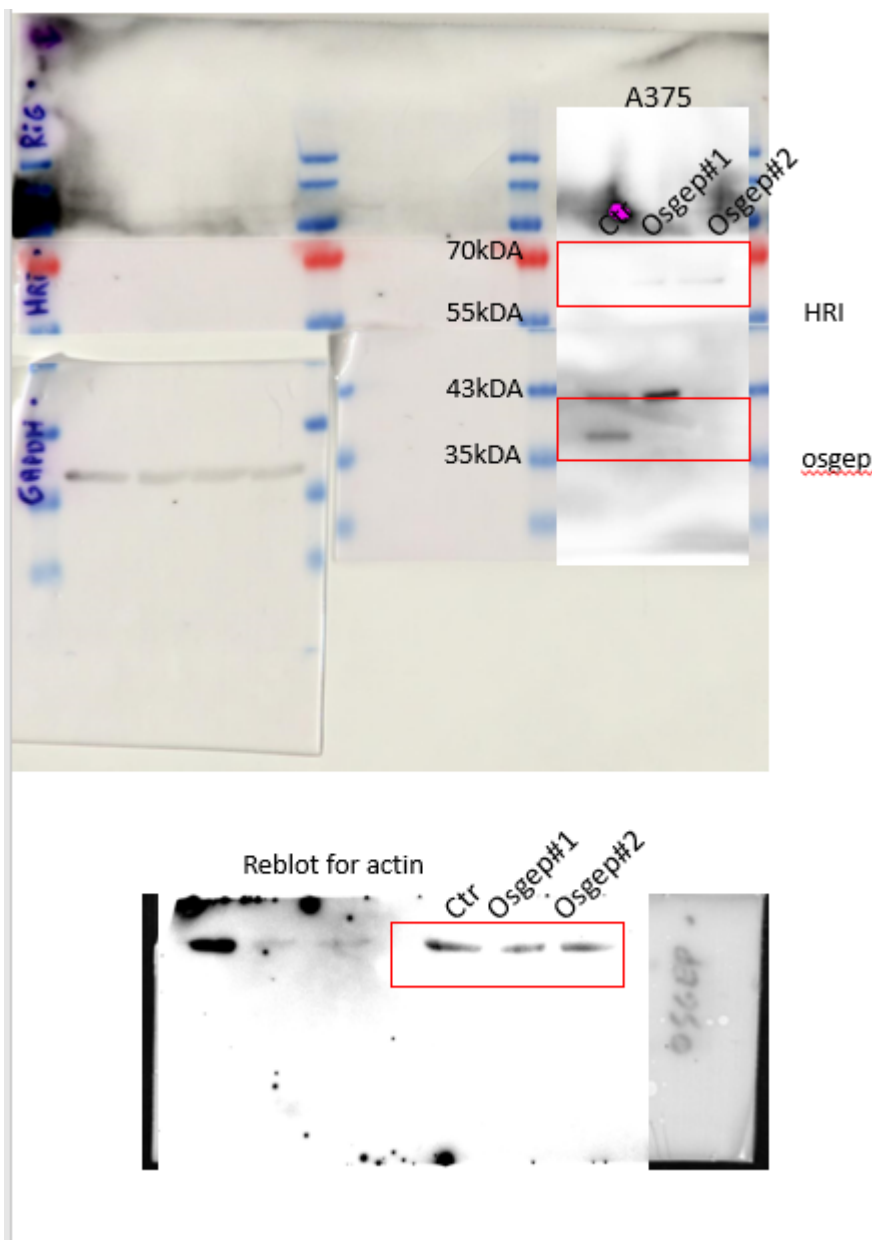

Supplementary figure 11b

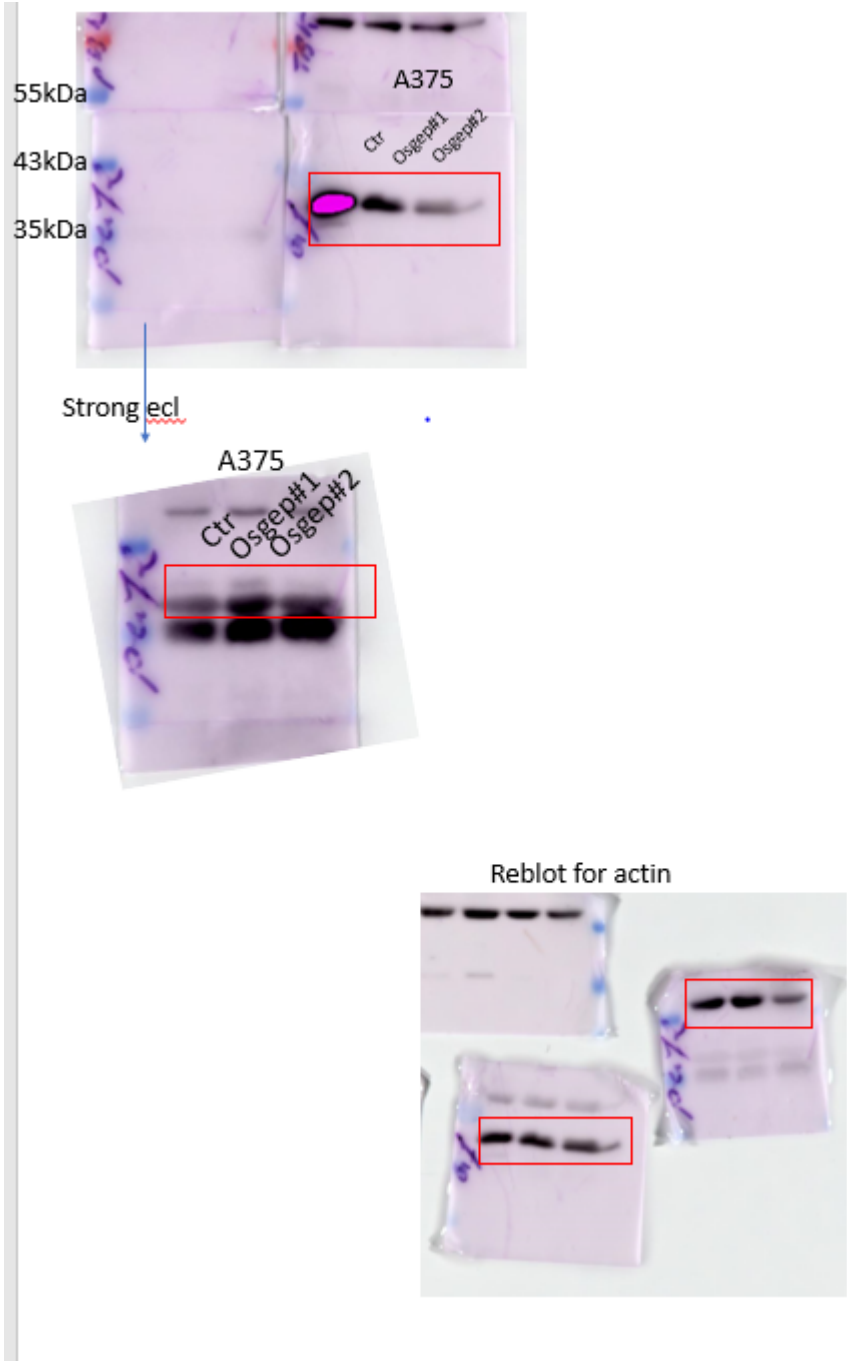

**Supplementary figure 11c**

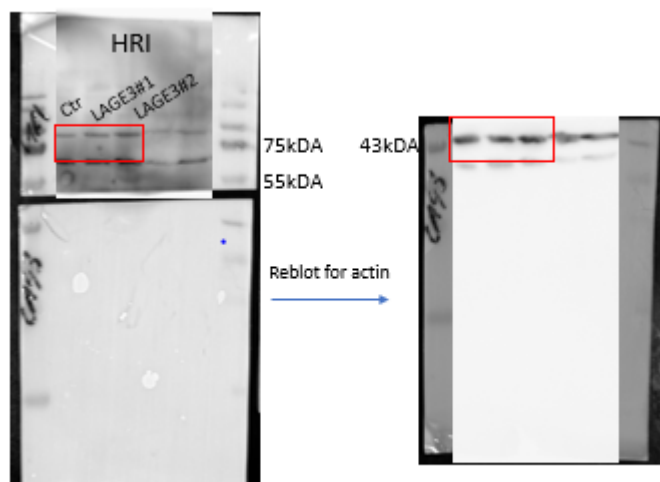

Supplementary figure 11d

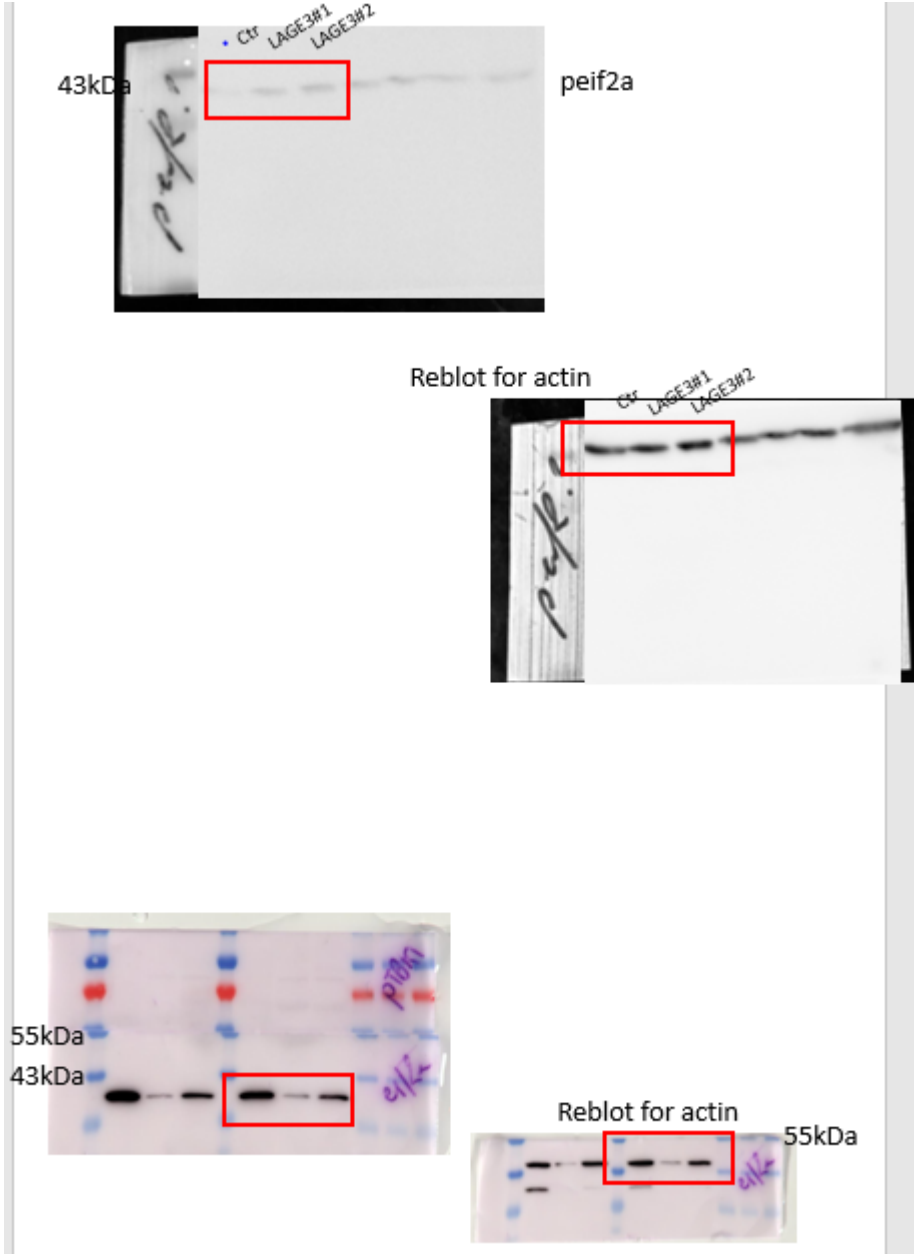

Supplementary figure 11e

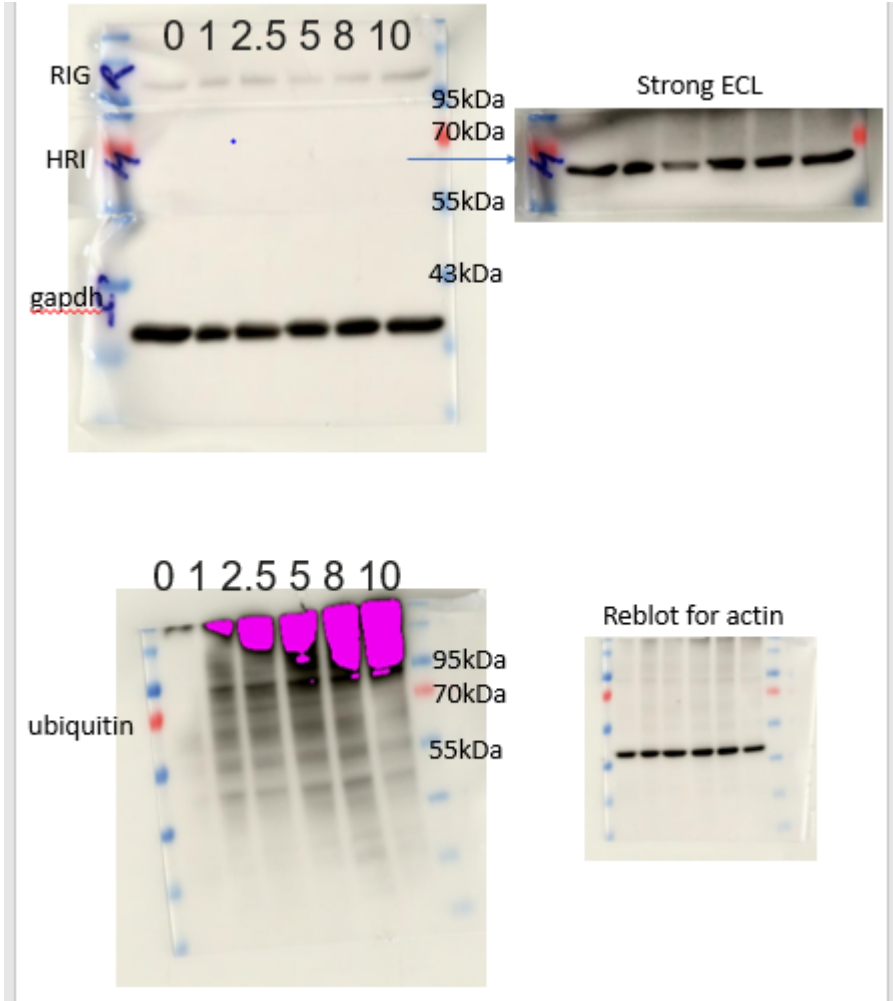

Supplementary figure 11f

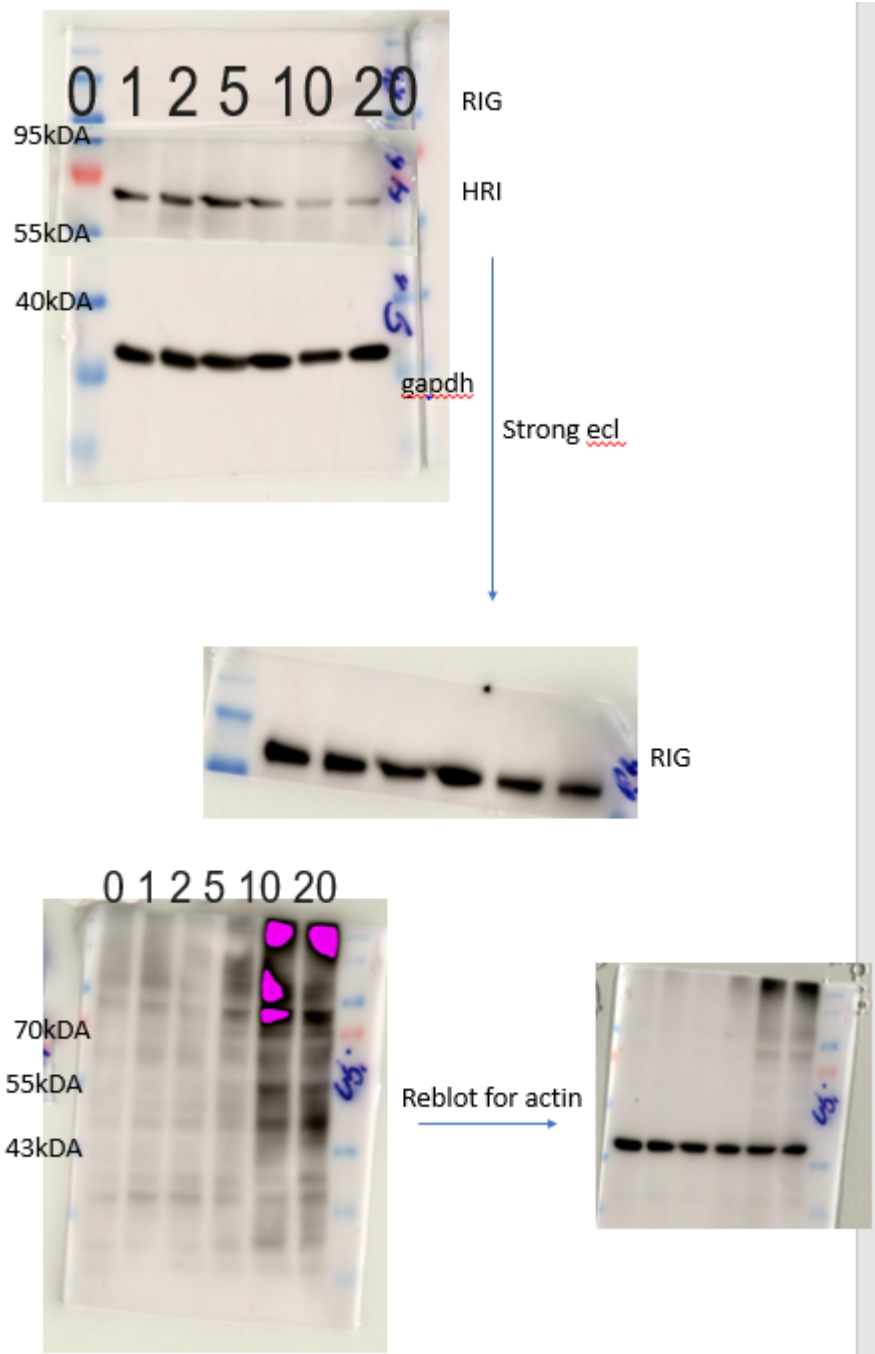

Supplementary figure 11g

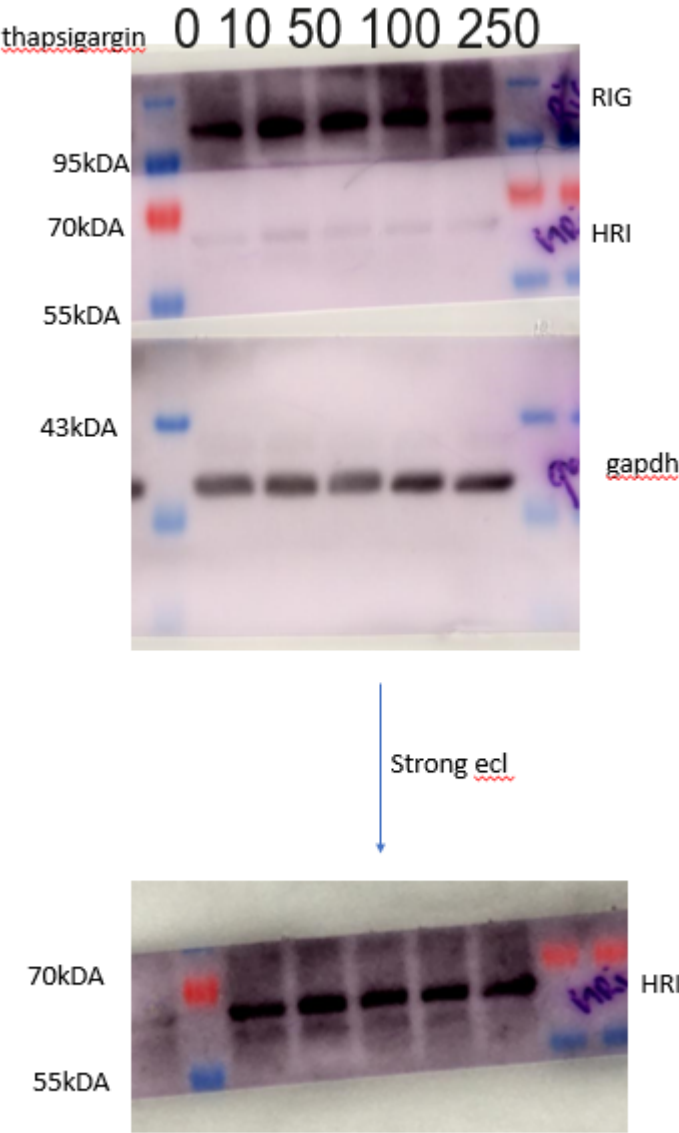

Supplementary figure 11h

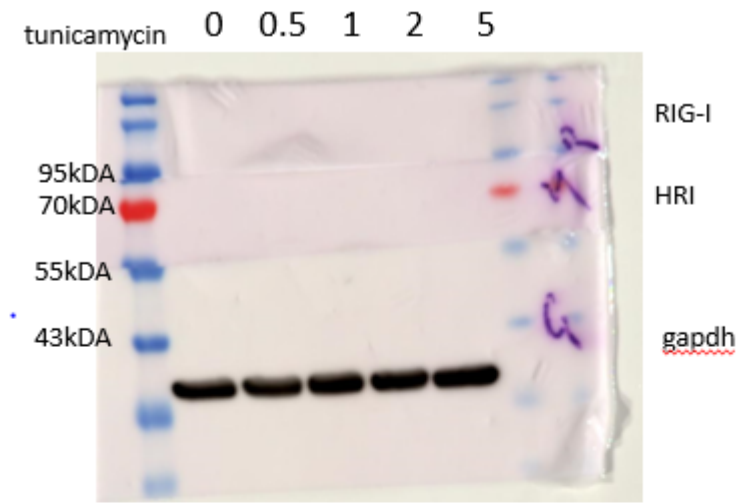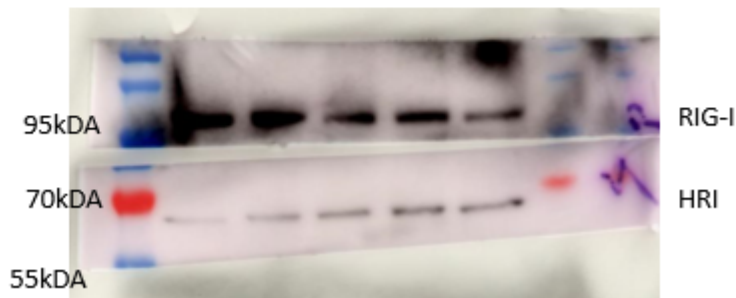

Supplementary figure 12e

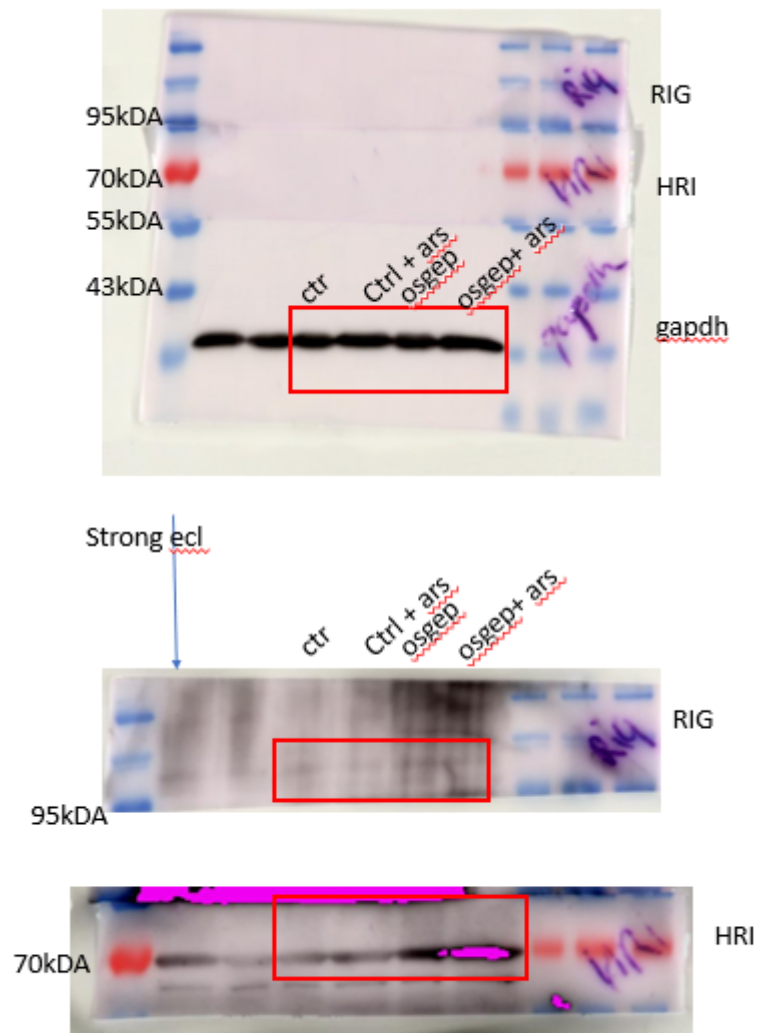

**Supplement:** Supplementary file 1 — Supplementary information

# Supplementary material for: Disruption of tRNA threonylation triggers RIG-I mediated anti-tumour immune response
**Source:** Nat Commun. 2026 Feb 25;17:3145. doi: 10.1038/s41467-026-69964-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Dataset 1:** TPA expression in B16F10 melanoma cell line transduced with shRNA targeting OSGEP compared to control shRNA. pValue using the t-test are shown.

**Supplementary Dataset 2:** Significant MSigDB terms for DEGs among shRNA targeting OSGEP versus shRNA CTR in B16F10 melanoma cell line. p-value: Random permutations (1000x).

**Supplementary Dataset 3:** levels of tRNA modifications in B16F10 melanoma cells transduced with shRNA#2 targeting OSGEP compared to control shRNA. p-value using the t-test are shown.

**Supplementary Dataset 4:** Quantitative proteomics of extracted aggregates B16F10 cells infected with shRNA targeting CTR or OSGEP.

**Supplementary Dataset 5:** Proteins uniquely found in shCTR or shOSGEP B16F10 cells protein aggregates, and list of 78 proteins selected.

**Supplementary Dataset 6:** Log2FC ribosome codon occupancy of B16F10 cells transduced with shRNA targeting OSGEP or CTR (E, P, A, 1, 2, 3 = translational site of the ribosome).

**Supplementary Dataset 7:** Reagents used in this study.

# Supplementary material for: Disruption of tRNA threonylation triggers RIG-I mediated anti-tumour immune response
**Source:** Nat Commun. 2026 Feb 25;17:3145. doi: 10.1038/s41467-026-69964-2
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

For ribosome profiling : Mus musculus transcriptome was retrieved (GRCm39) in ENSEMBL- For RNA-seq : Mus musculus genome was retrieved (GRCm38) in ENSEMBL- Proteomics : SwissProt database limited to Mus Musculus taxonomy (17038 sequences, June 2020) - tRNA analysis in RIG-IP : GRCm39, tRNAs reference genome (GRCm39) obtained from the Genomic tRNA database (GtRNAdb 2.0)

## Data analysis

Open-source softwares such as STAR, DESeq2 have been used to analyse omics data. See extensive list in the 'Code availability section'. Python (v.3.8.1), bash and R languages have been used to integrate these tools for the dedicated analysis. Statistical analysis have been performed using GraphPad .

## Code availability

TrimGalore ! [https://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)  
 Bismark (version 0.22.3) <https://www.bioinformatics.babraham.ac.uk/projects/bismark/>  
 RSamtools <https://bioconductor.org/packages/release/bioc/html/Rsamtools.html>  
 GenomicAlignments <https://bioconductor.org/packages/release/bioc/html/GenomicAlignments.html>  
 Pysam <https://github.com/pysam-developers/pysam>

ToppGene <https://toppgene.cchmc.org/>  
 FASTX-Toolkit [http://hannonlab.cshl.edu/fastx\\_toolkit/](http://hannonlab.cshl.edu/fastx_toolkit/)  
 STAR <https://github.com/alexdobin/STAR>  
 DESeq2 <https://bioconductor.org/packages/release/bioc/html/DESeq2.html>  
 EdgeR <https://bioconductor.org/packages/release/bioc/html/edgeR.html>  
 GSVA <https://www.bioconductor.org/packages/release/bioc/html/GSVA.html>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Proteomics data: The mass spectrometry data have been deposited in ProteomeXchange with the primary accession code : PXD059835

Ribosome sequencing: Gene Expression Omnibus; accession number : GSE286704

RNA sequencing: Gene Expression Omnibus; GSE286709

RNA sequencing after IP-RIG : Gene Expression Omnibus; GSE286715

Spatial transcriptomic dataset: GSE316760

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

sex and gender was not considered in our study

Reporting on race, ethnicity, or other socially relevant groupings

race, ethnicity and other socially relevant groupings were not considered

Population characteristics

human samples were patient presenting cutaneous melanoma

Recruitment

human samples were patient presenting cutaneous melanoma. No specific other selection criteria was applied.

Ethics oversight

The human study sample project was reviewed and approved by Research Ethics Committee and NHS Health Research Authority (IRAS project ID: 216310 REC reference: 16/LO/2098), sponsored by the University of Manchester.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Animal sample size experiment was assessed by Web Power. For the other experiments, no sample size calculation was performed.

|                 |                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | Concerning mice experiment, we performed ROUT test on GraphPad Prism to identify outliers                                        |
| Replication     | All experiments were performed with at least 2 biological replicates. The exact number of replicates is stated in figure legends |
| Randomization   | Randomization was not performed, experiments were done in cell lines or xenografts were randomization is not applicable.         |
| Blinding        | Xenograft experiments were not performed in blind as these experiments are conducted for explorative purposes.                   |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |

## Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

## Field conditions

Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).

## Location

State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).

## Access &amp; import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

## Disturbance

Describe any disturbance caused by the study and how it was minimized.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

- |                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

- |                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

All antibodies and their dilutions used in this study are listed in the supplementary table 6 : Anti- $\beta$ -Actin–Peroxidase, Alpha-Tubulin mono clone B-5-1-2, cGAS (D1D3G) ,eIF2 alpha Phospho-eIF2 alpha (Ser 51), GAPDH Antibody (FL-335), HRI (D-12), Hsp90 alpha/beta (H-114), IRF-3 (FL-425) ,MDA-5 (D74E4), OSGEP ,Phospho-STING (Ser365) (D8F4W), P-TBK1/NAK (S172) (D52C2) XP (R ) ,Rig-I (D14G6) ,STING (D2P2F) ,TBK1/NAK ,ECL™ anti-mouse IgG, HRP-linked whole Ab ECL™, anti-rabbit IgG, HRP-linked whole Ab ,IRF-3 (FL-425), DAPI CD3-epsilon sp7, Rig-I (D14G6) ,G3BP1, Monoclonal Proteostat® Aggresome, KI-67 ,Cleaved Caspase-3 (Asp147, 5A1E), RIG-1 ,CD45 CD8, CD3, CD4, CD19 ,F4/80, Ly-6G, NK1.1, TNFa, INFg ,7AAD

Here the table

actin Anti- $\beta$ -Actin–Peroxidase rabbit sigma A3854 WB 1/10000  
a-TUBULIN Alpha-Tubulin mono clone B-5-1-2 Mouse Sigma T6074 WB 1/1000  
cGAS cGAS (D1D3G) rabbit cell signaling 15102S WB 1/1000  
eIF2 alpha eIF2 alpha rabbit cell signaling 9722 WB 1/1000  
eIF2 alpha (P) Phospho-eIF2 alpha (Ser 51) rabbit cell signaling 99721s WB 1/800  
GAPDH GAPDH Antibody (FL-335) Rabbit Santa Cruz sc-25778 WB 1/1000  
HRI HRI (D-12) mouse santa cruz sc-365239 WB 1/1000  
HSP90 Hsp90 alpha/beta (H-114) Rabbit Santa-Cruz sc-7947 WB 1/1000  
IRF-3 IRF-3 (FL-425) rabbit santa cruz sc-9082 WB 1/800  
MDA-5 MDA-5 (D74E4) rabbit cell signaling 5321S WB 1/1000  
OSGEP OSGEP mouse novusbio NBP2-00823 WB 1/800  
p-STING Phospho-STING (Ser365) (D8F4W) rabbit cell signaling 72971S WB 1/1000  
p-TBK1 P-TBK1/NAK (S172) (D52C2) XP (R ) Rabbit cell signaling 5483S WB 1/800  
RIG-1 Rig-I (D14G6) rabbit cell signaling 3743T WB 1/1000  
STING STING (D2P2F) rabbit cell signaling 13647S WB 1/1000  
TBK1 TBK1/NAK rabbit cell signaling 3013S WB 1/800  
mouse secondary ECL™ anti-mouse IgG, HRP-linked whole Ab Sheep CiteAb NA931V WB 1/3000  
rabbit secondary ECL™ anti-rabbit IgG, HRP-linked whole Ab Sheep CiteAb NA934V WB 1/3000  
IRF3 IRF-3 (FL-425) rabbit santa cruz sc-9082 IF 1/200  
DAPI DAPI N/A sigma D9542 IF 1/10000  
CD3 CD3-epsilon sp7 rabbit abcam ab16669 IF 1/200

RIG RIG-I (D14G6) rabbit Invitrogen 700366 IF 1/100  
 G3BP1 G3BP1 Monoclonal mouse Proteintech 66486-1-Ig IF 1/250  
 Aggregats Proteostat® Aggresome N/A ENZO PADR-A10C IF 1/1000  
 KI-67 KI-67 mouse BD Biosciences 550609 IHC 1/200  
 Cleaved Caspase-3 Cleaved Caspase-3 (Asp147, 5A1E) rabbit Cell Signaling 9661 IHC 1/400  
 RIG-1 RIG-1 rabbit Invitrogen 700366 IHC 1/100  
 CD45 CD45 mouse Milteny 130-110-665 Flow 1/50  
 CD8 CD8 mouse Milteny 130-119-123 Flow 1/50  
 CD3 CD3 mouse Milteny 130-119-793 Flow 1/50  
 CD4 CD4 mouse Milteny 130-110-802 Flow 1/50  
 B cells CD19 mouse Milteny 130-111-888 Flow 1/50  
 Macrophages F4/80 mouse Milteny 130-116-499 Flow 1/50  
 Neutrophils Ly-6G mouse Milteny 130-121-438 Flow 1/50  
 NK NK1.1 mouse Milteny 130-120-507 Flow 1/50  
 TNFa TNFa mouse Milteny 130-119-561 Flow 1/50  
 INFg INFg mouse Milteny 130-123-283 Flow 1/50  
 7AAD 7AAD mouse Milteny 130-111-568 Flow 1/50

Validation

Validation of the listed antibodies was performed by the manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

Cell lines source is stated in the material and methods section of the manuscript (Cell culture). B16 were grown in Dulbecco's modified Eagle's medium (DMEM, LONZA) supplemented with 1% glutamine and 1% penicillin-streptomycin and 10% FBS (GIBCO). M1014 were obtained from Lionel Larue (Curie Institute), MM117 and MM011 were provided by were from Pr. G. Ghanem (Institut J. Bordet, Université Libre de Bruxelles) and were grown in HAM's medium supplemented with 10% FBS and 1% penicillin-streptomycin

Authentication

None of the cell lines used were authenticated.

Mycoplasma contamination

Mycoplasma test was performed routinely. Only negative lines are used in the study.

Commonly misidentified lines  
(See [ICLAC](#) register)

None of the used cells are in the misidentified lines.

## Palaeontology and Archaeology

Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Female C57BL/6 and NOD-SCID N (impaired T and B cells, defective NK) were obtained from Charles River. Mice were 6-8 weeks old at the time of the tumour inoculation

Wild animals

no wild animal was used in this study

Reporting on sex

Sex was not considered in the study design.

Field-collected samples

no field collected samples were used in the study.

Ethics oversight

All mouse husbandry and experiments were carried out according to the local ethics committee ULiège under the terms and

## Ethics oversight

conditions of the animal licence #2268.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session (e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Tumors were extracted on day 14 post-injection and dissociated in digestion media (collagenase, FBS, DNase) with GentleMACS using digestion tumor program mTDK2, 37°C for 45min. Staining was performed according to protocols of Transcription factor, intracellular and cell surface staining from Miltenyi's manufacturer. Briefly tumours were filtered through 70µM cell strainer and cells were counted. 1,000,000 tumour cells were stained with 7-AAD viability to exclude dead cells, washed and stained with cell surface antibodies. INFα and TNFα staining was performed using Inside Stain kit (Miltenyi #130-090-47), according to manufacturer's instructions. Briefly, cells were fixed and permeabilized with Fixation/Permeabilization solution during 30 minutes, and stained with the mix of antibodies for 30 minutes in the dark at 4°C.

#### Instrument

BD FACSCanto™ II.

#### Software

using FlowJo Software (Version 10).

#### Cell population abundance

No sorting was performed

#### Gating strategy

gating strategy are provided in supplementary information. t cells were gated on FSC-SCC, doublet were remove (FSC\_A/FSC-H). cell negative for cell death were then gated for CD45. Positive cells to CD45, were gated for CD3. CD3 positive cells were gated for CD4 or CD8.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Magnetic resonance imaging

## Experimental design

|                                 |                                                                                                                                                                                                                                                                   |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | <i>Indicate task or resting state; event-related or block design.</i>                                                                                                                                                                                             |
| Design specifications           | <i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>                                                                  |
| Behavioral performance measures | <i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i> |

## Acquisition

|                               |                                                                                                                                                                                           |
|-------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | <i>Specify: functional, structural, diffusion, perfusion.</i>                                                                                                                             |
| Field strength                | <i>Specify in Tesla</i>                                                                                                                                                                   |
| Sequence & imaging parameters | <i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i> |
| Area of acquisition           | <i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                           |

## Preprocessing

|                            |                                                                                                                                                                                                                                                |
|----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | <i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>                                                                       |
| Normalization              | <i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i> |
| Normalization template     | <i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>                             |
| Noise and artifact removal | <i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>                                                                 |
| Volume censoring           | <i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>                                                                                                                           |

## Statistical modeling & inference

|                                           |                                                                                                                                                                                                                         |
|-------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Model type and settings                   | <i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i> |
| Effect(s) tested                          | <i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>                                                   |
| Specify type of analysis:                 | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both                                                                                                                   |
| Statistic type for inference              | <i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>                                                                                                                  |
| (See <a href="#">Eklund et al. 2016</a> ) |                                                                                                                                                                                                                         |
| Correction                                | <i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>                                                                                     |

## Models & analysis

|                                          |                                                                                                                                          |
|------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                      | Involved in the study                                                                                                                    |
| <input type="checkbox"/>                 | <input type="checkbox"/> Functional and/or effective connectivity                                                                        |
| <input type="checkbox"/>                 | <input type="checkbox"/> Graph analysis                                                                                                  |
| <input type="checkbox"/>                 | <input type="checkbox"/> Multivariate modeling or predictive analysis                                                                    |
| Functional and/or effective connectivity | <i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i> |
| Graph analysis                           | <i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph,</i>                             |

Graph analysis

*subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).*

Multivariate modeling and predictive analysis

*Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.*

# Supplementary material for: Disruption of tRNA threonylation triggers RIG-I mediated anti-tumour immune response
**Source:** Nat Commun. 2026 Feb 25;17:3145. doi: 10.1038/s41467-026-69964-2

Gel from Western Blot FIGURE 3E

B16 PANEL

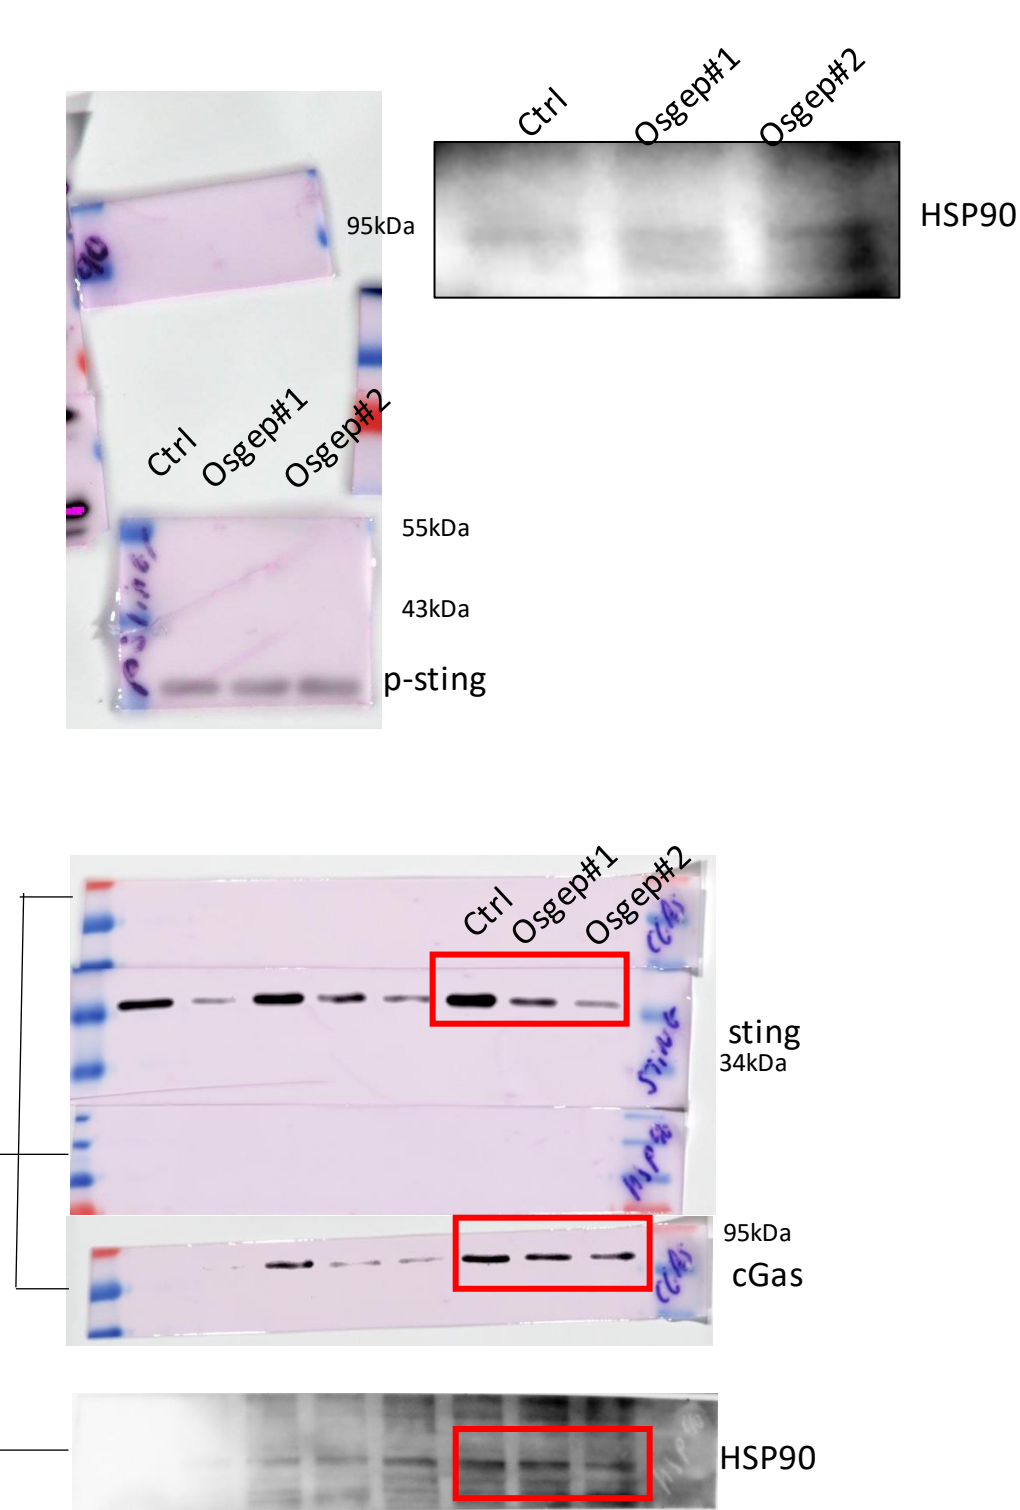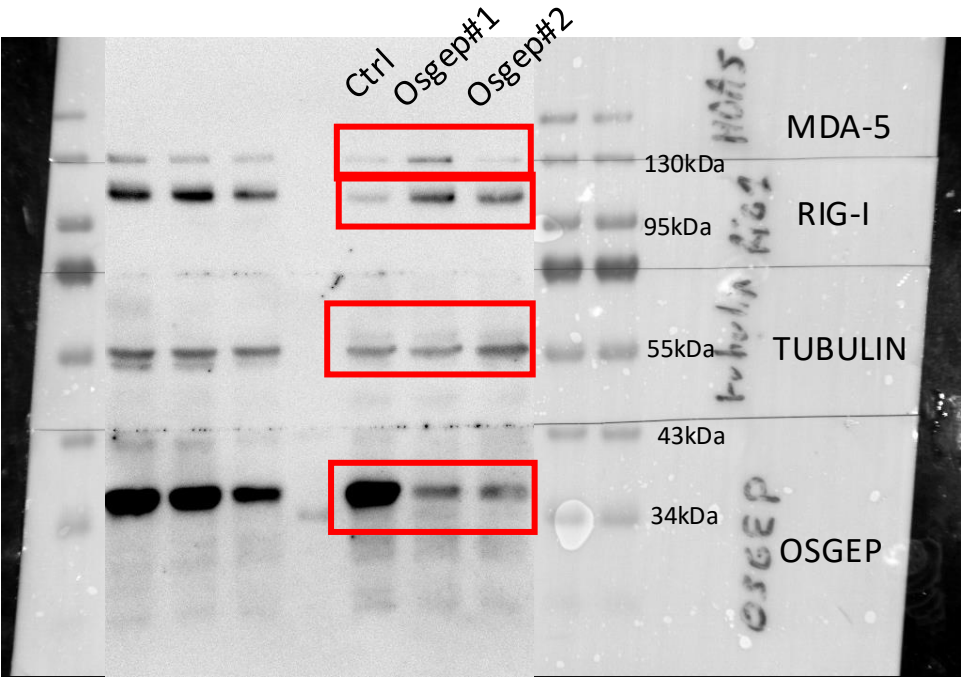

M1014 PANEL

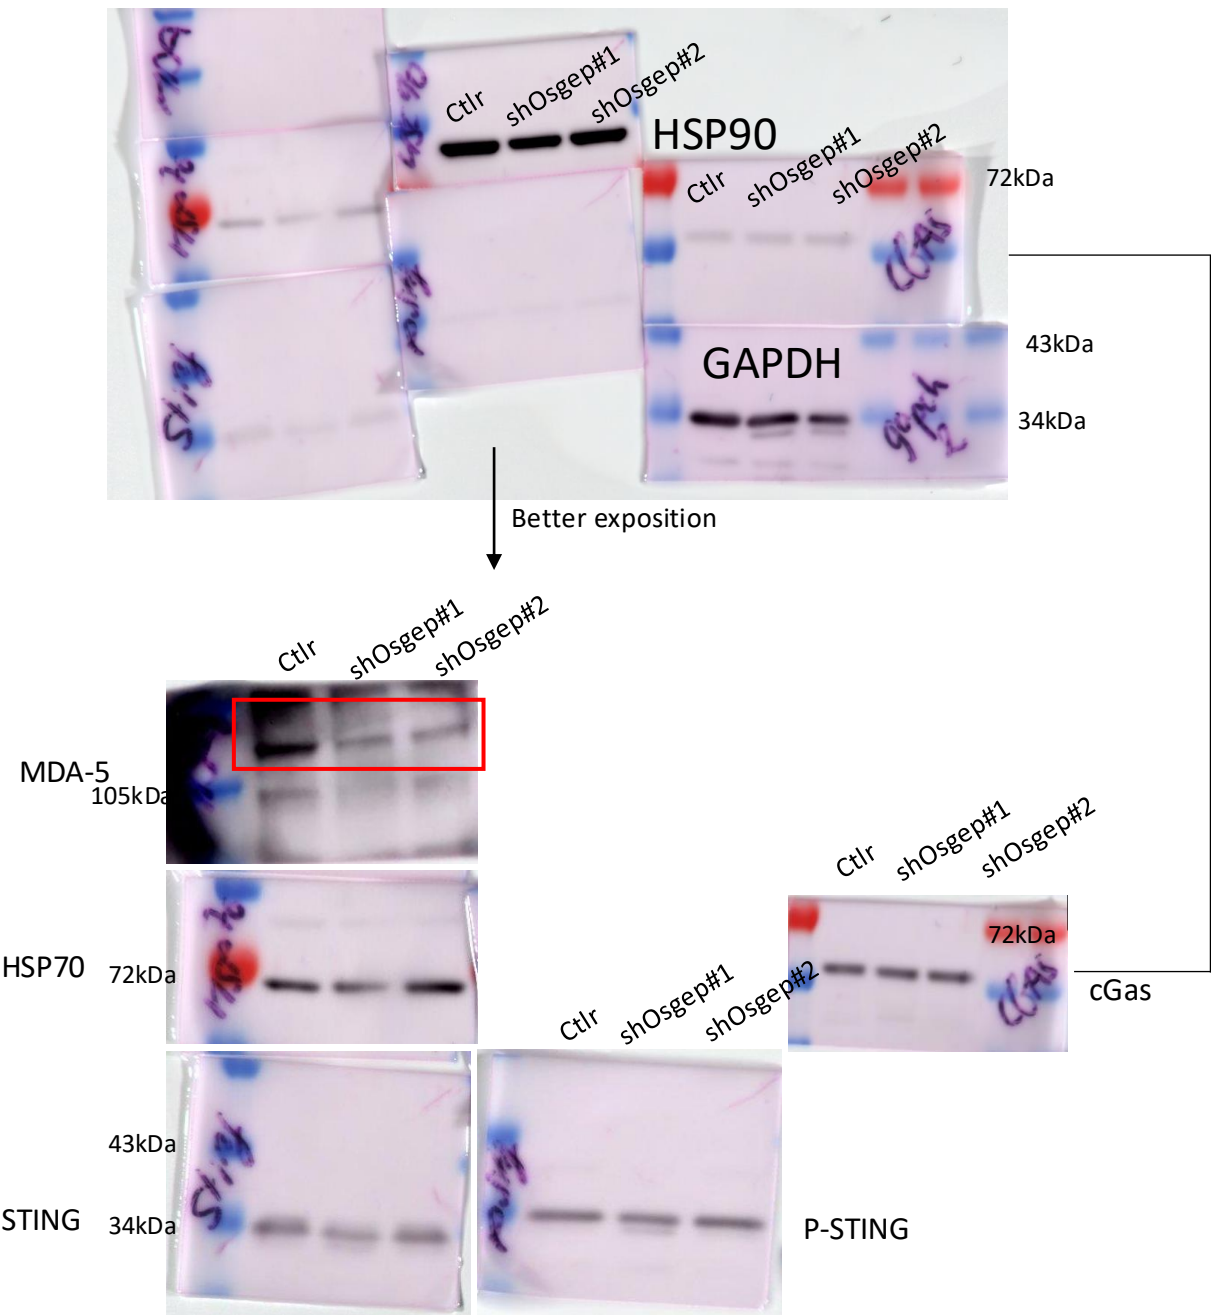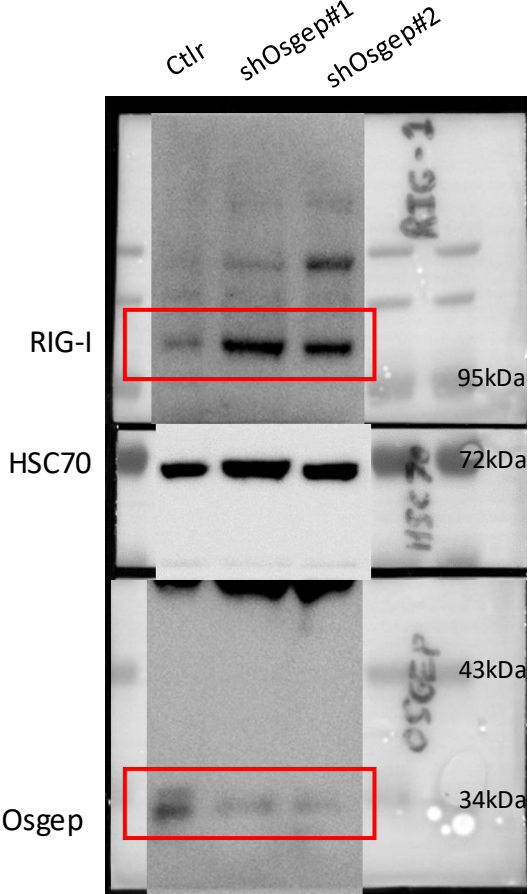

Gel from Western Blot FIGURE 3F

B16 PANEL

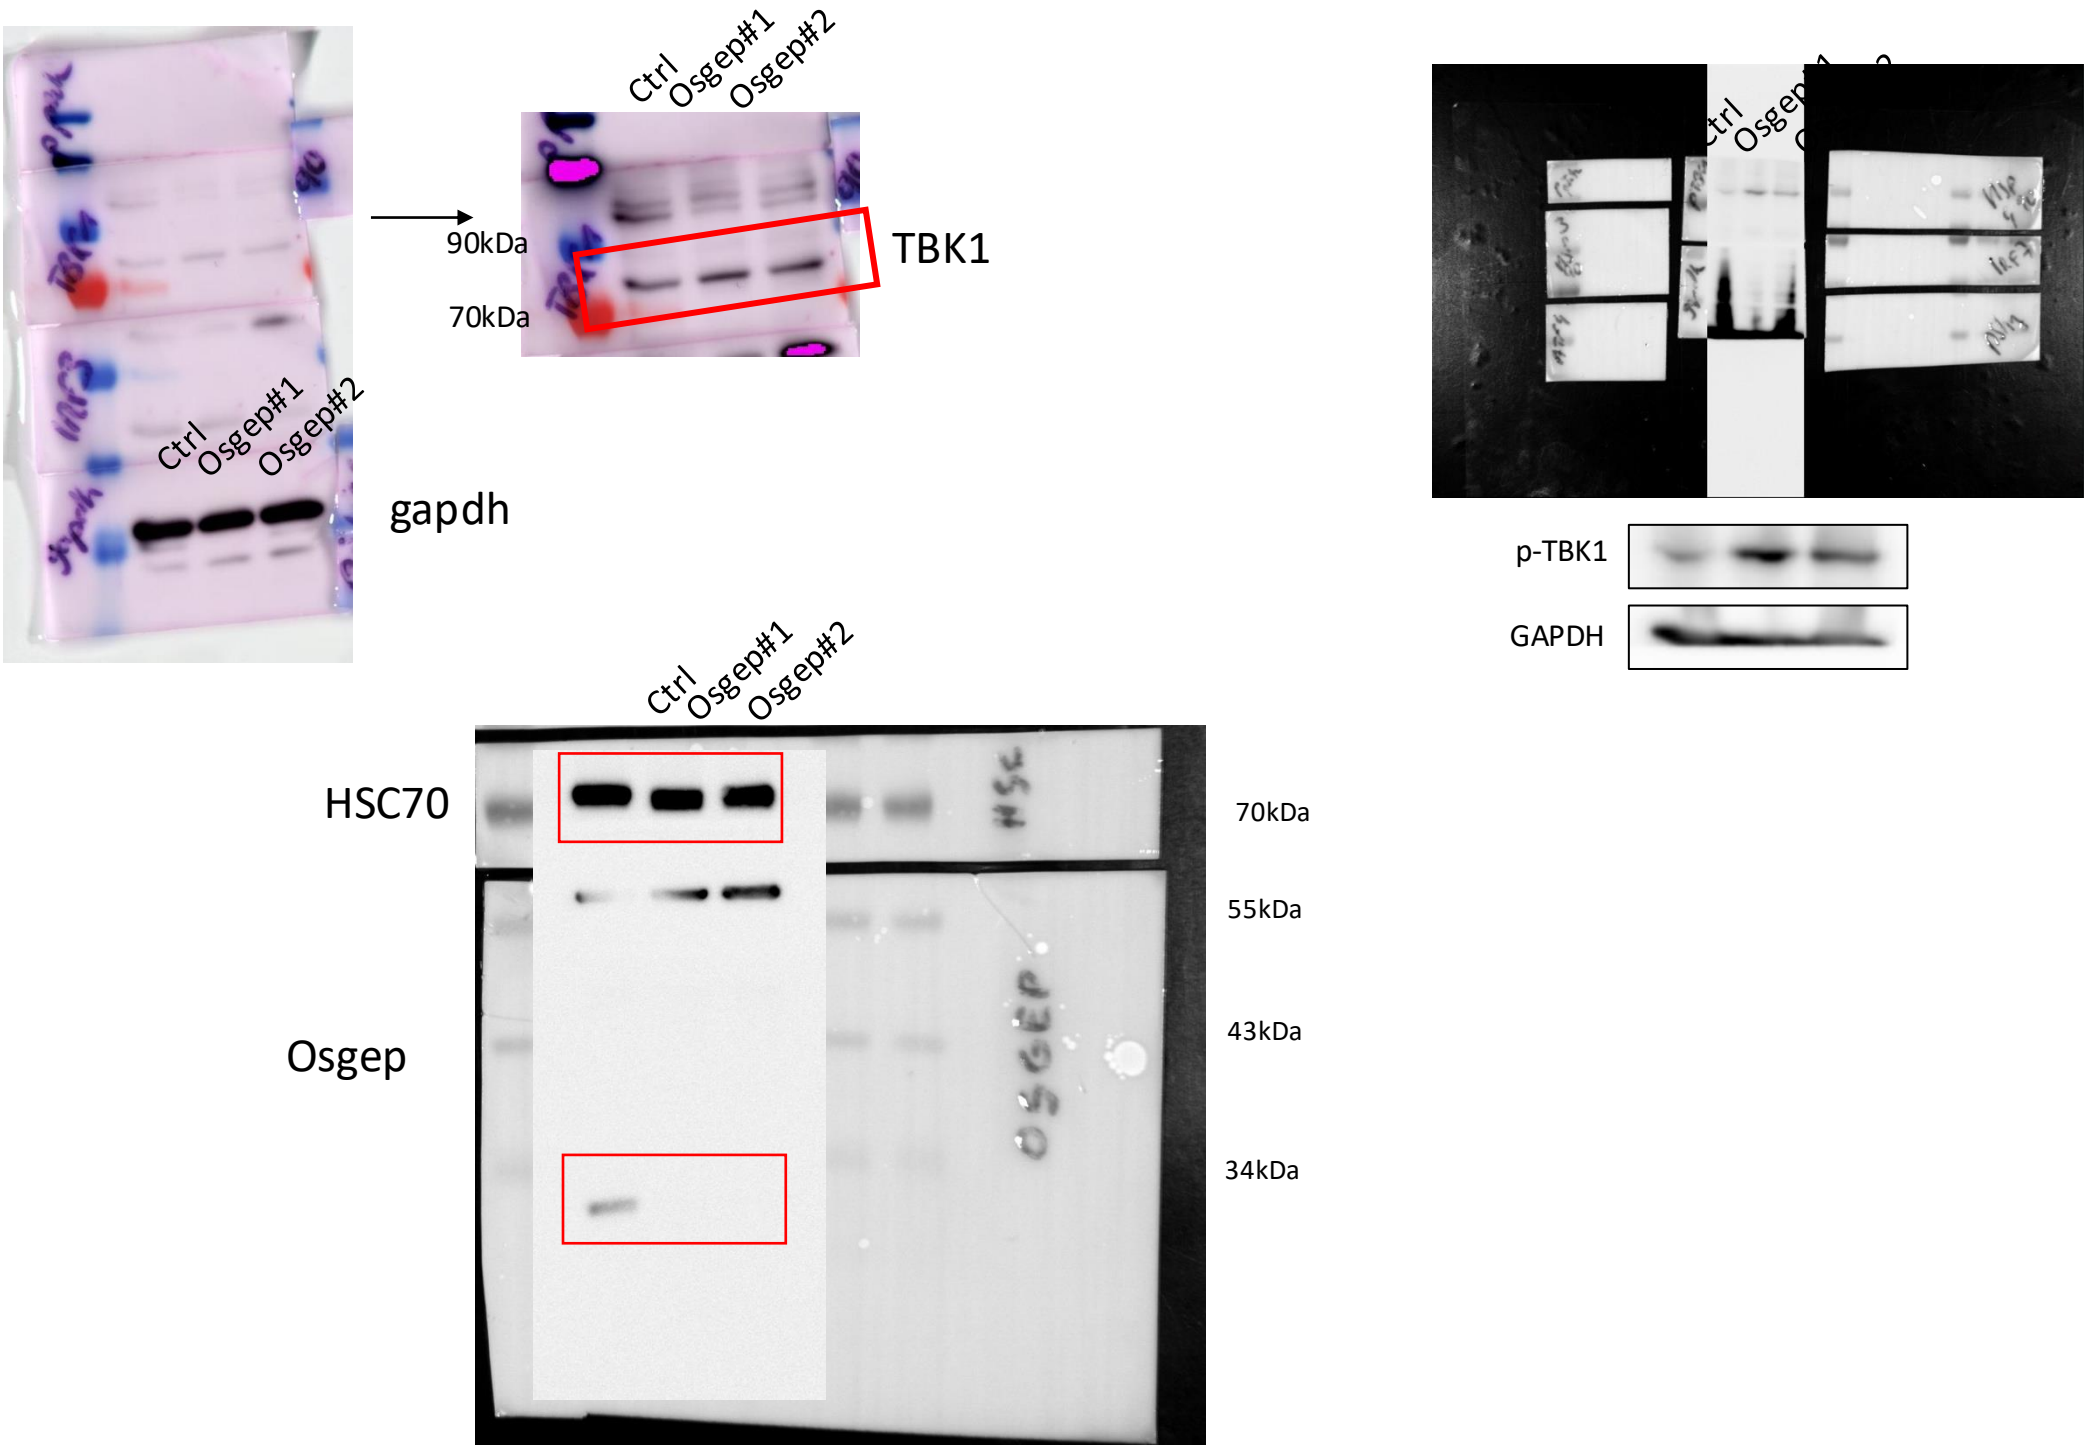

M1014 PANEL

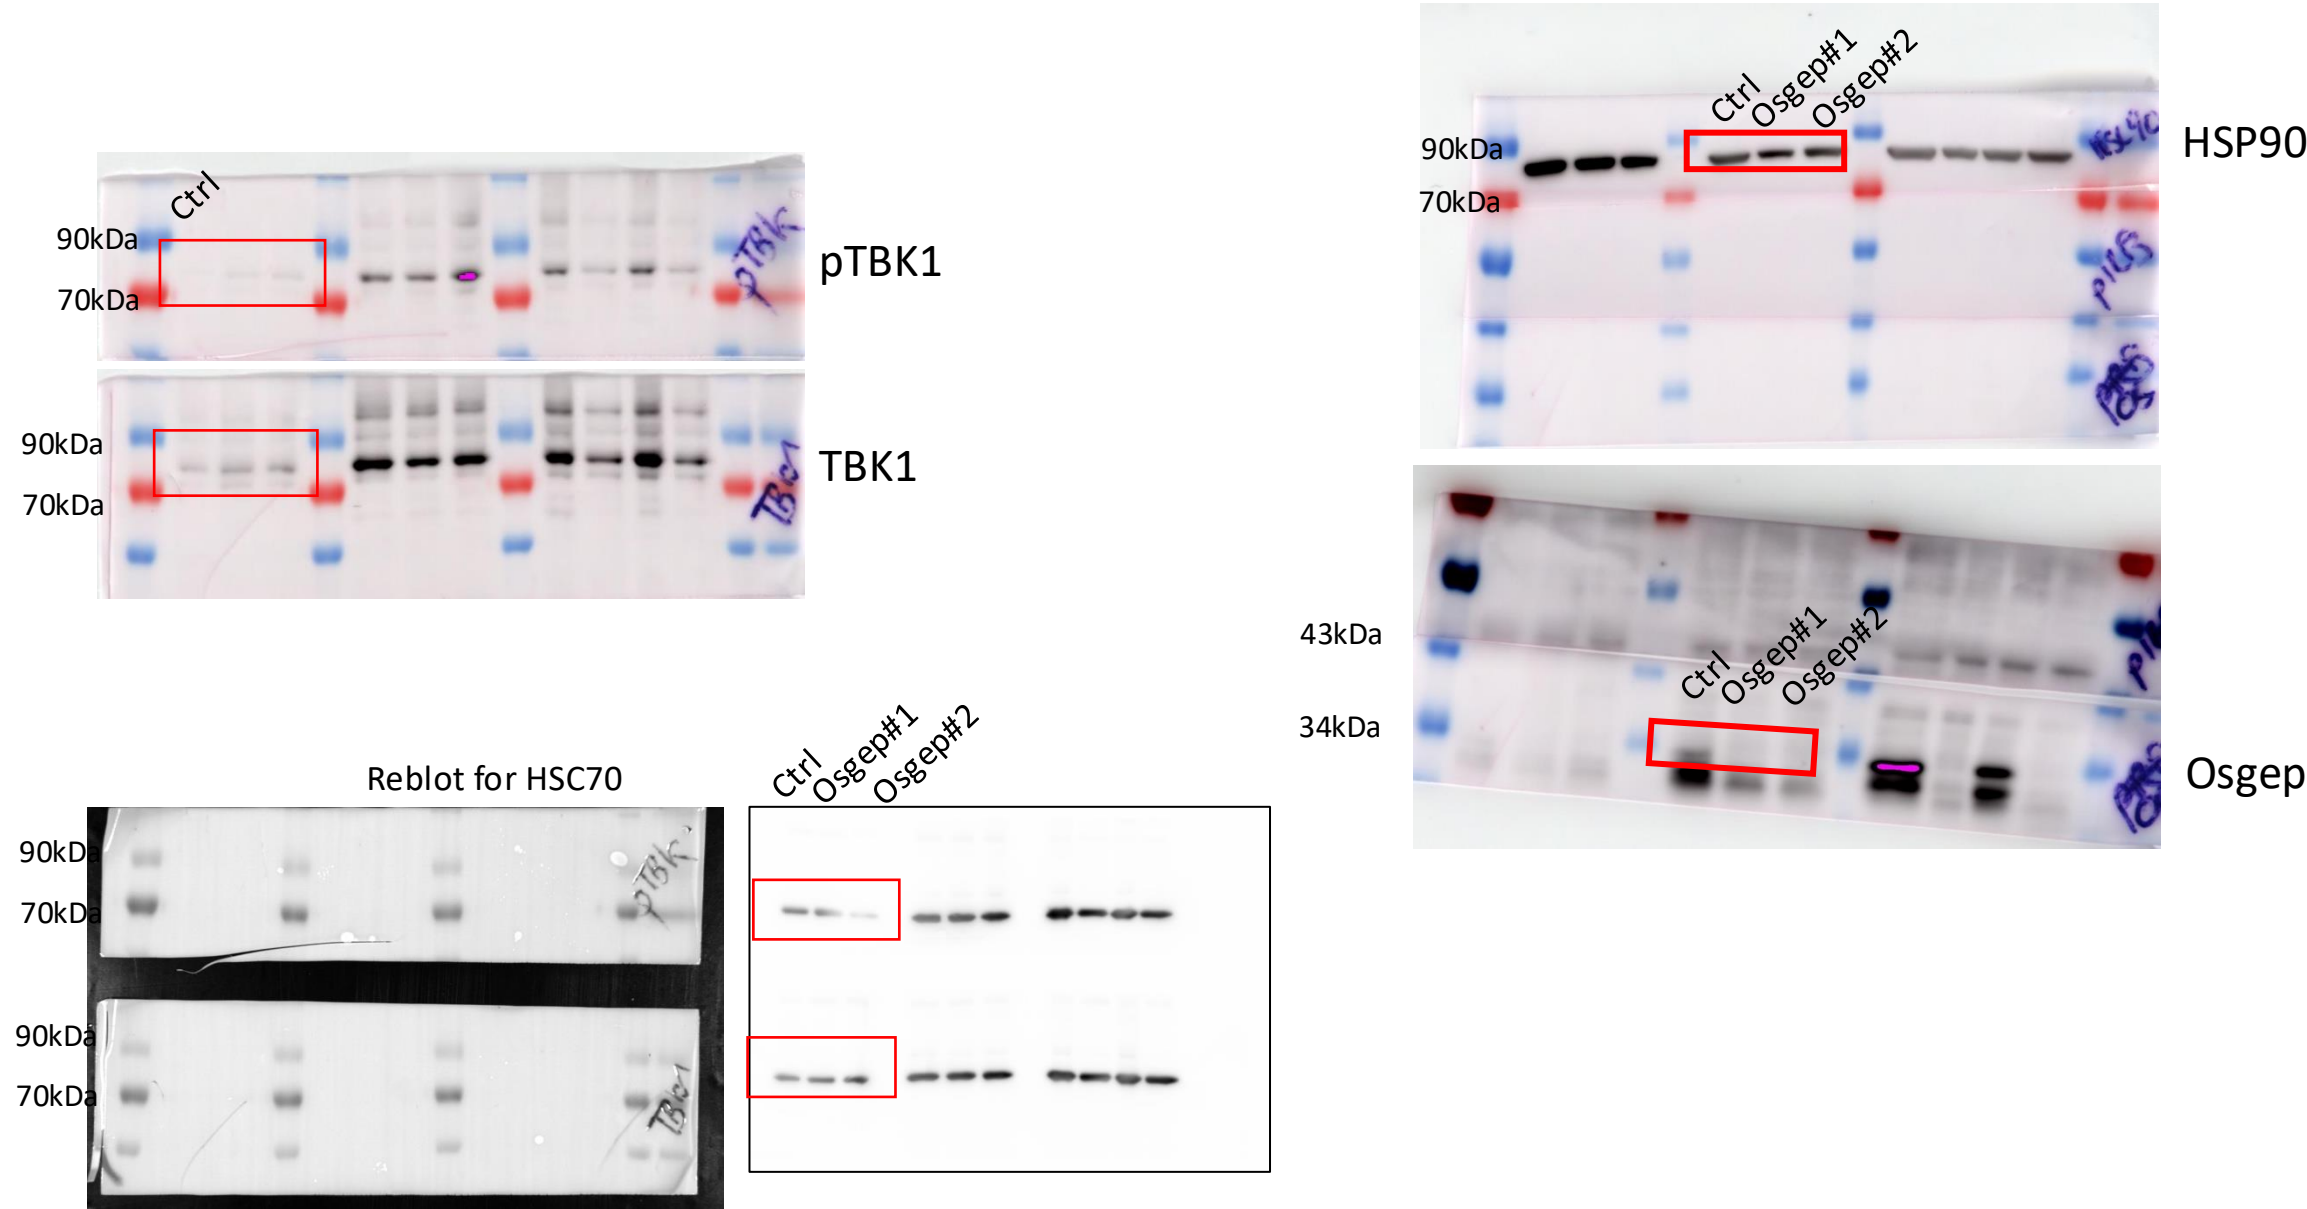

**Gel from Western Blot FIGURE 5A**

**b16**

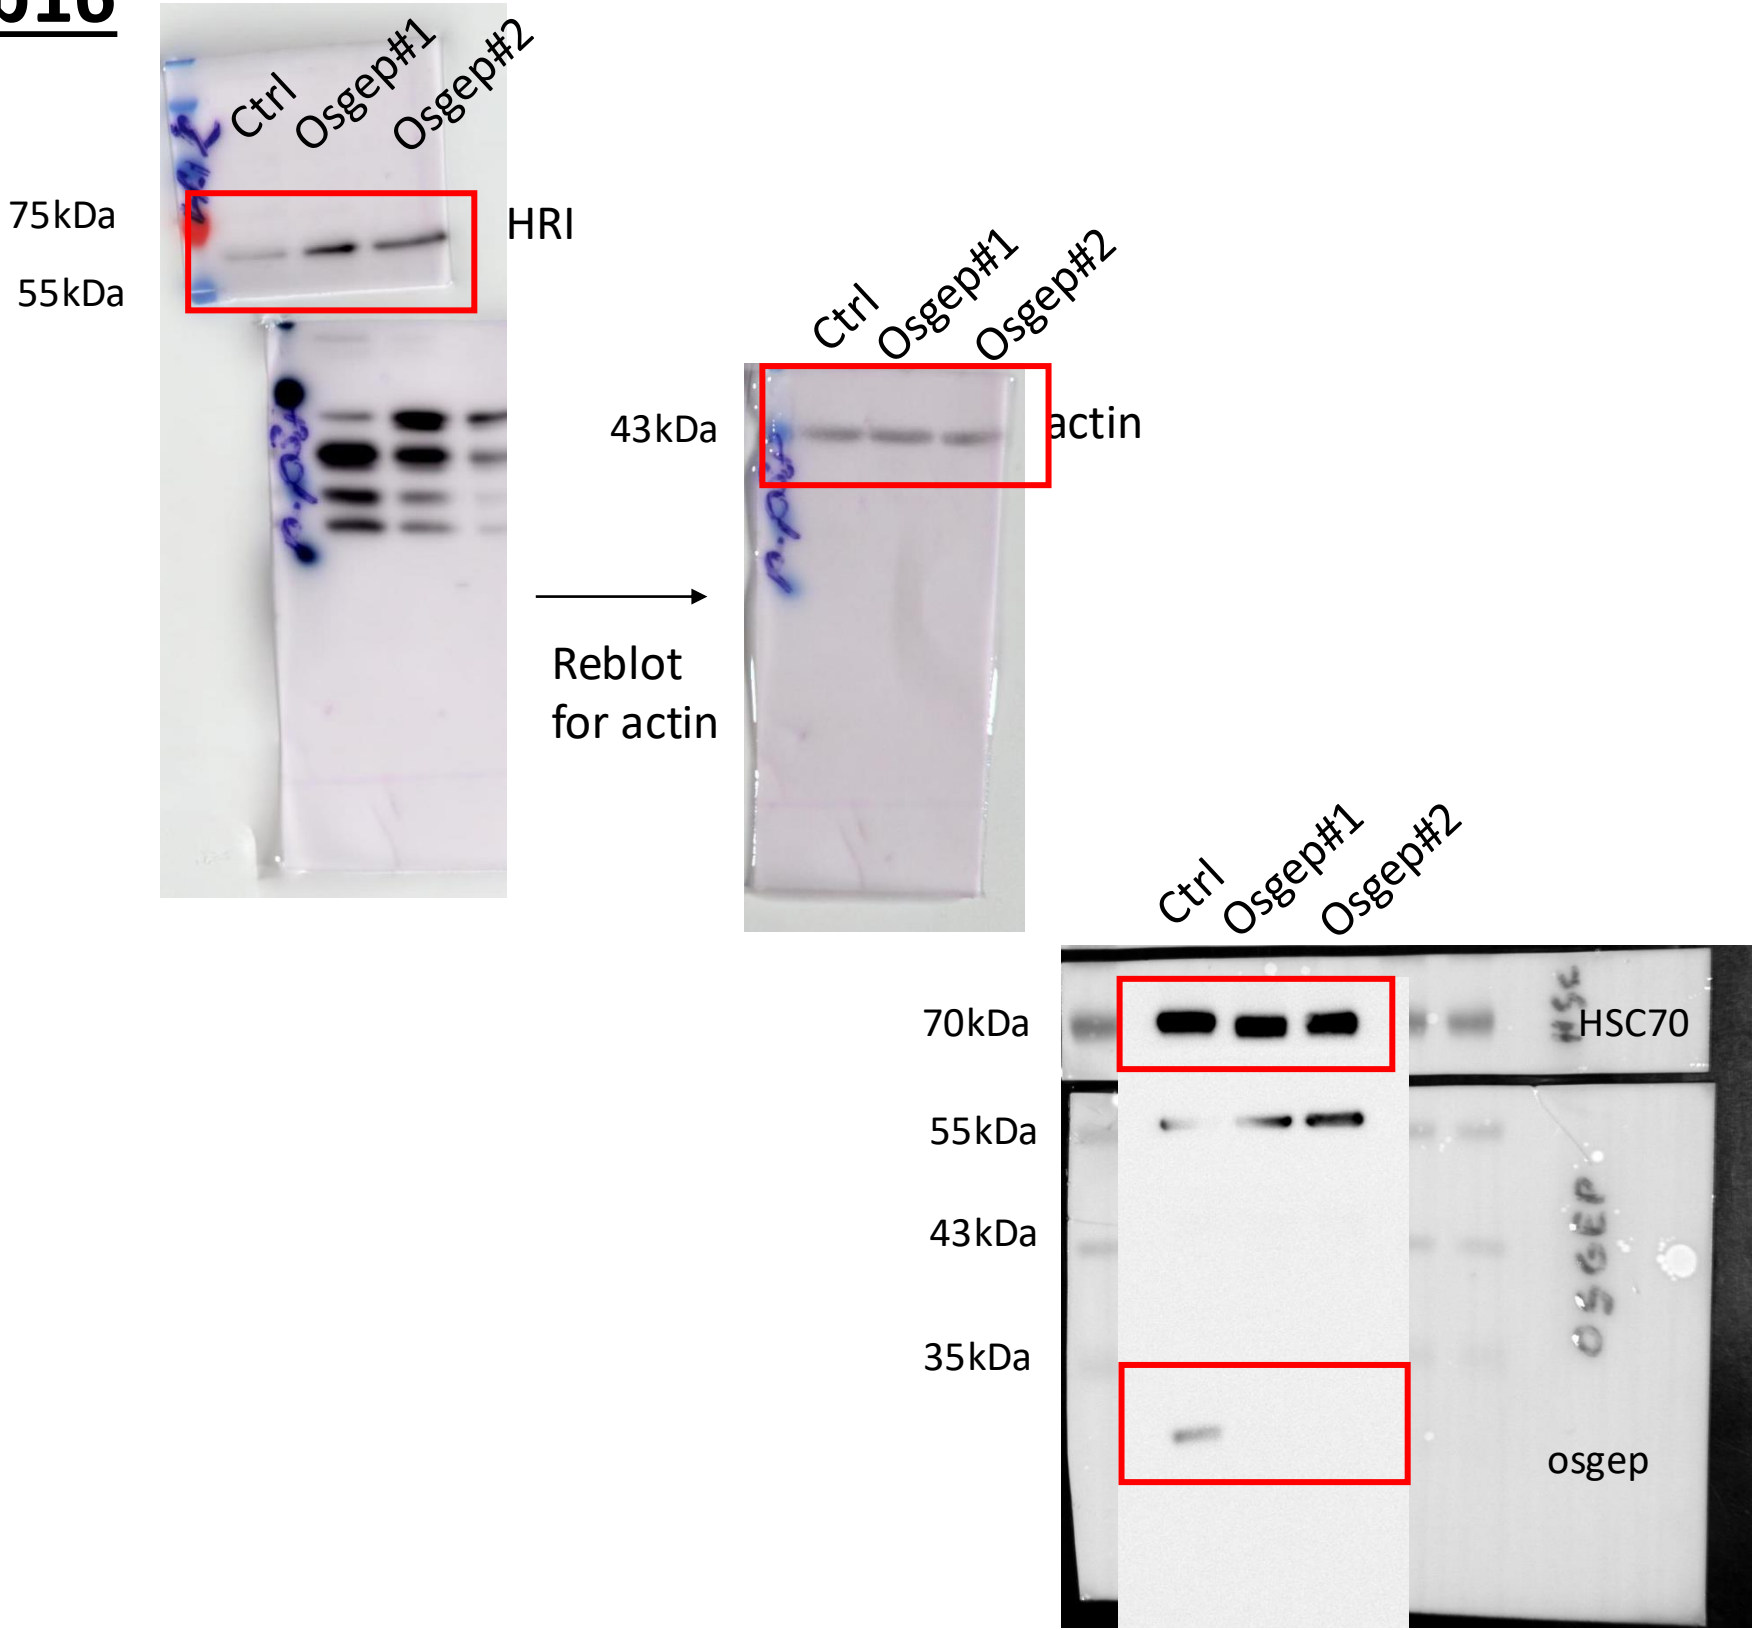

**M1014**

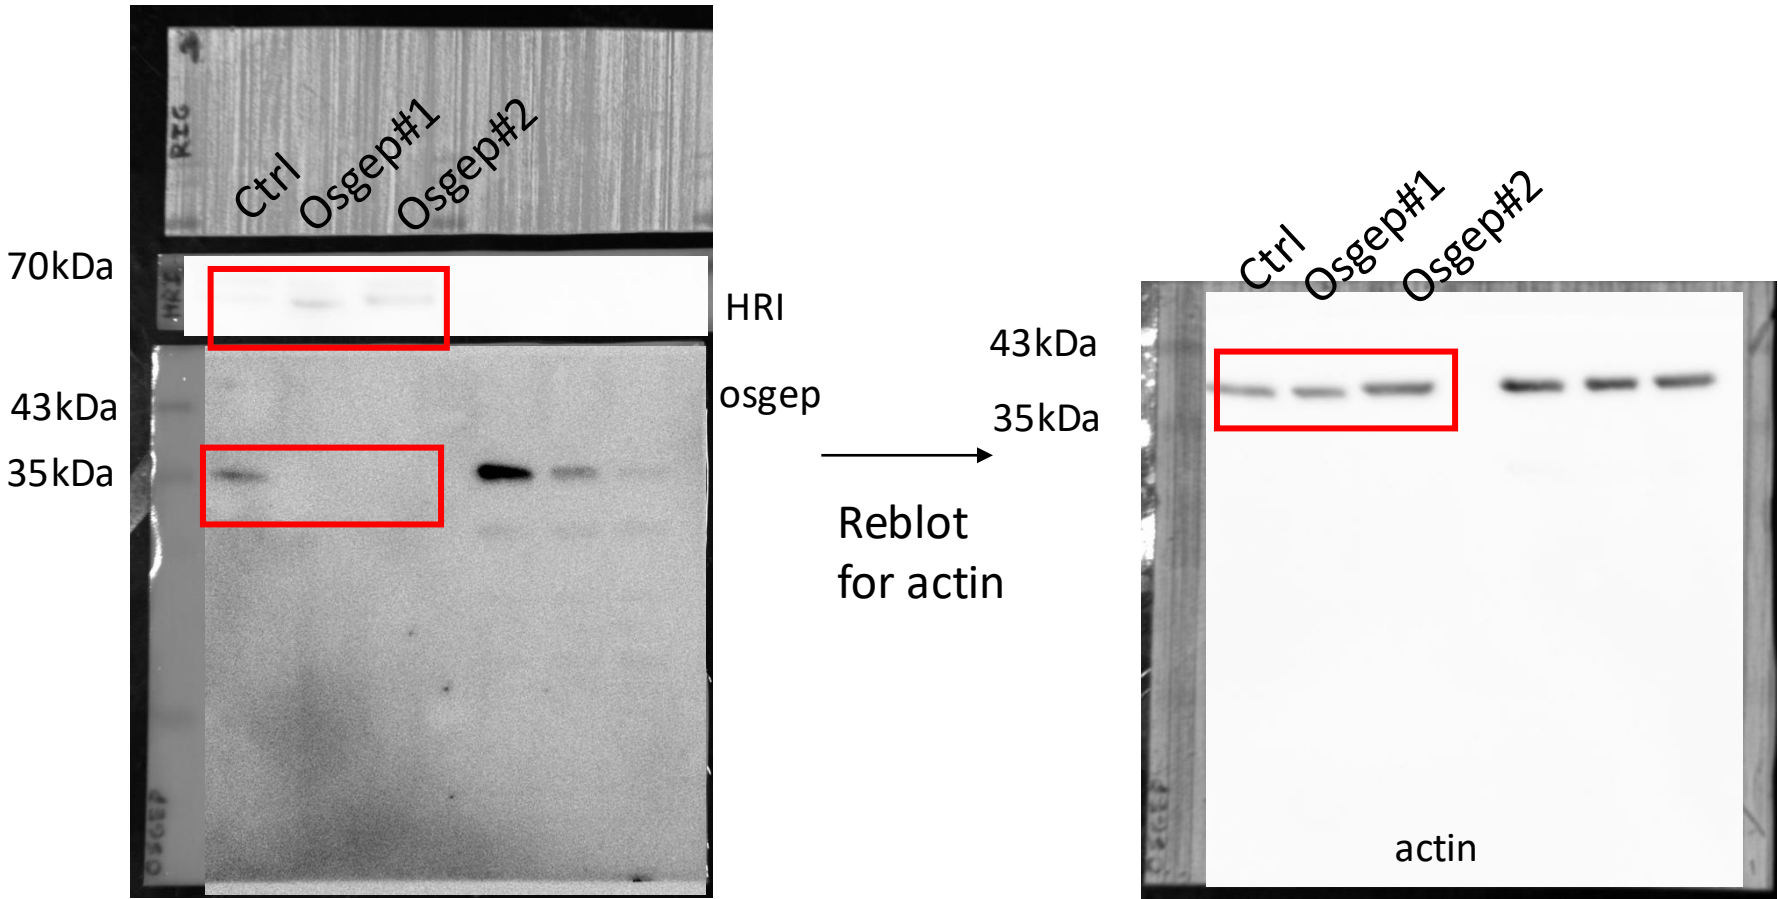

# Gel from Western Blot FIGURE 5B

B16 PANEL

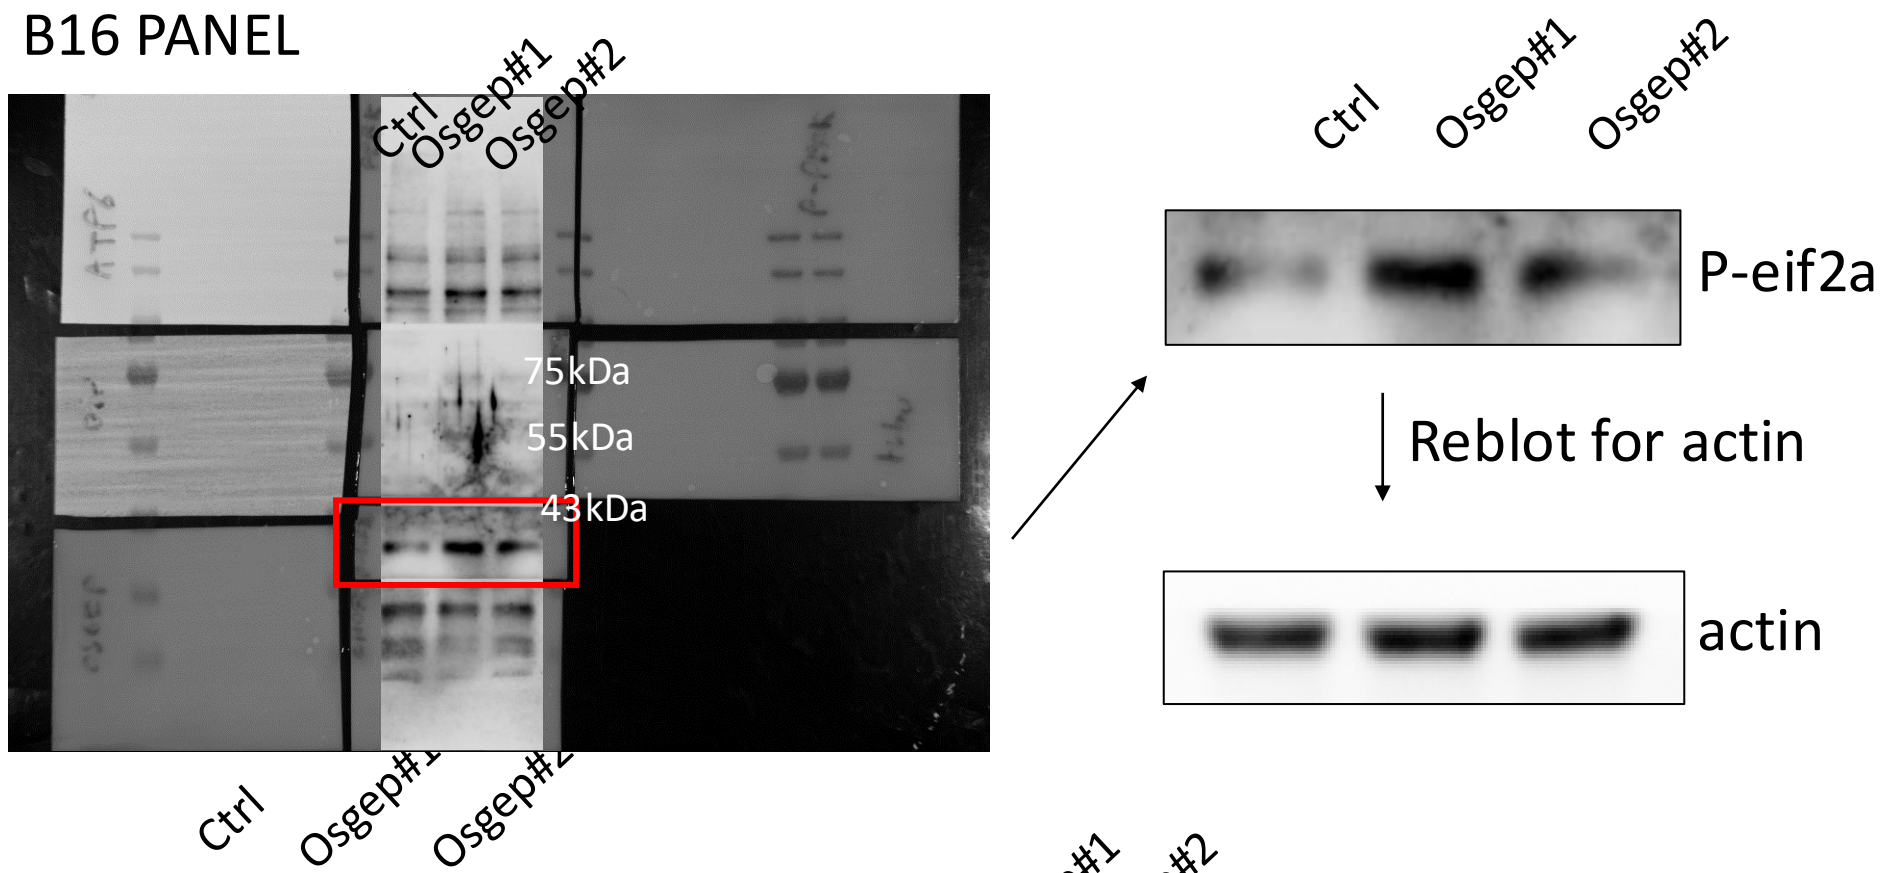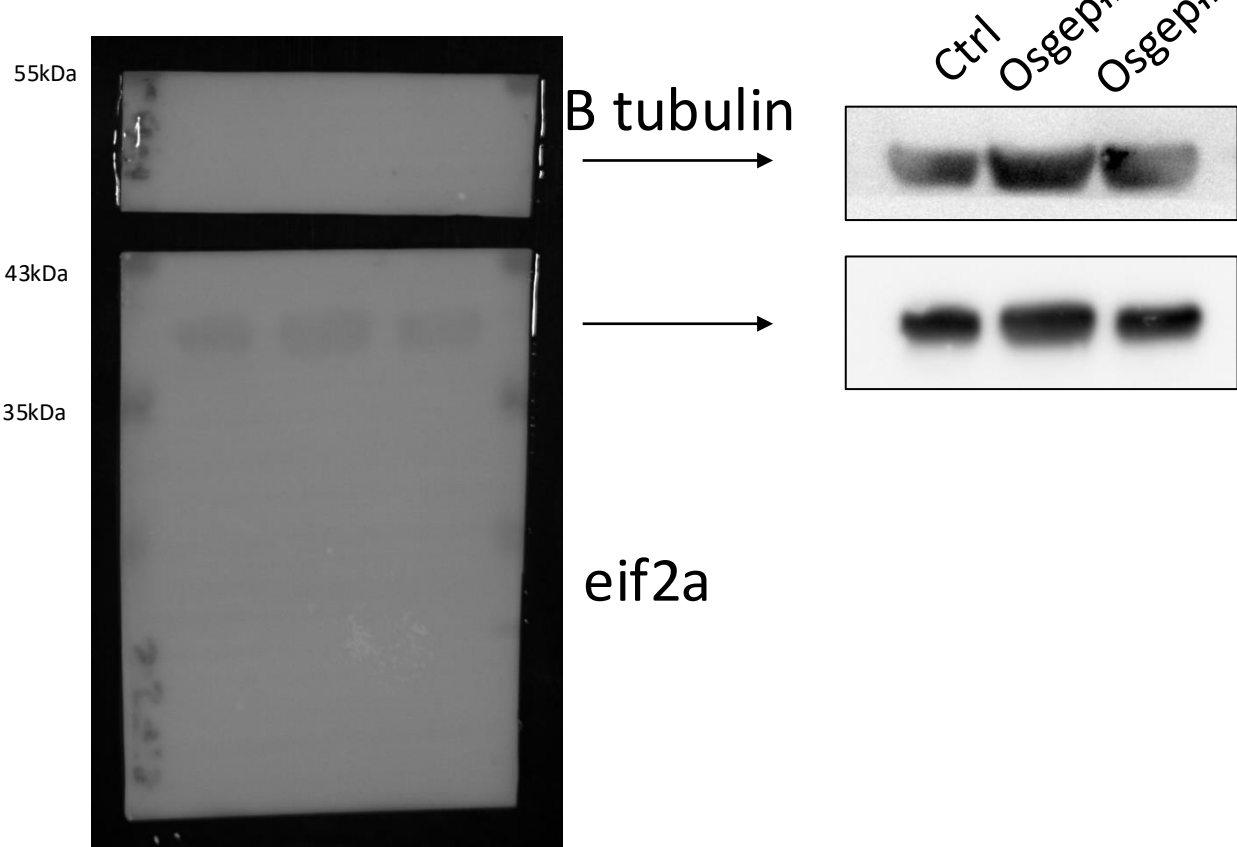

M1014 PANEL

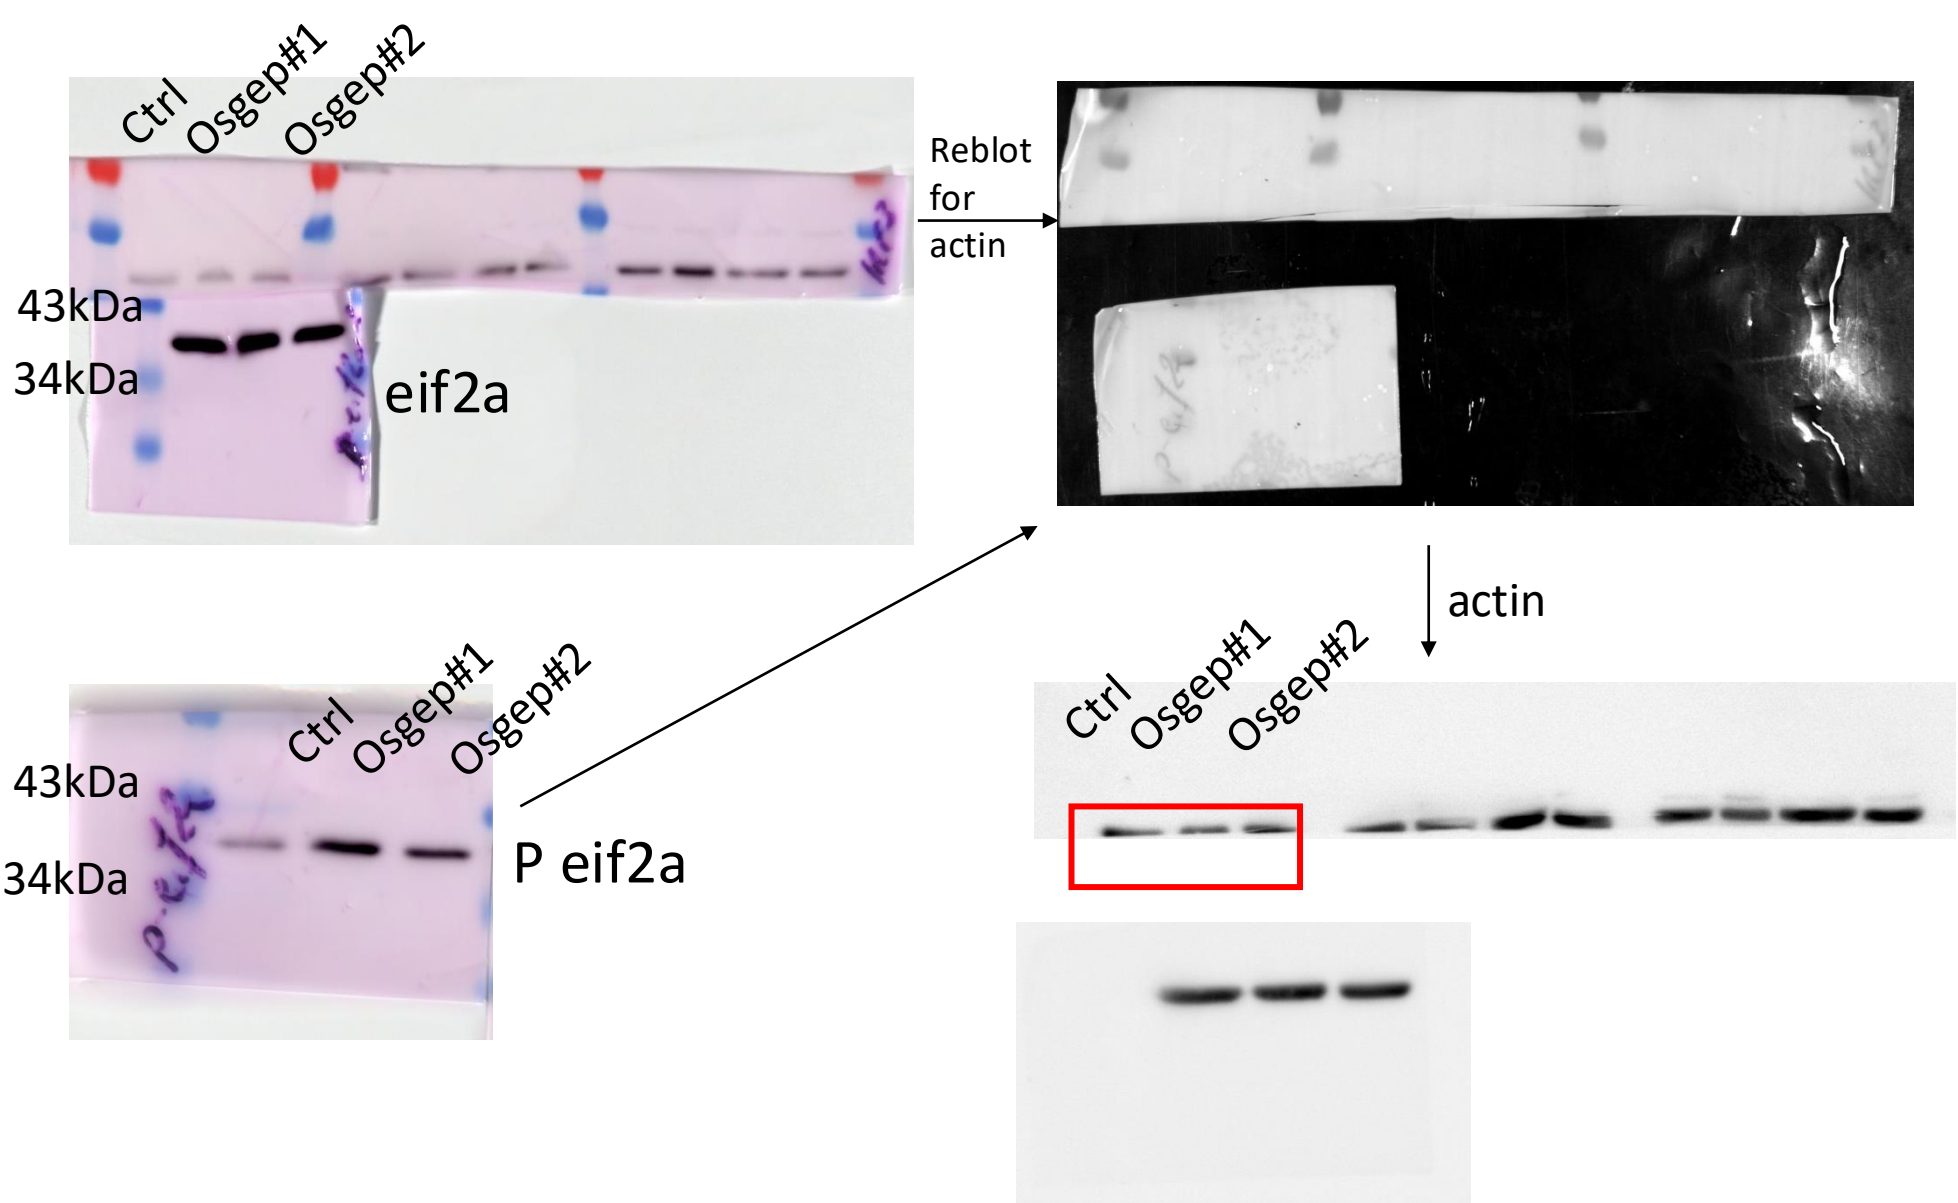

Gel from Western Blot FIGURE 5H

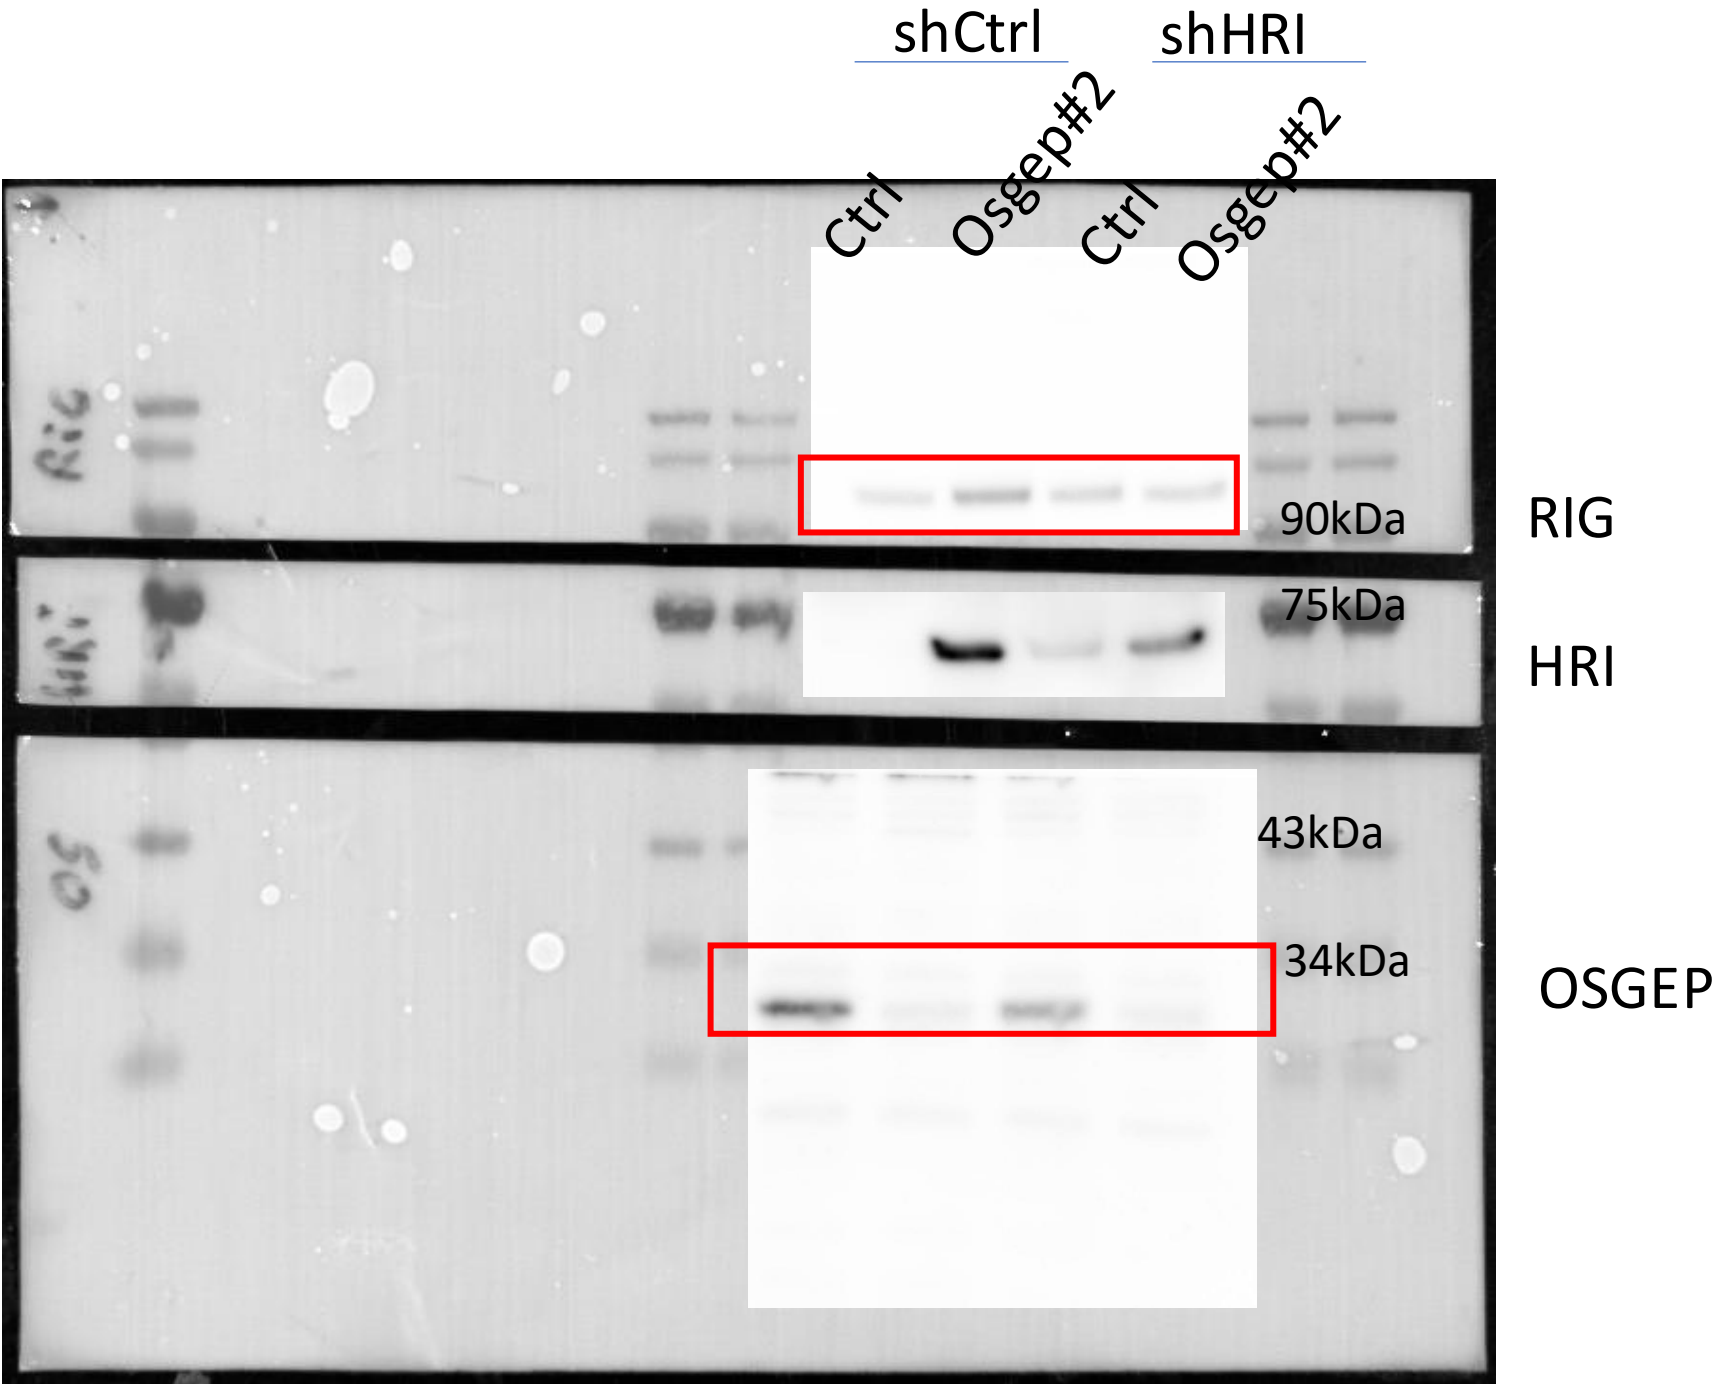

Reblot for actin

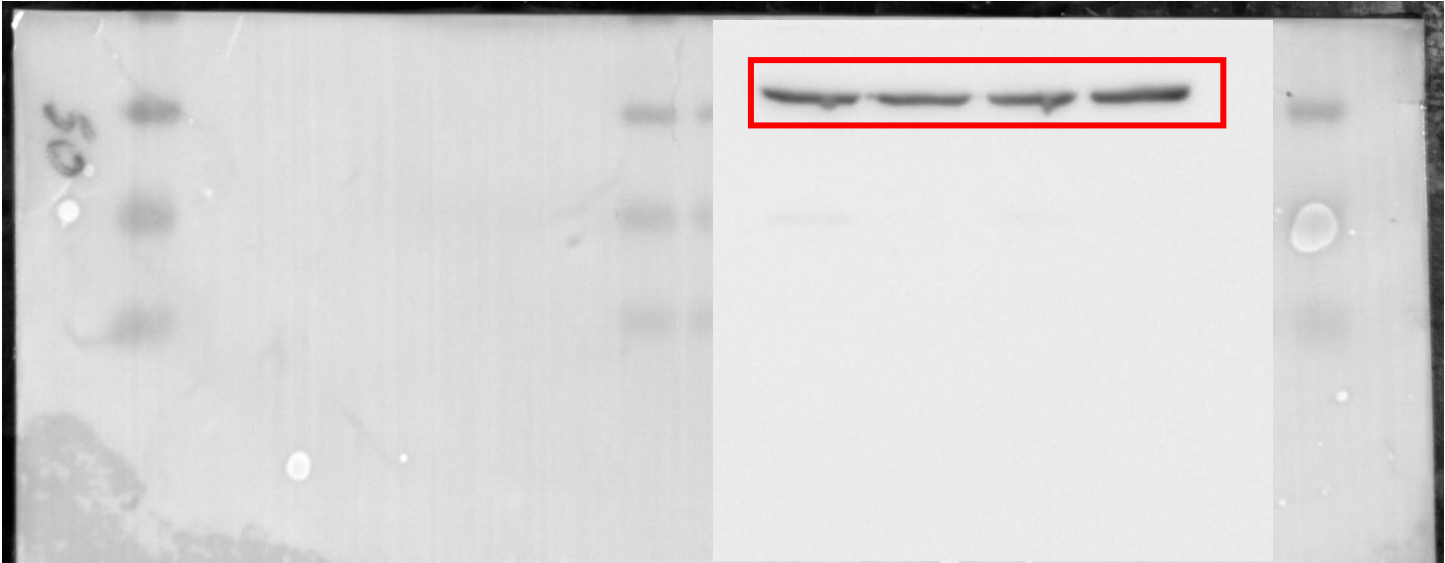

**Gel from Western Blot FIGURE 6A**

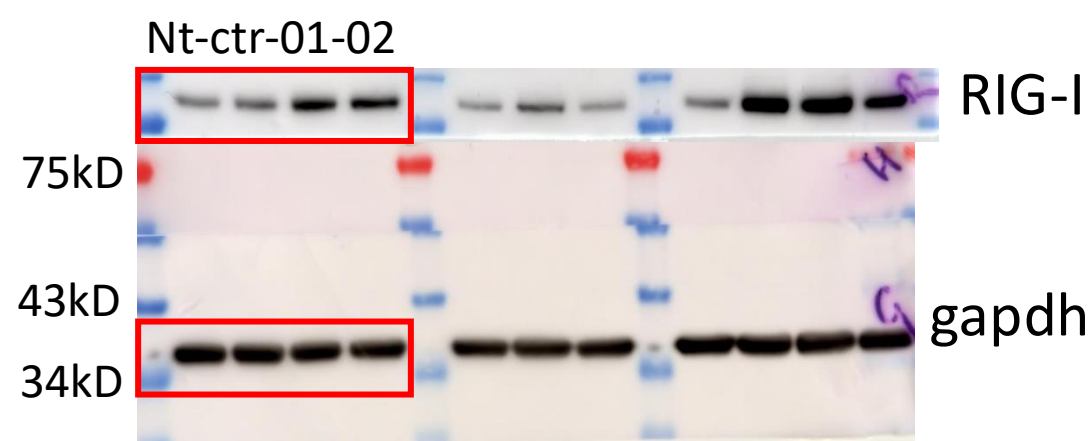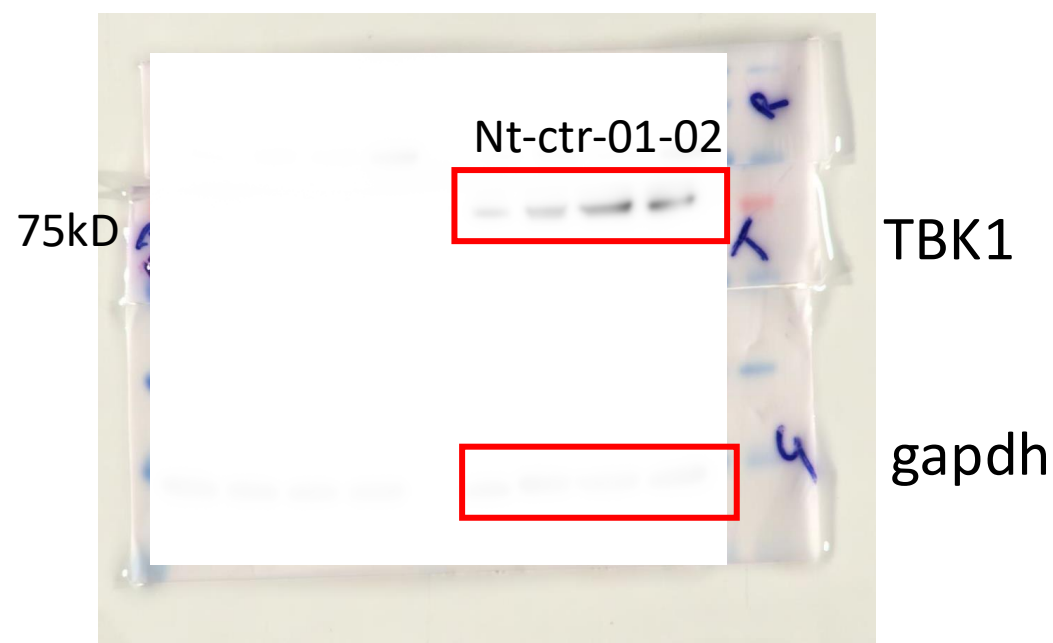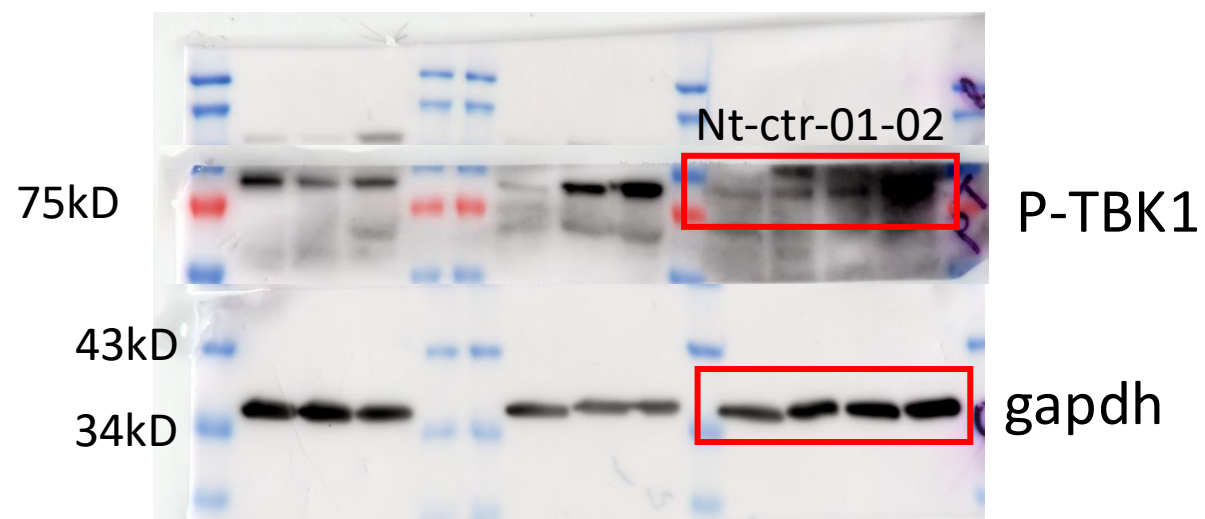

Gel from Western Blot FIGURE 6E

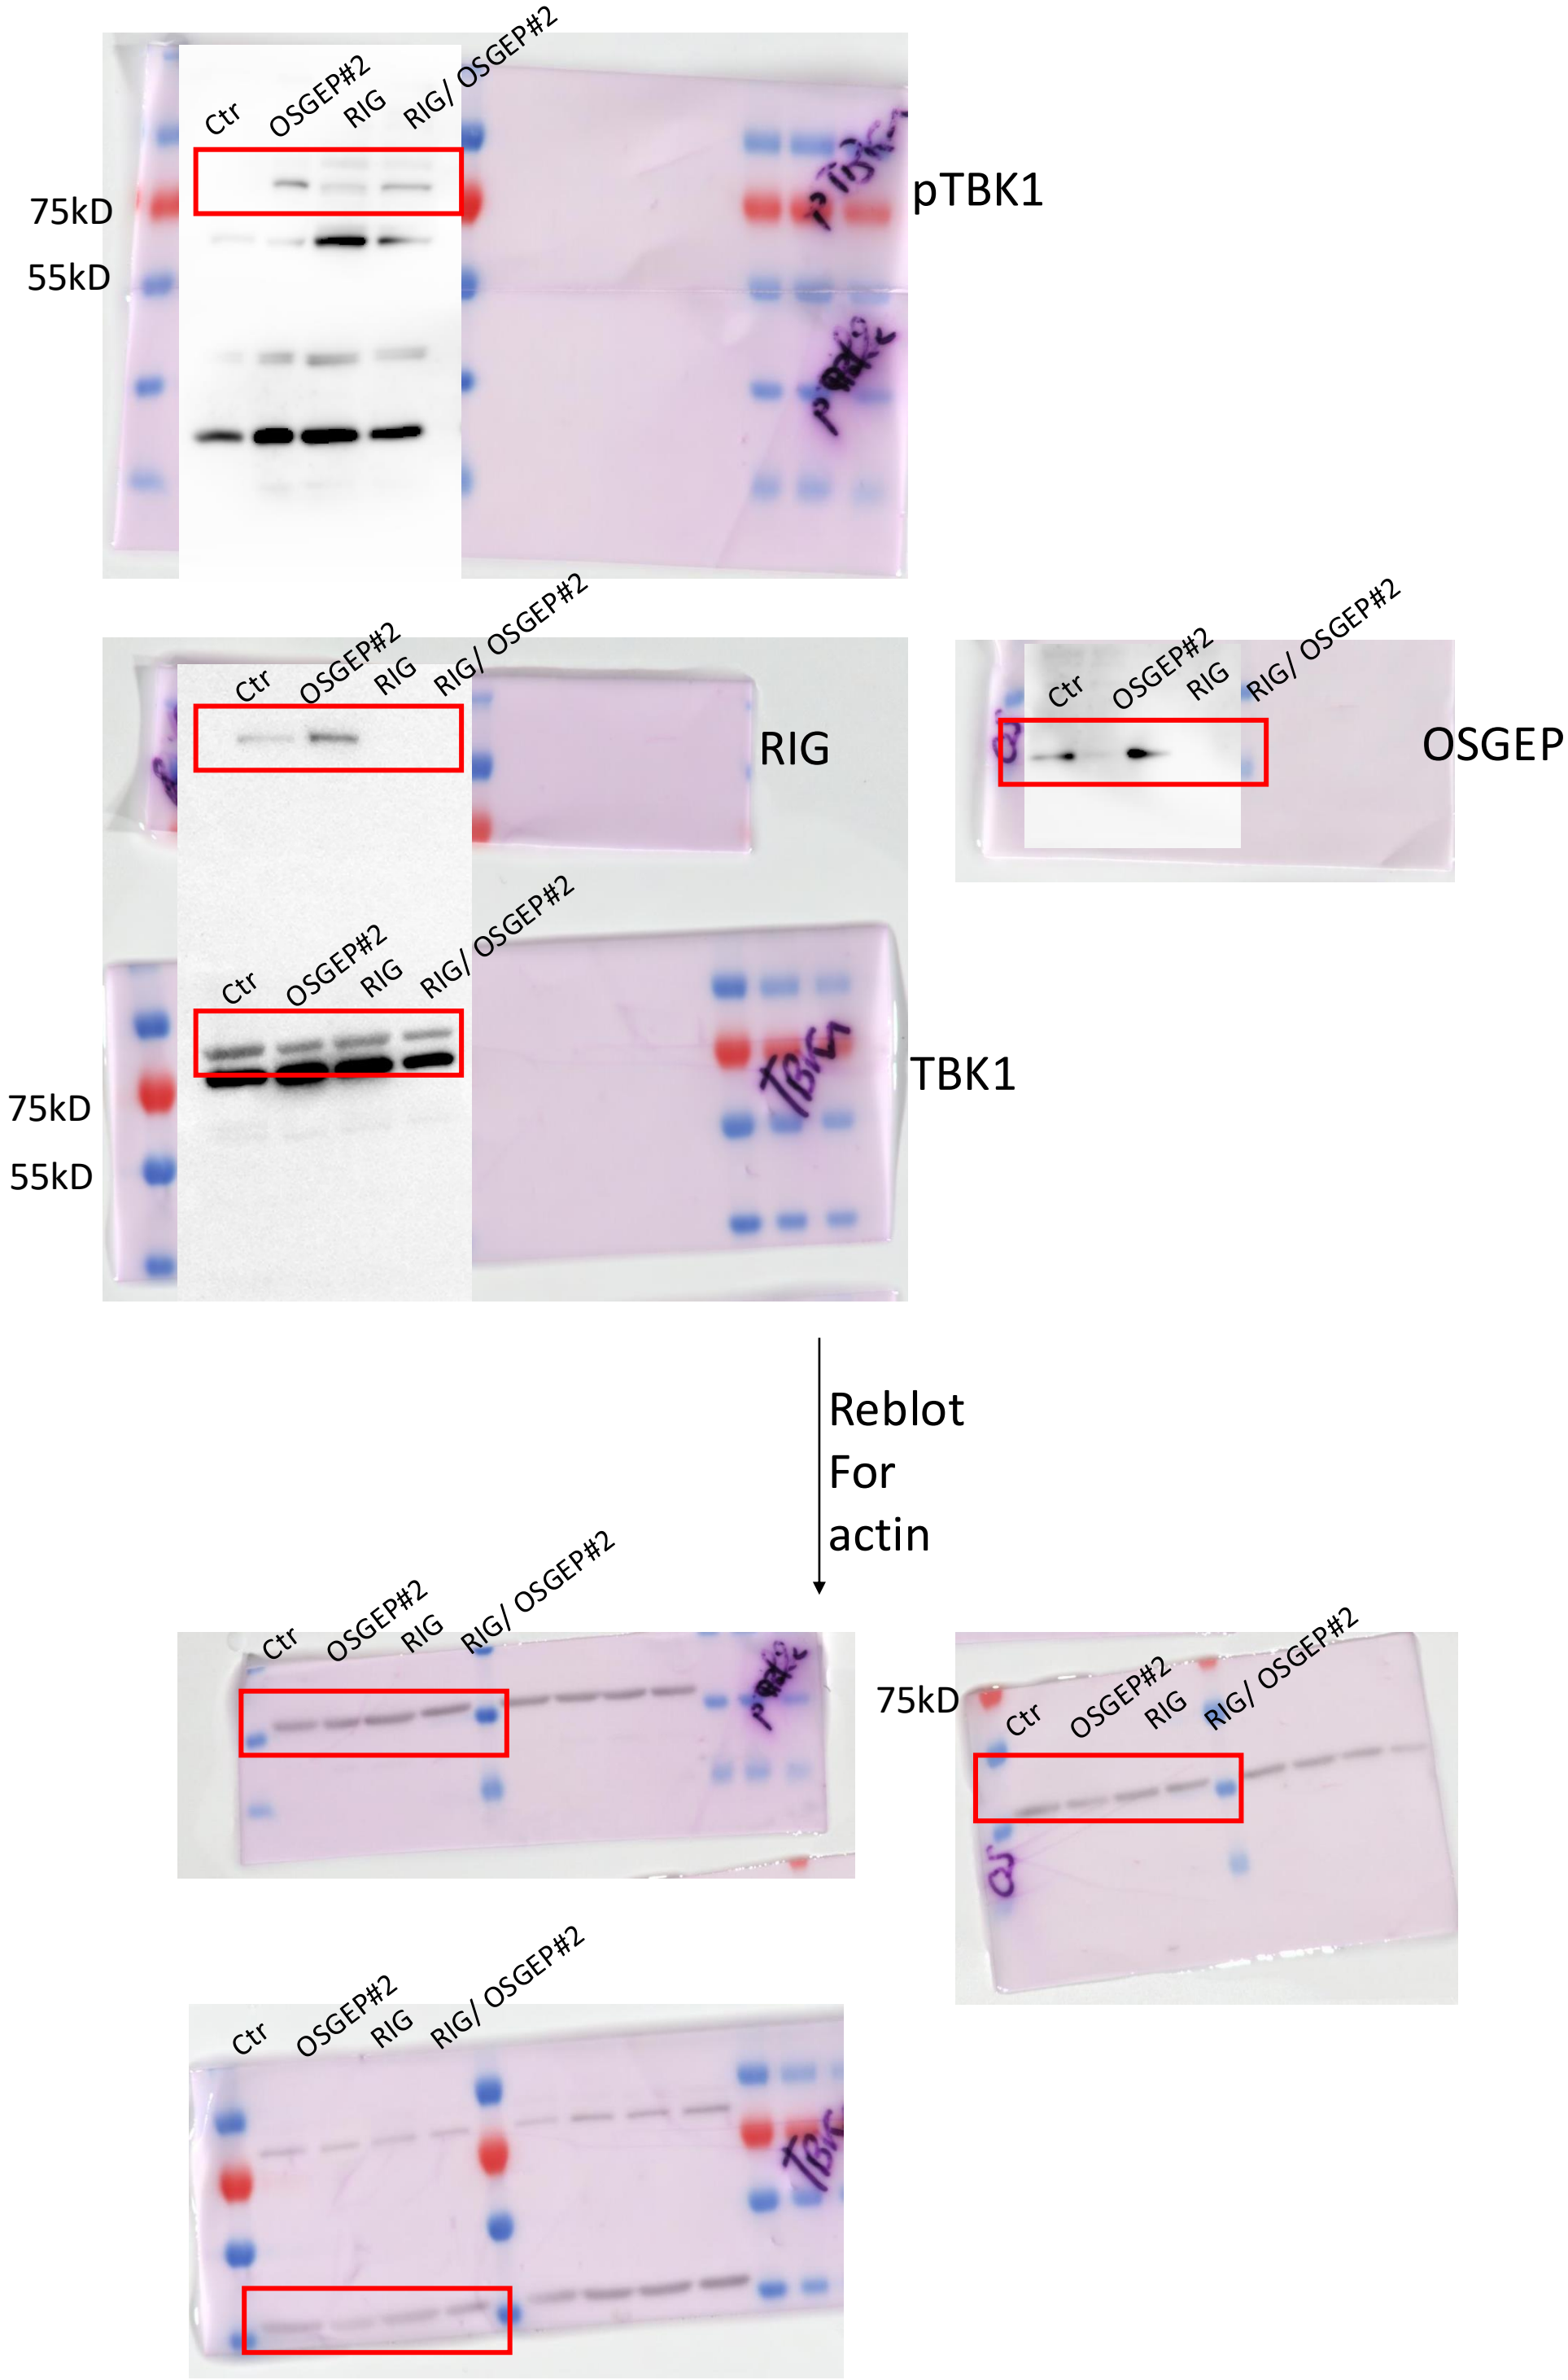

**Supplement:** Supplementary file 12 — Source data

How the deposited data were processed for this re-analysis (not part of the article)

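RNA recovered with FLAG-tagged RIG-I in B16F10 melanoma cells was measured by RIP-seq in 9 libraries, 3 each from cells with shCtr, shOSGEP#1 and shOSGEP#2. The authors depleted ribosomal RNA, sequenced paired-end reads, trimmed them with TrimGalore, aligned them to GRCm39 with STAR and quantified genes with Salmon. The authors deposited whole-number counts per gene, without normalization and without pooling replicates. Salmon estimates counts that need not be whole, so the deposited counts had been rounded or exported as whole numbers. The paper's text does not name how the genes of the table were selected. Conditions and replicate numbers were taken from the sample labels and the methods.

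From these counts, total counts, genes detected, the share of the 10 genes with the most counts, the share of mitochondrially encoded genes and the Spearman correlation with each other library were computed per library. Total counts ran from 568995 to 50224299. Intervals are 95% Wilson intervals of a share of counts, and the floor is 3 counts. Both cover counting error only, since reads without molecular identifiers are not independent molecules. The spread between the 3 replicates of a group limits precision more than counting does, except in shOSGEP#2 replicate 2, where mRNAs below a CPM of 5.27 fall under the floor and some mRNAs far above it had no count. Group differences in these shares were tested by two-sided exact permutation tests on log2 values, 12 in all, with Benjamini-Hochberg adjustment.

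Genes were tested with edgeR 4.0.16 (R 4.3.3) after TMM normalization and the filterByExpr filter, by the quasi-likelihood test with a coefficient for each of the 3 groups, all 9 libraries in the fit and no covariate. Shared use of all libraries gives the groups a common estimate of the spread. The threshold was a Benjamini-Hochberg adjusted p under 0.01, as in the methods. Standard errors are the log2 fold change divided by the square root of the test's F statistic. Gene lists were tested with fry of limma 3.58.1 on the same fit, with adjustment over the 5 lists that had at least 3 tested genes and a threshold of 0.05. The list of RNA polymerase III transcripts had fewer and was left out. The replicate numbers come from the sample labels, and the paper states that replicates are independent experiments, so libraries with the same number were treated as a possible pair, in a fit with the replicate number as a block.

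The alternatives were DESeq2 1.42.0 with its size factors, RLE normalization, library totals without TMM, no filter, a filter of at least 10 counts in every library, an adjusted p under 0.05, a fit of only the groups compared, the replicate block, camera in place of fry, and leaving out each library or replicate in turn. After the data were seen, limma's voom with sample quality weights was added, as were the replicate block and DESeq2 without shOSGEP#2 replicate 2. The genes named were Osgep and Ddx58, the other genes that the paper names in the RIG-I, HRI and stress granule experiments, and the 5 genes up and the 5 down with the largest mean log2 fold change among those past the threshold for both shRNAs in the same direction, with every shOSGEP library on the same side of every shCtr library. With all 9 libraries no gene met this last rule, with 620 and 1240 genes at an unadjusted p under 0.05 for the 2 shRNAs, and it was applied to the fit without shOSGEP#2 replicate 2. Genes with the largest share of counts, and any other gene named, were chosen after their values were seen.

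The tests were run on simulated data first, with the library sizes of the data, the small one included, a dispersion of 0.06 and 200 genes changed by a log2 fold change of 2. Of these 200 genes, edgeR recovered 200 for shOSGEP#1, 195 for shOSGEP#2 and 200 for both among 12459 genes tested, with 2, 1 and 2 false calls. DESeq2 recovered 193, 192 and 197, with 4, 6 and 7 false calls among 13720, 12817 and 13118 genes tested. All simulated libraries had the mean composition of the data without shOSGEP#2 replicate 2. The genes missing from that library were therefore not simulated. The fit of all 9 libraries had a common dispersion of 0.420, so this recovery does not describe its power.

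Gene names, gene types, transcript lengths and codon counts came from GENCODE annotation of GRCm38, an earlier build than the GRCm39 of the counts, so identifiers were matched, no coordinates are given, and 111 of the 22396 identifiers had no match. Lengths and codon counts were available for 21212 genes, which held at least 98.4% of the counts of each library. Shares, exact tests and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The comparison of RNA classes was left out, because at least 99.6% of the counts of each library fell on protein-coding genes. The tRNA counts of Fig. 6b to d were not analysed here.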

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

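Of the tests in this part, the thinning of the other libraries to compare the number of genes detected and the overlap of Ccnb1ip1 with Rpph1 were chosen only after the result was seen. In the 6 shOSGEP libraries, 11 measures were scanned for a library set apart from the other 5 by Dixon's criterion, and 6 of them had such a library. By chance about 1 in 20 would. The measures are not independent, since 5 of the 6 point to the same library.

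The library of shOSGEP#2 replicate 2 lay apart from the other shOSGEP libraries in the number of genes detected (4196), the share of its 10 genes with the most counts (13.8%, 95% Wilson interval 13.8% to 13.9%), its median Spearman correlation with the other libraries (0.568), the share of Lars2 (6.79%, 95% Wilson interval 6.73% to 6.86%) and the share of codons that begin with A in its counts (25.6%, against 27.0% to 27.4% in the other shOSGEP libraries). Fewer counts alone were tested as the explanation of its effect on the genes called. When shOSGEP#2 replicate 3 was thinned to 569153 counts, with replicate 2 left out, 1222 genes were still called for both shRNAs, against 1186 before thinning (edgeR's quasi-likelihood test, adjusted p under 0.01). The count rose from 1232 to 1469 for shOSGEP#1 against shCtr, and it fell from 1217 to 1007 for shOSGEP#2 against shCtr and from 1375 to 1185 for shOSGEP#2 against shOSGEP#1. The low total did not bring any of these counts to 0. A second explanation is that the library was made from few distinct RNA molecules. The other 8 libraries, each thinned to 568995 counts, still had 11143 to 11277 genes with a count, where this library had 4196. Only 56 of its detected genes had a single count, against 526 in a library thinned to the same total, and its detected genes had a median of 67 counts. This is consistent with many copies of few molecules, for which little RNA recovered in that immunoprecipitation may be a reason. Whether the amount of RNA was low was not tested, and no biological explanation can be tested on a single library. Ddx58, with 236 counts expected, and 7 of the other named genes had 0 counts there, so an absent gene in this library is no evidence of absent binding. The high share of Lars2 was not confined to this library. It was 1.10% in shOSGEP#2 replicate 1 and 0.264% in replicate 3, above the highest shCtr value of 0.0312%, and the source of these counts was not tested.

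Ccnb1ip1, which held 3.38% of the counts of that library (95% Wilson interval 3.33% to 3.43%), overlaps Rpph1, the RNA component of RNase P. In the annotation, 233 of the 319 bases of Rpph1 lie inside an exon of Ccnb1ip1 on the same strand, so counts of Ccnb1ip1 could come from Rpph1. Gene counts cannot tell the 2 apart.

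The share of the mitochondrially encoded genes was set apart in shOSGEP#1 replicate 3, at 2.96% (95% Wilson interval 2.95% to 2.97%), against 0.211% to 0.633% in the other 5 shOSGEP libraries. A single gene was tested as the explanation. Of the 13 mitochondrially encoded genes, 10 had their highest share in this library, so the rise is shared by most of them. Contamination of the immunoprecipitate with mitochondrial RNA and release of mitochondrial RNA to the cytosol in that replicate would look alike in these counts, and neither was tested.

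In data the paper does not report on, the counts of the shOSGEP libraries lay on longer transcripts. The mean log2 transcript length, weighted by counts, was 11.60 ± 0.027 (SD, n = 6) in shOSGEP and 11.50 ± 0.018 (SD, n = 3) in shCtr. All 6 shOSGEP libraries (11.57 to 11.63) lay above all 3 shCtr libraries (11.49 to 11.52), with an exact permutation p = 0.0119, the smallest that 6 libraries against 3 allow. The pattern was flagged only because the groups lay fully apart. Full separation puts this p at or near its smallest value, so the p adds no evidence of its own. It was not adjusted for the other properties computed, such as GC content. A few abundant genes do not account for it, since without the 100 genes with the highest mean share the order of the groups was the same (exact permutation p = 0.0119). GC content was tested by splitting genes into 3 classes. The shOSGEP libraries lay above the shCtr libraries in 2 of the 3 classes, with exact permutation p = 0.0238 in each, and not in the class with the lowest GC content (exact permutation p = 0.655), so a part played by GC content cannot be told apart from the pattern. The mean GC content of the counts overlapped between the groups (50.4% to 50.8% in shCtr and 49.6% to 52.1% in shOSGEP), and the shOSGEP libraries with the lowest and the highest GC content both lay above all shCtr libraries in length, which goes against GC content as the whole explanation. Transcript abundance in the cells is a further candidate explanation. In the part of the paper's Supplementary Dataset 1 at hand, the paper's log fold changes of whole-cell mRNA rose with transcript length (Spearman rho 0.170 across 1975 genes, which are not independent replicates). The difference between the groups may therefore lie in the RNA of the cells and not in what RIG-I binds.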

How the results depend on the processing

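The alternatives below were set before the data were examined, apart from those named as added. No test in this part was chosen only after the result was seen, apart from the added alternatives.

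With all 9 libraries, 0 genes passed an adjusted p of 0.01 in edgeR's quasi-likelihood test in all 4 comparisons, with 620, 1240, 817 and 1325 genes at an unadjusted p under 0.05 for shOSGEP#1, shOSGEP#2 and both against shCtr and for shOSGEP#2 against shOSGEP#1. The count was also 0 in all 4 with RLE normalization, with library totals, with no filter on low counts (15712 genes) (656 to 1662 genes at an unadjusted p under 0.05) and with the replicate block, where 407, 787, 545 and 842 genes had an unadjusted p under 0.05. It was 0 for both shRNAs as a single group of 6, with 559 genes at an unadjusted p under 0.05. The threshold of 0.05 gave 2 genes for shOSGEP#2 against shOSGEP#1, Ccn4 and Cyp26b1, which were named after their values were seen, and 0 in the other comparisons.

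In the same order of comparisons, DESeq2 called 122 genes (67 up, 55 down), 350 (235 up, 115 down), 176 (118 up, 58 down) and 408 (232 up, 176 down). Of these, 118, 302, 164 and 346 were among the genes that edgeR called without shOSGEP#2 replicate 2. The filter of at least 10 counts in every library, which left 3896 genes, gave 5 genes (Prss23 up; Mef2d, Rhoq, Bhlhe41 and Chmp7 down), 94 (79 up, 15 down), 3 (Prss23 and Boc up, Bhlhe41 down) and 86 (58 up, 28 down). Mef2d, Rhoq, Bhlhe41, Chmp7 and Boc were named after their values were seen. This filter removes genes without counts in shOSGEP#2 replicate 2. With only the groups compared in the fit, 1495 genes were called for shOSGEP#1 (744 up, 751 down), and 0 in both comparisons with shOSGEP#2, where 594 and 555 genes had an unadjusted p under 0.05. With 1 library left out at a time, counts ran from 0 to 1217 for shOSGEP#2, from 0 to 1186 for both and from 0 to 1375 for shOSGEP#2 against shOSGEP#1, and were above 0 only without shOSGEP#2 replicate 2. Where the count was 0, 263 to 2127 genes had an unadjusted p under 0.05. For shOSGEP#1 against shCtr, the libraries left out in turn were those of the 2 groups, and the count stayed at 0.

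The added alternatives, chosen after seeing the data, called genes in each comparison. Voom with sample quality weights, which gave shOSGEP#2 replicate 2 a weight of 0.0263 and the other libraries 0.569 to 5.30, called 3317, 1012, 2073 and 933 genes. The replicate block without that library called 1380, 1238, 1341 and 1393, and DESeq2 without it 2401, 2376, 2342 and 2542. The simulated data, with the same library sizes and a dispersion of 0.06, gave 195 of 200 changed genes for shOSGEP#2 among 12459 tested. At that dispersion, the size of that library does not by itself prevent calls. The simulation left out its missing genes and larger spread, so it does not describe the power of the fit of all 9 libraries. The common dispersion was 0.420 with it and 0.0692 without it.

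Other splits of the libraries were compared with the real ones, restricted to splits that part same-numbered libraries as the real one does. With all 9 libraries, 4 of the 4 splits gave as many genes as the real one for shOSGEP#1, 4 of 4 for shOSGEP#2, 4 of 4 for shOSGEP#2 against shOSGEP#1 and 27 of 27 for both, since the count was 0 throughout, so these say nothing about the grouping. With only shCtr and shOSGEP#1 in the fit, 1 of the 4 splits, the real one, reached 1495 genes and the others 0, and 4 splits cannot give a share under 0.05. Without shOSGEP#2 replicate 2 and with the shOSGEP libraries as a single group, the real split called 89 genes and 2 of the 18 splits gave as many. The other of the 2 set the 3 shOSGEP#1 libraries against the rest and called 253 genes, which is itself a difference between conditions.

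For the gene lists, camera, a test that compares a list with the other genes and takes genes as nearly independent, gave an adjusted p of 9.82e-06 for mitochondrially encoded genes (3.73) and 1.74e-07 for ribosomal protein genes (−0.50). Under the other alternatives, the adjusted p of fry lay between 0.157 and 0.675 for the first and between 0.0346 (all libraries of replicate 2 left out) and 0.694 for the second. With only the library of shOSGEP#2 replicate 2 left out, it was 0.243 and 0.0114. Stress granule genes turned to −0.13 with the filter of at least 10 counts. Without each replicate in turn, the median ran from −0.0440 to 0.0707 for stress granule genes, from −0.0745 to 0.20 for RIG-I pathway genes and from −0.55 to −0.38 for ribosomal protein genes. Among the 27 splits of the libraries, 7 gave a fry p as small for mitochondrially encoded genes, 27 for interferon-stimulated genes, 15 for RIG-I pathway genes, 23 for stress granule genes and 4 for ribosomal protein genes.

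The 13 results for named genes were computed under 156 alternatives in all, of which 148 kept direction and side of the threshold, 7 reversed and 1 passed the threshold. The last was Osgep in shOSGEP#2 with DESeq2 (−4.07, adjusted p = 0.00827, where its alternatives ranged from 0.00827 to 0.921). Ddx58 in shOSGEP#2 turned to −0.19 with the replicate block and ran from −0.13 to 0.86 with 1 library left out at a time. For both shRNAs the same exercise gave −0.40 to 0.17 for Irf3, −0.52 to 0.0290 for Eif2ak1 and −0.0514 to 0.10 for G3bp1. Irf3 and Eif2ak1 reversed only without shOSGEP#2 replicate 2, where they had 0 counts against 25.6 and 43.2 expected from the other shOSGEP#2 libraries. Ddx58, with 0 counts there against 236 expected, was negative only in fits that kept that library. The cause of the other changes was not tested. The comparisons of RNA class shares and their alternatives were not run, because nearly all counts fell on protein-coding genes. In shOSGEP#2 replicate 2, the depth hides mRNAs under a CPM of 5.27, and mRNAs above it were missing too, such as Ddx58, so a count of 0 in that library is uninformative at either level.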

Differences from the paper's values

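The paper's stated depth of 50 M fragments sequenced per sample and the counts on genes are different measures of depth, and are set side by side here because both describe the same libraries. The counts on genes were 30.7 M in shOSGEP#1 replicate 3, 25.5 M in shOSGEP#2 replicate 1, 14.9 M in shOSGEP#2 replicate 3 and 0.569 M in shOSGEP#2 replicate 2, against the paper's 50 M fragments. The other 5 libraries lay between 34.6 M and 50.2 M counts. None of the alternatives set before the data were examined changes a library's total.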

Other observations

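Of the tests in this part, the comparisons with whole-cell fold changes and with codon content were chosen only after the result was seen, and the list of pigment cell genes was chosen after the decrease of Tyr was seen. The fold changes here are from the fit without shOSGEP#2 replicate 2, which is an alternative to the fit of all 9 libraries, in which 0 genes passed the threshold and 817 had an unadjusted p under 0.05 for both shRNAs.

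The paper does not report on changes of single mRNAs bound to RIG-I. The difference between the shRNAs was tested directly, and 1375 genes differed between shOSGEP#2 and shOSGEP#1 (edgeR's quasi-likelihood test, adjusted p under 0.01), of which 794 were higher in shOSGEP#2. This is more than the 1232 and 1217 genes that differed between each shRNA and shCtr. A part of the change in recovered mRNA may follow the abundance of the mRNAs in the cells. The log2 fold change of recovered mRNA was compared with the paper's whole-cell log fold change in the part of Supplementary Dataset 1 at hand. Across 1963 genes, the Spearman rho was 0.207 for shOSGEP#1 and 0.527 for shOSGEP#2. The paper's heading names that ratio shCtr over shOSGEP, but its value for Osgep is −3.31, so negative values were read as lower in shOSGEP. Genes are not independent replicates, and the part at hand is a selection of genes, so the size of the relation over all genes is not known.

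A biological hypothesis from the paper's model was that binding would change with the share of codons that begin with A, which are read by tRNAs that carry t6A. Across 12593 genes, the Spearman rho of the log2 fold change with that share was 0.0701 for shOSGEP#1 and −0.0576 for shOSGEP#2. The signs were opposite and the values near 0, so no common relation with codon content was seen.

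A further hypothesis was that RIG-I binds more mRNA of the proteins that aggregate on loss of OSGEP. For the 72 tested genes of the aggregate proteins in Supplementary Dataset 5, the unadjusted p of limma's fry test was 0.0322 (adjusted p = 0.0482 over 3 lists), for both shRNAs. The median log2 fold change relative to all tested genes was only 0.03, below the 0.05 of the 71 genes of the random list in the same dataset, whose fry p was 0.344 (adjusted p = 0.344). The p-value therefore does not come with a shift of the typical gene in the list, and 13 of the 72 genes passed the threshold over all genes in either direction, against 3 of 71. The numbers were 11 and 8 in shOSGEP#1 and 9 and 3 in shOSGEP#2. For the aggregate list, the fry adjusted p was 0.298 in shOSGEP#1, 0.0163 in shOSGEP#2 and 0.0438 for shOSGEP#2 against shOSGEP#1, each with direction up. The random list had 0.298 (up), 0.0577 (down) and 0.0265 (down). The medians of the aggregate list in these comparisons were 0.0164, −0.0349 and −0.13, so the direction given by fry was that of the median gene in shOSGEP#1 and not in the other comparisons of this set, and the hypothesis is left open.

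Tyr was among the mRNAs with the largest decrease, and a list of other pigment cell genes, written without Tyr, was tested next. The median of its 18 tested genes, relative to all tested genes, was −0.45 in shOSGEP#1 and −1.74 in shOSGEP#2. The unadjusted p-value of limma's fry test was 0.0181 in shOSGEP#1 (adjusted p = 0.0543 over 3 lists, which does not pass 0.05) and 0.000584 in shOSGEP#2 (adjusted p = 0.00175). Of the 18 genes, 7 and 14 passed the threshold over all genes. The difference between the shRNAs was tested itself, with a median of −0.90 and an adjusted p of 0.00833 in the fry test (0.00278 unadjusted). Lower abundance of these mRNAs in the cells may explain their decrease in the RIG-I immunoprecipitate, which these counts cannot tell apart from lower binding.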
